# Gene silencing pathways found in the green alga *Volvox carteri* reveal insights into evolution and origins of small RNA systems in plants

**DOI:** 10.1186/s12864-016-3202-4

**Published:** 2016-11-02

**Authors:** Anne Dueck, Maurits Evers, Stefan R. Henz, Katharina Unger, Norbert Eichner, Rainer Merkl, Eugene Berezikov, Julia C. Engelmann, Detlef Weigel, Stephan Wenzl, Gunter Meister

**Keywords:** microRNAs, Gene silencing, Transposons, Small RNAs, Evolution, Argonaute, *Volvox carteri*

## Abstract

**Background:**

*Volvox carteri (V. carteri)* is a multicellular green alga used as model system for the evolution of multicellularity. So far, the contribution of small RNA pathways to these phenomena is not understood. Thus, we have sequenced *V. carteri* Argonaute 3 (VcAGO3)-associated small RNAs from different developmental stages.

**Results:**

Using this functional approach, we define the *Volvox* microRNA (miRNA) repertoire and show that miRNAs are not conserved in the closely related unicellular alga *Chlamydomonas reinhardtii*. Furthermore, we find that miRNAs are differentially expressed during different life stages of *V. carteri*. In addition to miRNAs, transposon-associated small RNAs or phased siRNA loci, which are common in higher land plants, are highly abundant in *Volvox* as well. Transposons not only give rise to miRNAs and other small RNAs, they are also targets of small RNAs.

**Conclusion:**

Our analyses reveal a surprisingly complex small RNA network in *Volvox* as elaborate as in higher land plants. At least the identified VcAGO3-associated miRNAs are not conserved in *C. reinhardtii* suggesting fast evolution of small RNA systems. Thus, distinct small RNAs may contribute to multicellularity and also division of labor in reproductive and somatic cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3202-4) contains supplementary material, which is available to authorized users.

## Background

Volvocine algae are a sub-group of green algae ranging from unicellular species such as *Chlamydomonas reinhardtii* (*C. reinhardtii*) to the multicellular genus *Volvox. V. carteri* is a freshwater alga with female and male cells that can reproduce both sexually and asexually and is composed of two different cell types [1]. Asexual forms are characterized by a spheroid that is composed of approx. 2000 somatic cells and encloses several reproductive cells. Each of these so called gonidia can undergo symmetric and asymmetric cell divisions to form a new colony of somatic cells and gonidia [2]. The sexual life cycle is started by a sex-inducing pheromone that can be secreted by male strains and is functional at very low concentrations [3]. Pheromone signaling induces the sexual differentiation program and therefore the generation of egg cells in female strains, while male strains form sperm packages that are subsequently released into the water [4]. Dimorphic sexes have evolved several times in plants, however their origins are unclear. The fact, that the sexually dimorphic and multicellular species *V. carteri* and the unicellular species *C. reinhardtii* had a common ancestor about 200 million years ago [5] makes *Volvox* an ideal system for studying the evolution of these processes [4].

Non-coding RNAs, including small RNAs, have been associated with processes that are crucial to eukaryotic evolution. Small RNAs are processed from longer precursor molecules to their mature forms that are subsequently bound by a member of the Argonaute (AGO) protein family [6]. Argonaute proteins are characterized by distinct domains that anchor both the 5′ and the 3′ end of the small RNA [7]. Some but not all Argonaute proteins are endonucleases and can cleave target RNAs that are complementary to the bound small RNAs [8, 9]. In many organisms, several Argonaute protein genes exist and especially in plants each AGO protein prefers and selects different small RNAs [10]. In land plants, several different pathways that make use of specialized small RNAs are known [10, 11]. For example, short interfering RNAs (siRNAs) are processed from transgene- or virus-derived double stranded (ds) RNAs and guide sequence-specific cleavage of complementary (foreign) RNAs. Furthermore, small RNAs can direct DNA methylation and subsequent gene silencing processes in a pathway known as RNA-dependent DNA methylation (RdDM). MicroRNAs (miRNAs) are processed from endogenous miRNA genes and guide repression of complementary target mRNA expression as a means of gene regulation. Unlike in animals, where miRNAs bind to partially complementary sequences, plant miRNAs mainly repress their target mRNAs by hybridizing to fully complementary sites followed by sequence-specific cleavage. So-called trans acting siRNAs (tasiRNAs) are plant-specific and also regulate gene expression. This pathway is initiated by a miRNA (most prominently miR-390), which guides cleavage of a target. The cleaved transcript is used as template by RNA-dependent RNA polymerases (RdRPs) to generate a long dsRNA, which is cleaved by DCL4 to produce many tasiRNAs thus amplifying the signal. These RNAs, in turn, silence the respective locus by transcript cleavage [12]. Recently, it has been shown in *A. thaliana* that a miRNA can also guide cleavage of transposon transcripts and, similarly, the cleaved transcript serves as template for dsRNA, which gives subsequently rise to siRNAs that repress transposon expression [13]. SiRNAs and miRNAs have been identified in *C. reinhardtii*, indicating that small RNA pathways have evolved at early stages of plant evolution [14, 15]. Given the importance of different small RNAs in processes closely associated with multicellular development in land plants, we speculated that they might have played a role in the transition from uni- to multicellularity in green algae. MiRNA candidates have been reported in *V. carteri*, but their function remains unknown [16].

Here, we have performed small RNA-Seq as well as RNA-Seq of mRNAs from different stages of *V. carteri* providing a global and comprehensive atlas of gene expression in somatic and reproductive cells. To identify functional small RNAs, we isolated VcAGO3 protein and cloned and deep sequenced associated small RNAs. Using this functional approach, we clearly define miRNAs as well as their specific expression under different conditions. Of note, the identified miRNAs are not conserved in *C. reinhardtii*. Furthermore, we find miRNAs as well as siRNAs originating from transposons such as *Jordan* or *Kangaroo*, for example. Strikingly, miRNAs are not only expressed from transposons but also seem to target such elements, suggesting miRNA-guided repression of transposable elements. Finally, we also provide evidence for loci that generate phased siRNAs similar to tasiRNAs found in *A. thaliana*. Although green algae and higher land plants including *A. thaliana* diverged very early and evolution proceeded independently, we provide evidence that many small RNA pathways found in land plants have also evolved in *V. carteri*.

## Results

### Transcriptome sequencing and annotation

We sought to characterize expression activity and dynamics not only of small RNAs, but also of mRNAs in *V. carteri*, since these are often modulated by small RNAs. When we started this study, only very little transcriptomic data had been available for *V. carteri* in general. We therefore cloned and sequenced RNAs under various experimental conditions (Additional file 1: Table S1). 

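For small RNAs, total RNA of 5 cell preparations was sequenced, with 1 library each. These were gonidia, the reproductive cells, of vegetative cultures, somatic cells and gonidia separated 16 h after addition of the sexual inducer, and somatic cells and egg cells separated 64 h after it, when the female program had been completed. The libraries of vegetative somatic cells and of VcAGO3 immunoprecipitates were not analysed here. The authors trimmed adapters and low-quality ends, aligned the reads to version 9.0 of the *V. carteri* genome with tophat2/bowtie2, and deposited a count for every distinct sequence of 18 to 45 nt, without normalization. The counts of a library summed to 50660904 in vegetative gonidia, 75696173 in induced somatic cells, 94894372 in induced gonidia, 48824399 in female somatic cells and 87448777 in female egg cells. They were read as reported alignments to the genome, in which a read is counted once at each of up to 20 positions and stands in the orientation of the forward strand. The number of reads behind each sequence was therefore estimated from the counts of the sequence and of its reverse complement in the 5 libraries. The estimated reads summed to 8560093 in vegetative gonidia, 12894534 in induced somatic cells, 16896383 in induced gonidia, 8115664 in female somatic cells and 16510149 in female egg cells. RPM values give the reads of a sequence relative to the estimated reads of the library. Because of the orientation, the 5′ terminal nucleotide of a read and the strand it came from are not given by the counts, and a miRNA was counted together with its exact reverse complement. As each condition has 1 library, the spread between replicates is unknown, and every difference is one between libraries. The 95% intervals cover counting error only, since PCR copies of one molecule were not distinguished. The most frequent length was 22 nt in all 5 libraries. The share of estimated reads of 20 to 22 nt was 65.5% in vegetative gonidia, 72.4% in induced somatic cells, 72.3% in induced gonidia, 69.9% in female somatic cells and 74.2% in female egg cells. The alternative that moved this share most counted every distinct sequence once, with 48.5% in vegetative gonidia and 60.7% in female egg cells as the lowest and highest share. When alignments were taken in place of reads, the most frequent length was 21 nt in female somatic cells and in female egg cells.

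**Figure D1:**
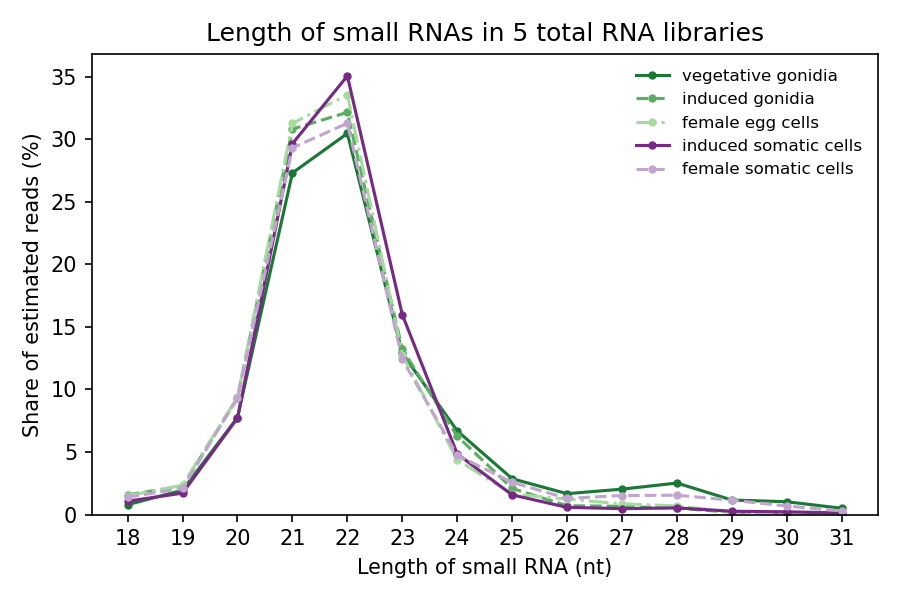
Share of estimated reads (y axis, %) against the length of the small RNA (x axis, nt) in the 5 libraries of total RNA, with 1 line per library. All lines peak at 22 nt, and the line of vegetative gonidia is the highest at 27 to 28 nt.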

We included somatic cells and gonidia under vegetative growth conditions, somatic cells as well as gonidia after induction of sexual reproduction, along with somatic and egg cells from a female culture (fully differentiated). Using all single-end as well as paired-end sequencing data, a transcriptome assembly was generated in order to analyze mRNA transcripts in more detail. This comprehensive data set enabled us to analyze transcripts and their possible connection to small RNAs in better detail. All RNAseq data are available at the NCBI SRA under PRJNA266874 for further analysis.

### AGO-associated small RNAs of *V. carteri*

To identify functional small RNA pathways in *V. carteri*, we first examined available transcriptome data and our own RNA-Seq data for the presence of potential factors that are known to be involved in RNA silencing pathways and that are also known to be conserved proteins. We found a PAZ/PIWI domain-containing gene, typical for Argonaute genes, which we refer to as VcAGO3, since a similar transcript had already been annotated at this locus (XM_002952848) (Fig. 1a). Furthermore, we found genes for an additional AGO protein (although we could not amplify the complete transcript from cDNA for this gene so far), one Dicer, one RNA-dependent RNA Polymerase (RdRP) and a HEN1 homolog (Additional file 2: Figure S1), suggesting that several small RNA pathways might operate in *V. carteri* [10].

**Fig. 1:**
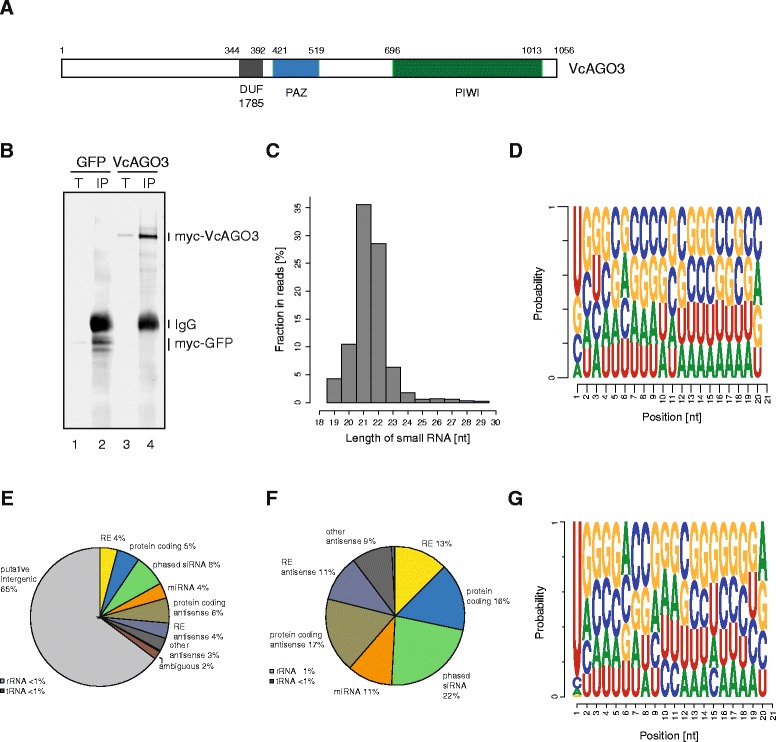
Characterization of small RNAs associated with VcAGO3. **a** Domain structure of *V. carteri* VcAGO3. VcAGO3 contains the canonical domains PAZ and Piwi and a domain of unknown function (DUF1785). Domain borders are indicated by the position of amino acid residues. **b** Western blot showing the expression and successful immunoprecipitation (IP) of over expressed, myc-tagged VcAGO3 and myc-tagged CrGFP (GFP, codon optimized for *C. reinhardtii* [49]). T = total lysate; IP = immunoprecipitation. **c** Size distribution of all small RNA reads associated with VcAGO3 measured by deep sequencing (after adapter trimming and quality filtering, see methods), nt = nucleotide. **d** Nucleotide frequencies of all small RNAs associated with VcAGO3 (**e**) Pie chart showing the categorization of all mapped reads. RE, repetitive elements. **f** Pie chart showing the distribution of all mapped, assigned reads. RE, repetitive elements. **g** Nucleotide frequencies of all miRNA reads

To identify functional small RNAs, we expressed myc-tagged VcAGO3 in *V. carteri* by gold particle-mediated plasmid delivery, isolated associated small RNAs by anti-myc immunoprecipitation and cloned and sequenced them (Fig. 1b). The length of the VcAGO3-associated RNAs peaks at 21 and 22 nt (Fig. 1c). While the GC content of the genome of *V. carteri* is about 60 %, the 5′ terminal nucleotide of the bound small RNAs is mainly uridine, suggesting that the VcAGO3 MID domain accommodates preferentially 5′ terminal uridines, similar to human Ago2 and *Arabidopsis* Ago1 [17, 18] (Fig. 1d). VcAGO3-associated small RNAs that map to the genome can be grouped into different functional categories including repetitive elements (RE), protein coding regions (sense and antisense), phased siRNAs or miRNAs (Fig. 1e and f). Since the transcriptome and RNA classes in general are only poorly annotated in *V. carteri*, the identity of the largest part of our library cannot be deduced yet. However, these sequences are bound by VcAGO3 and therefore are presumably functional (see also below and Fig. 4).

To predict miRNAs in *Volvox*, we utilized the novel miRNA identification tool miRA [19] using criteria adopted from the prediction of miRNAs in *C. reinhardtii* [14]. In total, 490 miRNAs were predicted when running miRA on the VcAGO3 data set as well as six libraries from different cells and life stages from *V. carteri* (Additional file 3: Table S2 and Additional file 4: Figure S2). These predicted miRNAs fall into 324 miRNA families (miRNAs with the same sequence, but different genomic location), the largest one comprising 48 members and 67 families had two or more members. 

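Table S2 lists 491 mature and 244 star sequences with their positions. In the text copy of the table that was used, 224 of the 735 printed sequences do not have the length of their coordinates. A printed sequence was replaced if it had another length, or no read in any of the 5 libraries. Its replacement was the sequence of the right length within 2 edits with the most alignments over the libraries pooled. This changed 202 entries with another length and 68 with the right length, while 33 had no such match and were kept as printed. MIR414 was taken as drawn in Fig. 3c. The mature sequences then comprised 327 distinct ones, which is the number of miRNAs that reads can tell apart. At least 1 read was found for 296 in vegetative gonidia, 298 in induced somatic cells, 301 in induced gonidia, 291 in female somatic cells and 292 in female egg cells. A count of 0 allows up to 0.178 RPM in the deepest library, of induced gonidia, and 0.370 RPM in the shallowest, of female somatic cells. Every library had reads of 275 sequences. The 309 sequences with a read in any library are set by the repair itself, which looks for sequences with reads, as 192 of them were used as printed and 116 were repaired. For the repaired ones, detection is no evidence that the listed miRNA exists. The 18 sequences without a read are those kept as printed. The alternative that lowered these numbers most used only the 237 distinct printed sequences whose length equals their coordinates, and found 186 in vegetative gonidia, 190 in induced somatic cells, 188 in induced gonidia, 181 in female somatic cells and 185 in female egg cells. With at least 10 reads as the minimum, the numbers out of 327 were 230 in vegetative gonidia, 263 in induced somatic cells, 263 in induced gonidia, 227 in female somatic cells and 257 in female egg cells. The most abundant miRNA sequence in every library was that of the MIR264 family (TCTGCACTGGGCTGTGAGCTT in DNA letters), which Table S2 lists at 12 loci, among them MIR264a on scaffold 97 from 123214 to 123234. Its share of the reads of mature sequences was 33.5% in vegetative gonidia, 27.8% in induced somatic cells, 22.8% in induced gonidia, 20.1% in female somatic cells and 46.5% in female egg cells.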

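After the repair of the text copy, the 491 mature entries of Table S2 fell into 327 groups with an identical sequence. Of these, 67 had 2 or more entries. The largest group had 48, namely the 47 entries named MIR178 and the entry MIR179a. With the sequences as printed, there were 330 groups. When entries were grouped by name, 325 families were obtained, 68 of them with 2 or more entries. A read of an identical sequence cannot be assigned to one of its loci, so all values per miRNA are values of the sequence. Reads of 70 of the sequences were estimated to have 1 alignment to the genome, and reads of 57 had 20, the largest number that was reported per read.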

The nucleotide preference for VcAGO3-bound miRNAs is even more pronounced towards a U at the 5′ end (Fig. 1g), indicating high specificity of our miRNA identification approach. 

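The miRNA sequences of Table S2 were compared between reproductive and somatic cells of the induced and of the female cultures. A log2 ratio of RPM was computed with 1 read added to both libraries, for sequences with at least 10 reads in one of them. In the induced cultures, 69 of 282 sequences were at least 2-fold higher in gonidia and 101 at least 2-fold lower. In the female cultures, 85 of 270 were higher in egg cells than in somatic cells and 75 were lower. The scaling that moved the induced comparison most took the median of ratios over the miRNA sequences, and gave 91 higher and 79 lower. The median log2 ratio of the induced cultures was -0.39, and 0.03 with that scaling. In the female cultures it was 0.09, and -0.12 with TMM factors, which gave 75 higher and 81 lower. Among the 262 sequences compared in both cultures, 23 were higher in reproductive cells in both, 34 were lower in both and 30 were past 2-fold in opposite directions. Between stages, 78 sequences were at least 2-fold higher and 72 lower in induced than in vegetative gonidia. In female egg cells, 70 were higher and 85 lower than in vegetative gonidia. Female somatic cells had 50 higher and 101 lower than induced somatic cells, but 68 higher and 73 lower with TMM factors.
Sequences with the same direction at both stages and at least 100 reads in the 4 libraries were ranked by the smaller of their 2 log2 ratios. By this measure, MIR126 (scaffold 39, 805580 to 805600, minus strand), MIR258 (scaffold 1, 7263676 to 7263695, minus strand) and MIR138 (scaffold 38, 275506 to 275526, plus strand) were the furthest above in reproductive cells. MIR126 had 130 reads in induced somatic cells and 2052 in induced gonidia, a log2 ratio of 3.58 (95% interval 3.33 to 3.83), and 25 reads in female somatic cells and 1301 in egg cells, a log2 ratio of 4.62 (95% interval 4.06 to 5.18). The log2 ratio of MIR258 was 2.82 (95% interval 2.52 to 3.12) in the induced cultures. In the female cultures it had 3 reads in somatic cells and 587 in egg cells. The 3 reads allow up to 7.75, so this is at least 37.2-fold higher. MIR138 rose from 475 to 15411 reads in the induced cultures, a log2 ratio of 4.63 (95% interval 4.50 to 4.76). Its ratio in the female cultures was 2.33 (95% interval 1.74 to 2.92), where other sequences that contain positions 3 to 18 of MIR138 had a ratio of 0.46. The star sequence that Table S2 lists for MIR138 is the mature sequence of MIR161. MIR161 went the other way, with log2 ratios of -1.81 and -2.03 in the induced and the female cultures. Reads of MIR138 and MIR161 had 20 alignments, so the loci they came from are not known. Furthest below by the same measure were MIR163 (scaffold 27, 1809887 to 1809908, minus strand), MIR268 (scaffold 2, 4647552 to 4647572, plus strand) and MIR170 (scaffold 47, 239511 to 239533, minus strand). The sequence of MIR163 was repaired by 2 edits and that of MIR268 by 1. MIR163 had 484 reads in induced somatic cells and 2 in induced gonidia, which allow up to 6.30, so it was at least 100.7-fold lower. It had 329 and 0 in female somatic and egg cells, at least 223-fold lower. The log2 ratios of MIR268 were -5.35 (95% interval -5.95 to -4.75) and -5.32 (95% interval -6.07 to -4.57), and those of MIR170 were -4.34 (95% interval -4.69 to -3.98) and -4.44 (95% interval -4.72 to -4.17), in the induced and the female cultures. Among the 5 most abundant sequences, MIR438 was lower in reproductive cells at both stages, with log2 ratios of -1.57 and -2.14. MIR264a changed by -0.38 and 1.91, and its induced ratio was 0.04 with the median-of-ratios scaling. MIR315 and MIR201 had opposite directions at the 2 stages with the exact sequence, but not when length variants with the same first 18 nt were included. MIR256 had log2 ratios of 0.43 and -0.66. The paper ran miRA on the VcAGO3 data and on libraries of different cells, and takes the preference of VcAGO3-bound miRNAs for U at the 5′ end as a sign of the specificity of this approach. The libraries used here do not show which of the sequences are bound by VcAGO3.

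**Figure D2:**
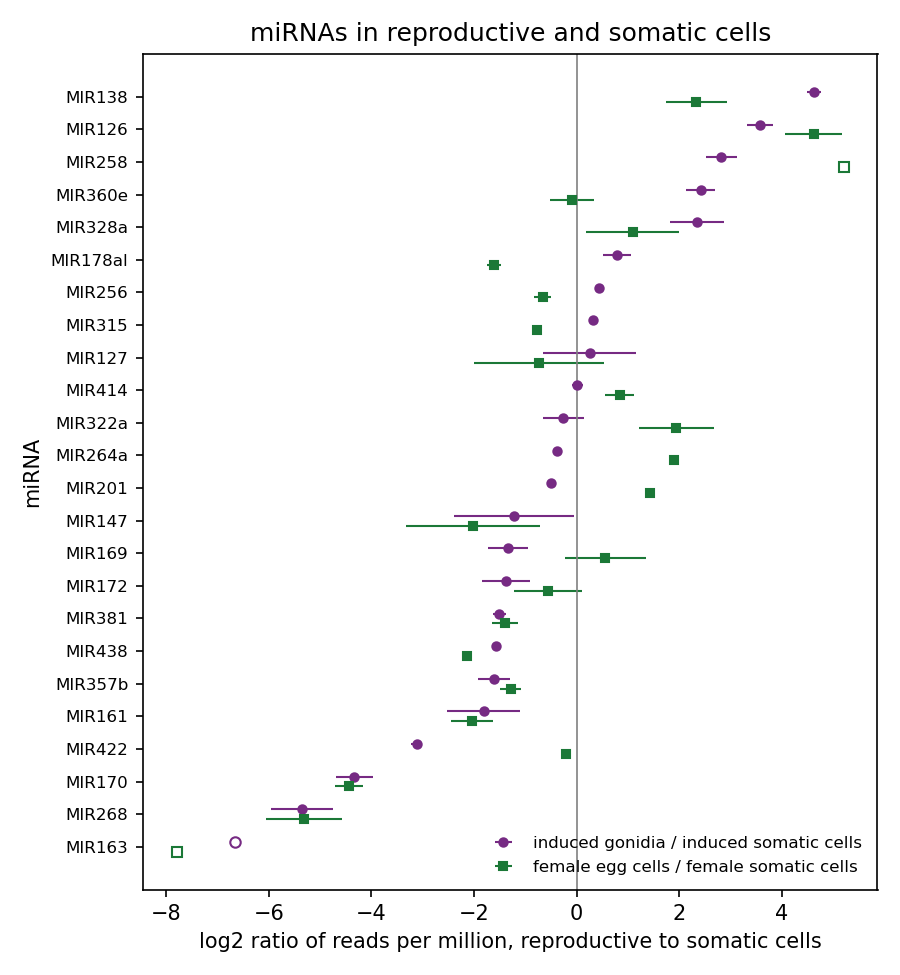
Log2 ratio of RPM in reproductive to somatic cells (x axis) for 24 miRNAs (y axis), with circles for induced and squares for female cultures. Bars are 95% intervals from the counts of 1 library each, and open symbols are lower bounds of the change where one library had at most 3 reads. MIR138, MIR126, MIR258 and MIR328a lie to the right of 0 at both stages, but the ratios of MIR328a with length variants, which are not plotted, are below 0 at both.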

In conclusion, we identified VcAGO3-associated potential miRNAs in different cell types and under different cellular conditions.

### Experimental validation of *V. carteri* miRNAs

A general feature of small RNAs or miRNAs in particular in plants is a 2′O-methylation at the 3′ end [20]. To test whether our miRNA candidates contain such characteristic modifications, we performed β-elimination experiments with total RNA from somatic cells and reproductive cells (gonidia). In this chemical reaction, an unmethylated 3′ end will lose its terminal base and as a consequence, migrate faster in polyacrylamide gels. As a positive control, an unrelated RNA oligonucleotide with unprotected 3′ end was spiked in prior to the reaction. While the positive control clearly shifted after treatment (Fig. 2a), all analyzed small RNAs from *V. carteri* migrated at the same length as before indicating that they are indeed modified at their 3’ ends (Fig. 2a). These findings are consistent with the presence of a HEN1 homolog in the *V. carteri* genome (Additional file 2: Figure S1) and suggest that our candidate RNAs are most likely miRNA.

**Fig. 2:**
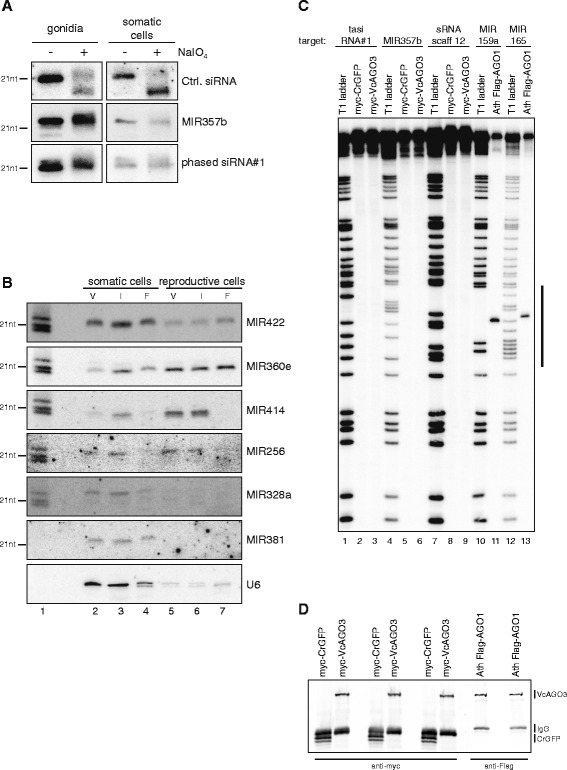
Validation of VcAGO3 and small RNA properties. **a** β-elimination experiment performed with total RNA from gonidia (reproductive cells) as well as from somatic cells showing that small RNAs in *V. carteri* are modified and do not shift upon periodate treatment. Control siRNA carries an unprotected 3′OH and therefore shifts towards a smaller size. **b** Total RNA from somatic cells and reproductive cells in different life stages (vegetative growth, V; induced to the female differentiation program, I; fully differentiated to female, F) was used to validate miRNA by RNA blot. U6 serves as a loading control. All blots shown originate from one membrane. See methods for details on stripping and re-probing of the membrane. **c** Cleavage assay with VcAGO3, *Arabidopsis thaliana* (Ath) AGO1 (positive control) and CrGFP (negative control). For VcAGO3, three different small RNAs were selected according to read abundance in the VcAGO3 library, for AtAGO1, two known and abundant miRNAs were chosen. Immunoprecipitated Ago proteins (loaded with their endogenously bound small RNAs) were incubated with 5′ radiolabeled target RNA carrying a perfectly complementary site to the respective small RNA. After incubation, RNA was extracted and run on a gel. To indicate the position of the cleavage product, each target RNA was digested with RNase T1 (cleaves after G’s) to serve as a ladder. The bar on the side of the gel indicates the site of the complementary sequence and putative cleavage site. **d** Western blot showing the successful immunoprecipitation of myc-VcAGO3, myc-CrGFP and Flag-AthAGO1 used for the cleavage experiment in (**c**). Western blot was performed with part of the immunoprecipitation reaction used for the cleavage assay. Black bars on the side indicate the location of the bands

After identifying miRNA sequences in *V. carteri* and establishing that they are modified at their 3′ end, we investigated miRNA expression under varying physiological conditions (Fig. 2b). We harvested samples at different life stages of *V. carteri* (asexual growth (V), 16 h induction of the sexual program (I) and female sexual differentiation (F)) and the culture from each stage was split into the two different cell types of *V. carteri* (somatic cells and reproductive cells). RNA blots performed with these samples show that miRNAs are indeed regulated between cell types and some are even regulated during development (Fig. 2b) indicating that *V. carteri* miRNAs might play an important role not only for cellular maintenance but also during differentiation processes. Of note, the U6 loading control signal is much weaker for the reproductive cells and therefore, only limited comparisons between somatic and reproductive cells can be made.

In plants, functional small RNAs are incorporated into AGO proteins and guide them to complementary target RNAs for cleavage. The VcAGO3 protein has a putative catalytic triad composed of the amino acids DDD. Although the canonical motif for a cleavage-competent Ago protein is DDH, AtAgo2 contains DDD as well and appears to be a catalytically active enzyme [21]. Cleavage activity of AGO proteins is usually necessary for gene silencing in plants, although mechanisms similar to mammalian AGO proteins have also been proposed [22]. In order to test the cleavage activity of AGO proteins, *in vitro* cleavage assays can be performed in which AGO proteins are purified from cell lysates and incubated with radioactively 5′ end-labeled, artificial targets that are designed to be fully complementary to an endogenous small RNA bound by the respective AGO protein. After the catalytic reaction, the target RNA is cleaved into two pieces with only the 5′ end being detectable due to its radiolabeled 5′ end. In order to test VcAGO3 for catalytic activity, *V. carteri* cultures were transformed with a plasmid carrying either myc-VcAGO3 or myc-CrGFP (control, GFP codon-optimized for *C. reinhardtii*). After a short selection period, the cultures were harvested, lysed and an immunoprecipitation (IP) was performed using anti-myc antibodies. Each IP was split into three reactions and cleavage assays were performed using three different small RNA target sequences (Fig. 2c). None of the VcAGO3 reactions generated specific cleavage products (Fig. 2c, lanes 3, 6 and 9), while a Flag-tagged AtAGO1 (used as a positive control) showed clear and strong cleavage activity (Fig. 2c, lanes 11 and 13). All proteins were expressed and precipitated successfully as shown by protein blot (Fig. 2d). VcAGO3 appears to be inactive in standard *in vitro* cleavage assays. We cannot exclude, however, that VcAGO3 functions as slicer endonuclease under different *in vivo* conditions.

### *V. carteri* small RNAs associated with transposable elements

To further understand the putative functions of VcAGO3-bound small RNAs, we analyzed their genomic origins in more detail. Interestingly, miR178al and miR357b originate from a transposon termed *Jordan* (Fig. 3a). 

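Table S2 places MIR178al on the minus strand of scaffold 62, from 340368 to 340389, and MIR357b on the plus strand of the same scaffold, from 340370 to 340391. Positions are those of genome version 9.0. The precursors of both entries span the same 199 nt, from 340214 to 340412, but on opposite strands. The mature sequences overlap by 20 nt on opposite strands. The sequence of MIR178al is TACCGACCGTTTGGGGCCCATT in DNA letters and was repaired by 1 edit, as the printed sequence is 1 nt shorter than its coordinates. It had the most alignments of 70 candidate sequences. That of MIR357b is TGGGCCCCAAACGGTCGGTAAC. The MIR178 family has entries on 21 scaffolds and the MIR357 family on 9, and 9 of the 12 MIR357 entries overlap a MIR178 entry on the other strand. Reads of both sequences had 20 alignments, the limit of what was reported, so the copies of *Jordan* they came from cannot be told apart.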

*Jordan* is a highly abundant transposable element, which resembles the transposable elements *En/Spm* as well as members of the so-called “*CACTA*” family found also in higher plants [23]. These elements transpose via a DNA intermediate and contain terminal inverted repeats (TIRs). In the case of *Jordan*, the TIRs cause a secondary structure that is similar to and recognized as a miRNA precursor and each of these elements gives rise to a miRNA (Fig. 3a). 

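In Table S2, all 47 mature entries of the MIR178 family are on the 5′ arm, and all 12 of the MIR357 family are on the 3′ arm of their precursors. Of the 44 star entries of MIR178, 38 have the mature sequence of MIR357. A read of the MIR357 sequence can therefore come from a MIR178 precursor. In the other direction, 1 of the 6 star entries of MIR357 has the mature sequence of MIR178. Of the reads of both sequences together, the MIR178 sequence made up 83.6% in vegetative gonidia (Wilson 95% interval 82.3 to 84.7%), 75.5% in induced gonidia (71.4 to 79.2%), 70.3% in female somatic cells (67.8 to 72.6%) and 65.3% in female egg cells (62.3 to 68.2%). In induced somatic cells it made up 36.7% (32.2 to 41.4%), and the MIR357 sequence was the more abundant. When all sequences of 18 to 26 nt with the same first 18 nt were counted, the share of MIR178 was 48.5% in induced gonidia (45.8 to 51.3%), so that neither was clearly the more abundant there.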

Of note, the precursors of the MIR178 and MIR357 families are highly similar to each other, with one family showing a strong expression of the 5′ arm miRNA sequence (MIR178 family), while the other expresses the 3′ arm (MIR357 family) more strongly. Thus, both miRNAs could target each other’s precursors with perfect complementarity (Additional file 5: Figure S3). 

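When the mature sequence of MIR178al was set against that of MIR357b, all 20 of the 20 overlapping nucleotides formed Watson-Crick pairs, with 2 unpaired nucleotides at the 3′ end. The overlap is the one of their positions on opposite strands. Since the 2 sequences are reverse complements over this stretch, a deposited count cannot say from which strand of the locus a shorter fragment came.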

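In the sequencing data, the reads of MIR178al numbered 3059 in vegetative gonidia, 154 in induced somatic cells, 351 in induced gonidia, 992 in female somatic cells and 661 in female egg cells. In RPM these are 357.4, 11.9, 20.8, 122.2 and 40.0 in the same order. MIR357b had 601, 266, 114, 420 and 351 reads in the same order, which are 70.2, 20.6, 6.75, 51.8 and 21.3 RPM. The log2 ratio of induced gonidia to induced somatic cells was 0.79 (95% interval 0.52 to 1.07) for MIR178al and -1.61 (95% interval -1.92 to -1.29) for MIR357b. Between female egg cells and female somatic cells, it was -1.61 (95% interval -1.75 to -1.47) for MIR178al and -1.28 (95% interval -1.49 to -1.08) for MIR357b. The intervals exclude 0 but compare single libraries. Both sequences were most abundant in vegetative gonidia, for which no somatic library was analysed here. Female somatic cells came next for both. These 2 libraries also had the largest shares of reads of 27 to 29 nt (5.72% and 4.22%). A difference between libraries in RNA quality, size selection or batch is therefore not excluded, also for the female comparison.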

To support the inferences from our small RNA-Seq experiments, we performed RNA blots using probes against the *Jordan*-encoded miRNAs (Fig. 3b), which readily validate our sequencing data.

**Fig. 3:**
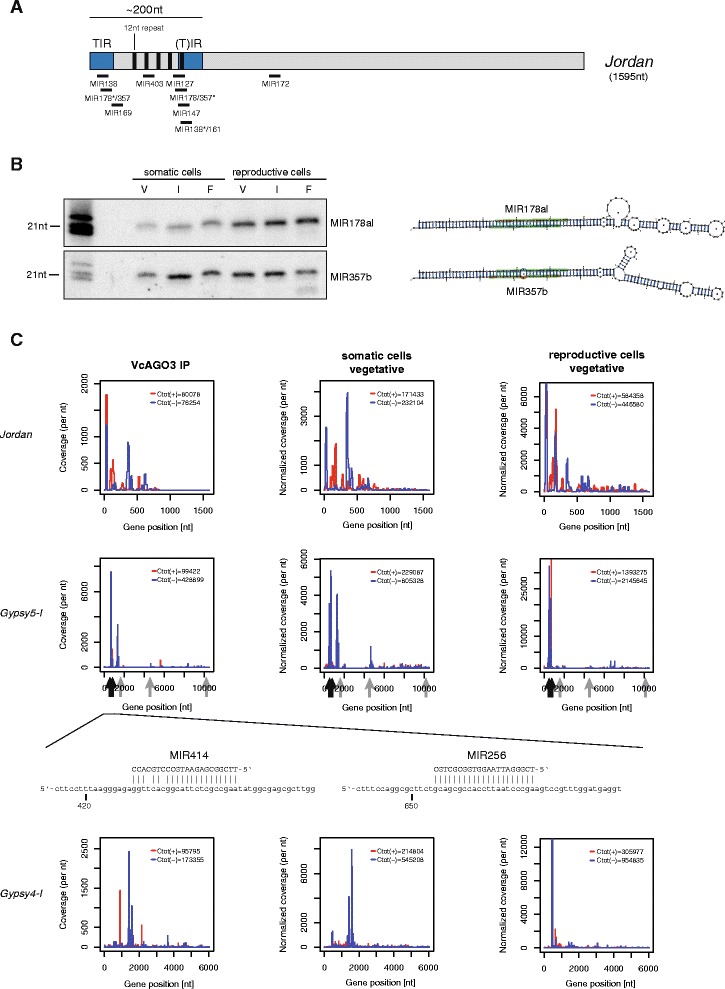
Small RNA mapping to transposable elements. **a** Schematic view of the transposable element *Jordan*. Location of miRNAs targeting *Jordan* are marked with black bars. TIR, terminal inverted repeat; nt, nucleotide. **b** RNA blot validation of the expression two miRNAs encoded by a *Jordan* element. The hairpin structure of the respective putative precursor is shown to the right. The mature (detected) miRNA strand is depicted in red, the star strand in blue. **c** Small RNA coverage of the repetitive elements *Jordan* (*upper* panel), *Gypsy5-I* (*middle* panel) and *Gypsy4-I* (lowest panel). Diagrams show small RNA coverage over the length of the element for the plus (*red*) and the minus (*blue*) strand (consensus sequence from Repbase19.02 was used). The left column shows the reads measured in the VcAGO3 library, the middle column shows reads from the library of somatic cells during vegetative growth and the column on the right shows the reads from the library of reproductive cells during vegetative growth. For *Gypsy5-I*, black arrows indicate miRNA binding sites which are detailed in the panel below. Grey arrows indicate miRNA binding sites where the miRNA expression itself is rather low

Because transposon-derived miRNAs can trigger a wave of secondary siRNA species in *A. thaliana* [13], we searched for additional VcAGO3-associated small RNAs from *Jordan*. We found many small RNAs originating mainly from the 5′ 0.5 kb portion (Fig. 3c, upper panel). Whether these transposon-derived siRNAs depend on the *Jordan*-encoded miRNAs is currently unknown. Furthermore, we analyzed *Jordan* for potential miRNA target sites and found that several *V. carteri* miRNAs can target *Jordan* (Fig. 3a, black bars). Again, these target sites are largely located in the 5′ 0.5 kb portion of *Jordan*. Taken together, our data suggest that the transposon *Jordan* not only generates two miRNAs and a number of siRNAs, but might also be targeted by the VcAGO3-associated small RNA system, presumably to repress *Jordan* expression. Of note, VcAGO3 appears to be catalytically inactive *in vitro* (Fig. 2a). This might suggest that cleavage-independent silencing mechanisms (e.g. transcriptional silencing by heterochromatin formation) could be active in this process.

We next analyzed whether other transposons are similar sources of different classes of small RNAs. Close examination of VcAGO3-associated small RNAs did not reveal miRNA genes that are encoded by transposons and pass our annotation criteria. However, transposons such as *Gypsy5-I* (Fig. 3c, middle panel) or *Gypsy4-I* (bottom panel) produce a large number of VcAGO3-associated siRNAs. Furthermore, *Gypsy5-I* is in addition targeted by MIR414 and MIR254. Strikingly, a global analysis of our sequencing data revealed that most transposons give rise to small RNAs (Additional file 6: Figure S4), suggesting control of expression through small RNA-guided gene silencing pathways.

At least one miRNA, miR178al, appears to be expressed more strongly in reproductive cells (Fig. 3b), which might suggest that *Jordan* expression is generally lower in such cells. Indeed, our RNAseq data reveals that less *Jordan*-derived reads were cloned from reproductive cells compared to somatic cells. Generally, we observe, with some exceptions, a tendency of reduced transposon activity in reproductive cells (Additional file 7: Figure S5) suggesting repression of such elements in reproductive cells.

### Other *V. carteri* small RNAs

In *A. thaliana*, tasiRNAs are produced from RNAs that are specifically cleaved by miRNAs such as miR390. Biogenesis involves dsRNA synthesis by RDR6 and cleavage by DCL4, which progressively cleaves the RNA from the ends and produces phased tasiRNAs [24]. Since we find a putative RdRP in the *V. carteri* genome, we examined our VcAGO3-associated siRNAs for phased siRNA signatures. Indeed, we found several loci that produce phased siRNAs. Most prominently, phased siRNA loci can be found within the transposon *Kangaroo* (Fig. 4a). Whether these siRNAs require miRNA-guided cleavage as observed for tasiRNAs in *A. thaliana,* is unclear. Similar to other transposons, *Kangaroo* produces various other VcAGO3-associated small RNAs in addition to the phased siRNAs (Fig. 4a upper part and b). To further investigate phased siRNAs, we performed RNA blots (Fig. 4c). The two most abundant single phased siRNAs were readily detectable, with the highest expression in reproductive female cells.

**Fig. 4:**
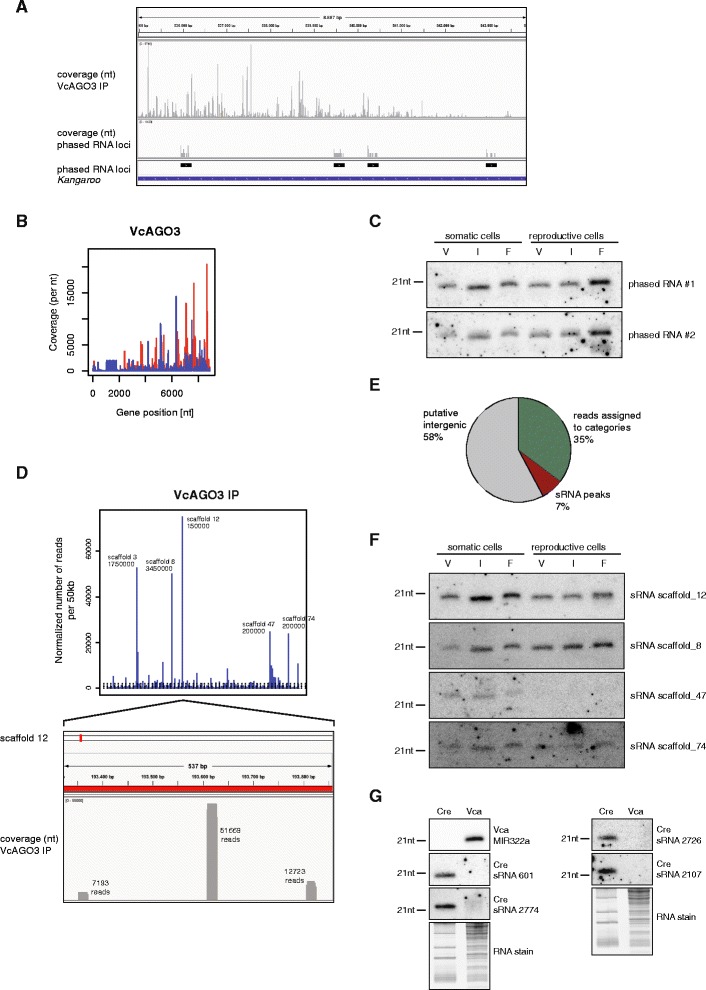
Phased siRNAs and highly expressed small RNAs of unknown function. **a** Exemplary genetic locus of a *Kangaroo* element harboring predicted phased siRNA loci. Upper panel: all reads measured in the VcAGO3 IP library, middle panel: read coverage of the predicted phased siRNA loci, lower panel: bar depiction of phased siRNA loci (*black* bars) and *Kangaroo* (*blue*). **b** Coverage of small RNAs associated with VcAGO3 of the consensus sequence (Repbase19.02) of the repetitive element *Kangaroo.* Red bars represent reads mapping to the plus strand, blue bars represent reads mapping to the negative strand. **c** Validation of expression of small RNA originating from a predicted phased RNA locus. **d** All reads of the putative intergenic fraction that are associated with VcAGO3 are displayed. The x-axis of the diagram represents the length of an artificial genome sequence that was created by aligning all available genome scaffolds in a row. This sequence was divided into 50 kb long sections and all reads that were mapped falling into one section were summed up and displayed by blue bars. The location for an exceptionally high read count was marked next to the corresponding bar. The number below each scaffold indicates the starting point of that section within the scaffold. Lower panel: blow-up of the section in scaffold 12 with the highest read count. **e** Pie chart visualizing the amount of small RNAs reads stemming from highly expressed hotspots from **d** with respect to all reads. **f** Validation of expression by RNA blot. The small RNA with the highest read count within the respective scaffold section (see **d**) was blotted. **g** Total RNA isolated from *C. reinhardtii* (Cre) or *V. carteri* (Vca) was blotted and robed for the indicated small RNAs. sRNA sequences of *C. reinhardtii* were taken from Molnar et al. [14]

A large portion of the VcAGO3-bound small RNAs did not fit into any known small RNA category, but could be aligned to the genome, indicating that they originated from *V. carteri*, and not from a potential associated microbe. In fact, about 11 % of the putative intergenic reads (7 % of total reads) came from eight specific loci (Fig. 4d and e), further supporting that such sequences are likely not due to promiscuous binding of VcAGO3 to RNA degradation products. The specificity is further supported by the observation that most of the small RNAs within a peak are identical. It is also unlikely that these reads are unspecifically amplified during library construction since RNA blots supported robust expression and stability (Fig. 4f). For expression analysis, we performed Northern blotting of total RNA obtained from somatic and reproductive cells. Probes directed against the most prominent scaffolds (Fig. 4d) are readily detectable thus suggesting that these reads are indeed abundant small RNAs (Fig. 4f). It is therefore tempting to speculate that these VcAGO3-associated reads might represent a novel class of small RNAs.

### Comparative genomics of small RNAs in green algae

Our sequencing data demonstrate that *V. carteri* contains many miRNA candidates. It has been shown before that *C. reinhardtii* expresses miRNAs and other small RNA classes [14, 15]. Since both species are closely related, we analyzed conservation of our VcAGO3-associated miRNAs. For direct examination, total RNA from *V. carteri* as well as *C. reinhardtii* was extracted and several miRNAs were assayed with RNA blots (Fig. 4g). Indeed, *V. carteri* MIR322a is not detected in *C. reinhardtii*. Vice versa, a number of sRNAs were only found in *C. reinhardtii* but not in *V. carteri* samples. Subsequently, a global analysis of miRNA sequences was performed using multiple sequence alignments of every miRNA of *V. carteri* with every miRNA of *C. reinhardtii* [25] or the liverwort *Pellia endiviifolia* [26]*.* Consistent with our RNA blot experiments, these global analyses revealed very little conservation between *V. carteri* and *C. reinhardtii* (Additional file 8: Figure S6A) or *V. carteri* and *P. endiviifolia* (Additional file 8: Figure S6B). Only three miRNAs had before been reported as potentially conserved between *C. reinhardtii* and *P. endiviifolia* [26].

## Discussion

We have cloned and sequenced VcAGO3-associated small RNAs from different *V. carteri* stages. Since we select for VcAGO3-bound small RNAs only, it is very likely that we identify functional small RNAs and minimize background cloning that would contaminate our libraries. Indeed, our VcAGO3 pull down approach allows for a clear definition of *V. carteri* miRNAs [19]. Of note, our miRNAs are distinct from those reported recently [16]. This might be due to different *V. carteri* strains that have been used or, more likely, to mis-annotation of miRNAs as a result of background sequencing from total RNA samples.

An intriguing observation from our small RNA profiles was that many VcAGO3-bound small RNAs originate from transposons. Different classes including miRNAs, siRNAs and even phased siRNAs have been identified in conjunction with transposons. Since miRNA genes are encoded by the transposon *Jordan*, it is conceivable that this mobile genetic element influences spreading of miRNA genes and might therefore contribute to evolution. Furthermore, transposons are at the same time targeted by miRNAs suggesting that miRNAs might repress the expression of such elements. In addition, transposons appear to produce large numbers of siRNAs especially in reproductive cells. It is therefore likely that transposon targeting by small RNAs might be involved in repressing transposable elements in reproductive cells, a phenomenon that is often observed in animals [27]. Interestingly, computational analyses have suggested that both *A. thaliana* and *Oryza sativa* have transposable elements that encode simultaneously siRNAs and miRNAs [28]. Whether this suggests a common origin, or convergent evolution of such mechanisms in algae and land plants is unclear.

Our analyses reveal also interesting evolutionary aspects when analyzing conservation of closely related species. At least the VcAGO3-associated miRNAs are not conserved in the closely related single cellular alga *C. reinhardtii*, suggesting evolution of different miRNAs presumably required for multicellularity and division of labor between somatic and reproductive cells. This is remarkable given that so many protein-coding genes are well conserved between the two species. It will be interesting to analyze whether other small RNAs, e.g. small RNAs that target transposable elements such as *Jordan*, are conserved. Our findings suggest that targeting such mobile genetic elements by the small RNA pathways developed very early during evolution and the last universal common ancestor of all eukaryotes used such strategies already.

## Conclusion

We conclude from our analyses that VcAGO3 not only associates with miRNAs but also many other classes of functional small RNAs. These small RNAs are most likely not conserved in *C. reinhardtii* suggesting evolution of small RNA repertoires that are important for multicellularity and the division of labor. Interestingly, a distinct portion of the VcAGO3-associated small RNAs is derived from transposable elements. These include miRNAs, classical siRNAs and even phased siRNAs, which are common to higher land plants. Taken together, our data identify an extended small RNA system in *V. carteri*, which appears to be as complex as in higher plants.

## Methods

### Separation of cell types

About 5000 asexual growing *V. carteri* spheroids at the stage shortly before the onset of embryogenesis were collected by filtration on a 100 μm mesh nylon screen and broken by passing them through a 0.6 mm hypodermic needle. The suspension was filtered on a 100 μm mesh nylon screen, which allows free reproductive cells (gonidia), free somatic cells and small fragments of the somatic cell layer to pass but retaining larger fragments of somatic cell layers nearly free from gonidia. The filtrate was passed in a second step through a 40 μm mesh nylon screen which retained only gonidia and small fragments of the somatic cell layer. The resuspended residue was allowed to settle down repeatedly in a small volume separating the reproductive cells from somatic cell layers.

The separation of gonidia and somatic cell layers of sexual induced *V. carteri* spheroids at the stage shortly before the onset of embryogenesis and 16 h after application of the sex-inducing pheromone was done in the same manner as described above.

The separation of egg cells and somatic cells of sexual growing *V. carteri* spheroids 64 h after application of the sex-inducing pheromone was done in a modified procedure: Egg cells were set free by passing the spheroids twice through a 0.5 mm hypodermic needle. A first filtration step on a 40 μm mesh nylon screen retained large fragments of the somatic cell layer. Egg cells which pass through were collected on a 10 μm mesh nylon screen and purified further by let them settle down repeatedly in a small volume. The residue of the first filtration step was dissociated once more by passing through a 0.4 mm hypodermic needle. Fragments of the somatic cell layer were collected on a 40 μm mesh nylon screen.

### Production of stable *V. carteri* strains using the gold particle gun

#### Precipitation of DNA (plasmids) onto gold-microcarriers

For each transformation, 10 μg of plasmid DNA encoding the selection marker (pPmr3, see [29]) and 10 μg plasmid encoding the target gene were used. The DNA solution was added to 0.5 μmol gold particles while mixing vigorously. Continuing the shaking, 125 μmol CaCl_2_ (50 μl of 2.5 M) and 2 μmol spermidin (20 μl of 100 mM) were added. The mixture was further incubated at 4 °C for 30 min under continuous shaking. To precipitate the DNA onto the gold, 200 μl of 100 % ethanol were added, followed by a short centrifugation step (3–4 s at 8000 rpm). The gold particles were washed three times with ice cold 100 % ethanol and taken up in a total volume of 40 μl. The particles were stored on ice until transformation.

#### Nuclear transformation

Nuclear transformation was carried out according to Jakobiak et al., 2004 [29]. One aliquot of gold particles were used to transform *V. carteri* spheroids from one Fernbach flask. For this, the gold particle mixture was spread over the center of 6 macrocarriers (fixed in their metal carriers). The macrocarriers were warmed on a heating block at 37 °C to evaporate residual ethanol. One macrocarrier, stopping screen and rupture disk (900 psi) were placed into the apparatus. The *V. carteri* spheroids were harvested using a sieve and spread in its center. The sieve was placed directly below the macrocarriers. Transformation was carried out under vacuum using the biolistic PDS 1000/He particle gun (BioRad Laboratories, Hercules, USA). For one transformation, the *V. carteri* spheroids were six times spread on the sieve, bombarded with gold particles and submerged in *V. carteri* medium during change of the carriers and disks.

Following bombardment, the spheroids were split into ten petri dishes containing 30 ml medium. Two days after transformation, 30 μg/ml paromomycin (selection marker) was added to each plate. After selection of paromomycin positive clones, the concentration was decreased to 10 μg/ml.

### Cloning and sequencing of RNA transcripts

The RNA Seq libraries were generated from 4 μg total RNA per sample. The TruSeq Sample Preparation Kit (Illumina) was used according to the manufacturer’s instructions. The only derivation of the protocol was the substitution of the Superscript II reverse transcriptase with the Superscript III reverse transcriptase (both Life Technologies). Accordingly, the cDNA synthesis temperature was raised from 42 °C to 50 °C. Libraries of two biological replicates were generated on different days and sequenced on a HiSeq 2000 at the facilities of Illumina in a 100 bp paired end run. Additionally, the same libraries were sequenced in single runs (100 bp) with GATC (Konstanz, Germany). For the generation of strand-specific libraries, samples of all cells in all life stages were pooled. Total RNA was enriched for mRNA using the polyA Purist Kit (Life Technologies Cat No AM1919). Library was made with SOLiD total RNA-seq kit (Life Technologies Cat No 4445374) in accordance with manufacturer’s protocol and sequence on SOLiD 3 platform.

### Northern blotting

Northern blotting was performed as described before [30]. In short, 5–10 μg of total RNA were run on a 12 % urea gel (UreaGel System, National diagnostics). For determining the approximate size of the small RNAs, ribooligonucleotides with a length of 19, 21 and 24 nucleotides (nt) were labeled with ^32^P prior to loading. The gel was run for 1 h at 250–350 V and semi-dry blotted onto an Amersham Hybond-N membrane (GE Healthcare) at 20 V for 30 min. Cross-linking with EDC-solution was performed at 50 °C for 1 h. The membrane was subsequently rinsed in water, dried and incubated with hybridization solution at 50 °C. After pre-hybridization, a radiolabeled probe antisense to the target small RNA was added and incubated over night at 50 °C. For labeling, 20 pmol of the probe (DNA oligonucleotide) were incubated with 20 μCi of ^32^P in a T4 PNK reaction (Fermentas) and it was purified with a G-25 column (GE Healthcare). After the incubation, the membrane was washed twice with 5xSSC, 1 % SDS, once with 1xSSC, 1 % SDS and wrapped in saran. The detection of signals was performed by the exposure to a screen and scanning with the PMI (Biorad).

For the re-probing of a membrane, the membrane was incubated with hot water with 0.1 % SDS for at least 15 min on a tumbler. The membrane was exposed to a screen for at least overnight to control for residual signal.

For the assessment of band heights when the radioactive marker had faded, the distance between the blue dye band heights was measured (marked with pencil on the membrane before blotting) as well as the distances of the marker bands to the blue dye bands. These figures were used to estimate band heights in later blots.

### Data analysis

#### Analysis of RNA-Seq data

All small RNA sequencing data were adapter- and quality score-trimmed (trailing/leading base Phred score > 20). Resulting reads were aligned to the *V. carteri* reference genome version 9.0 [31] using tophat2/bowtie2 [32].

Paired-end total RNA sequencing data were also adapter- and quality score-trimmed (trailing/leading base Phred score > 30), and aligned to the same *V. carteri* reference genome version 9.0.

#### Transcriptome assembly

Paired-end and single-end reads from libraries V1-V12 were mapped each separately to the *V. carteri* genome assembly vc199 (Phytozome v.8 [31]) using TopHat software v.1.4.1 [33] and separate de novo transcriptome assemblies were generated for each library using Cufflinks software V 2.0.1 [33] with default parameters. Next, all assemblies were merged using cuffmerge program from the Cufflinks package. Finally, transcript orientation was corrected by mapping strand-specific SOLiD RNA-seq data on the transcripts using Bowtie software v.0.12.7 [32] and assigning particular orientation if the number of reads mapping to one strand was at least two times greater than the number of reads mapping to the opposite strand. In cases where this was not possible, no strand correction was performed.

#### Identification of transcripts with a putative role in RNAi

HHblits [34], which is part of the HHsuite, was used to search for fragments of RNAi processing proteins in the transcriptome of *V. carteri*. We used the current transcript assembly v.2 of the JGI (Joint Genome Institute), which is freely available at the Phytozome 10 database [31]. In addition, the transcriptome data generated by us was used for this analysis (see paragraph above). HHblits requires for each protein to be searched for a hidden-Markov-model (HMM) to be generated by the user. These HMMs constitute a custom database, which was compiled according to the protocol detailed in chapter 3.4 of the HHSuite User Guide (downloaded from https://toolkit.tuebingen.mpg.de). To initiate the compilation of the respective HHMs, the following proteins from *Arabidopsis thaliana* were used as a seed: DCL4 (UniProtKB ID P84634), DCL1 (Q9SP32), HEN1 (Q9C5Q8) and RdRP6 (Q9SG02). For the search of additional Argonaute genes, the modified *V. carteri* AGO3 was used. For each sequence, a multiple sequence alignment was created by using HHblits applied to the database uniprot20_2013_03 from the EBI (http://www.uniprot.org/). As required, secondary structure was predicted by means of psipred_3.5 [35] and added to the HHblits alignments. The compilation of the database was finalized according to the above-mentioned protocol. Since the open reading frames of annotated *V. carteri* proteins were not always supporting full-length proteins with start and stop codons, different protein sequences were created. DNA was translated in the six putative reading frames to protein sequences by means of methods from the Biophython package (https://github.com/biopython/biopython.github.io/). HHblits hits with an E-value ≤ 10E^−5^ were considered important and further processed. Next, the genomic locus of each transcript was extracted and the list of transcripts was sorted accordingly. Transcripts were grouped according to coverage of the query protein, e.g. for Argonaute, two transcripts in close proximity with one encoding the N-terminal and the other encoding the C-terminal part were considered to be an important hit. To further validate the candidate genes, the protein search algorithm of Pfam version 27.0 [36] and Panther HMM Sequence Scoring [37] were employed to identify single important domains in the respective transcripts.

#### miRNA identification

The miRNA identification was performed using the novel miRNA identification tool miRA [19]. miRA does not assume sequence conservation, and was developed to characterize the miRNA landscape in organisms exhibiting heterogeneous miRNA precursor populations. Key parameters were chosen based on an analysis of miRBase-annotated miRNAs in *C. reinhardtii*. Details involving the identification method can be found in Evers et al. [19].

#### Annotation of other small RNAs

Reads overlapping annotated exons of mRNA transcripts were assigned to the mRNA fraction. Gene annotations were based on the *V. carteri* reference genome version 9.0 [31]. Since there are no databases listing *V. carteri* rRNA and tRNA genes in full, reads were mapped against the database entries for *C. reinhardtii* tRNAs (PlantRNA database, [38] and rRNAs from *A. thaliana* (SILVA database, [39] and the order Volvocales (exported from GenBank, NCBI). Repeats were assigned using Repbase Update 19.02 [40], phased RNAs were predicted using the ta-si prediction tool from the UEA small RNA Workbench [41] which is based on the algorithm by Chen et al. [42].

#### miRNA target prediction

Potential miRNA targets in *V. carteri* were identified by requiring the following set of matching rules between the miRNA seed region and complementary mRNA binding site (adapted from [14]): (a) the binding site of the miRNA should have no more than four mismatches, (b) there should not be a mismatch at positions 10 an 11 of the miRNA, because complementarity here is required for cleavage, (c) there should not be adjacent mismatches at positions 2–12, (d) no more than two adjacent mismatches for positions > 12 are allowed and (e) there should be no bulge in the miRNA.

#### Mapping of small RNAs to repetitive elements

To investigate transcription of small RNAs from repetitive elements, the following strategy was employed: Small RNA reads were mapped to a list of RepBase-derived *V. carteri* repeat elements using tophat2/bowtie2. Overall the AgoIP sequencing library showed the strongest repeat element-associated expression, with *Kangaroo*, *Gypsy3–5*, and Jordan being amongst the most highly expressed repeat elements in the sample.

#### Generation of logos

All sequence logos were based on the adapter- and quality score-trimmed reads, and were generated using the R package motifStack (Ou and Zhu, R package version 1.12.0).

#### Generation of multiple sequence alignment

All sequences of miRNAs of *V. carteri* and *C. reinhardtii* (miRBase) were subjected to a multiple sequence alignment using ClustalW [43]. The resulting matrix of alignment quality scores was plotted as a heat map of the pairwise score as percentage identity. The same analysis was performed with miRNAs from the liverwort *Pellia endiviifolia* [26].

### Strains and culture conditions of *V. carteri* and *C. reinhardtii*

The female *Volvox carteri f. nagariensis* wild-type strain HK10 was originally obtained from R.C. Starr (Culture Collection of Algae, University of Texas, Austin, Texas, USA). The strain Vol6♀ was obtained from A. Hallmann (University of Bielefeld, Germany). Synchronous cultures were grown in *Volvox* medium at 28 °C under an 8 h dark/16 h light (10 000 lux) cycle [3]. The sex-inducing pheromone was used as described by Haas and Sumper [44].

The cell-wall deficient strain CW15 mt- was obtained from Jörg Nickelsen (University of Munich) and cultivated on agar plates from TAP medium at room temperature on a shelf exposed to natural sunlight. TAP medium and its ingredients were made as described at chlamy.org, originally described in Gorman et al. [45]. Liquid cultures were grown in TAP medium in Erlenmeyer flasks at room temperature and exposed to natural sunlight.

### Immunoprecipitation and protein blots

Approximately 1 ml (myc-VcAGO3 transformed) or 400 μl (myc-CrGFP transformed) of *V. carteri* spheroids were lysed in 5 ml or 2 ml of lysis buffer (150 mM KCl, 25 mM Tris/HCl pH7.4, 0.5 % NP-40, 2 mM EDTA, 1 mM NaF), respectively, and sonicated twice for 30s (cycle 5, 10 % intensity, MS72 tip, Bandelin Sonoplus). After centrifugation at 17000 *g*, 4 °C and 30 min, the supernatant was flash frozen in liquid nitrogen. After thawing on ice the next day, the lysates were incubated with anti-c-myc-beads (Sigma) and incubated for 2.5 h at 4 °C on a rotating wheel. Beads were washed three times with wash buffer (300 mM KCl, 50 mM Tris/HCl pH7.4, 1 mM MgCl_2_, 0.1 % NP-40) and once with PBS.

For protein blots, 10 μl of the respective lysate as input and 20 % of the immunoprecipitation (IP) of the myc-VcAGO3 transformation and all of the myc-CrGFP transformation was used. For the control of immunoprecipitation of the cleavage assays, 10 % of each reaction was used.

Standard protein blots were performed using a 10 % separating gel. Semi-dry blotting using Towbin buffer was performed with 1.5 mA/cm^2^ for 2 h on Hybond ECL membrane (GE Healthcare). After blocking for 30 min with 5 % milk powder in TBS-T (TBS with 0.2 % Tween20), the membrane was incubated with the primary antibody (anti-myc, Sigma, 1:1500; anti-Flag 1:1000) over night at 4 °C. After washing with TBS-T, the membrane was incubated with the secondary antibody (anti-rabbit IRDye 800CW, Licor, 1:10000) for 1 h at room temperature. After washing, the membrane was scanned on a Licor Odyssey reader.

### RNA preparations

For the extraction of RNA from somatic cells or reproductive cells, 3 ml peqGold Trifast (Peqlab) or Trizol (Life technologies) was added per 100 μl cell suspension. Cells were lysed at room temperature for 10 min and RNA preparation was then carried out according to the manufacturer’s instructions. Precipitation of the RNA was performed over night at −20 °C in the presence of 20 μg glycogen (RNA grade, Life technologies) per ml of Trifast/Trizol. The RNA was collected by centrifugation, washed once with cold 80 % ethanol and solved in pure water.

RNA from immunoprecipitation samples was prepared as described [30].

### Cleavage assay

Before assessing the cleavage activity, AGO proteins and the negative control CrGFP were precipitated via their respective tags. For VcAGO3 and CrGFP, the IP was carried out with 0.5 ml pellets as described under section “Immunoprecipitation and protein blots”. For lysing Arabidopsis tissue, 250 mg of tissue powder were incubated with 1 ml of ice cold extraction buffer (50 mM Tris HCl pH 7.5, 150 mM NaCl, 10 % Glycerol, 5 mM MgCl2, 0.1 % NP-40, 5 mM DTT), mixed well and incubated on a rotating wheel at 4 °C for 1 h. After clearing the cell debris by centrifugation (17,000 *g*, 4 °C, 30 min), 1 ml of lysate was added to 30 μl of packed Flag-beads (anti-Flag M2, Sigma) and incubated for 2 h at 4 °C on a rotating wheel. After three washes with wash buffer (50 mM Tris HCl pH 7.5, 500 mM NaCl, 10 % Glycerol, 5 mM MgCl_2_, 0.1 % NP-40, 4 mM DTT), PBS was used to split the immunoprecipitated AtAGO1 into fresh tubes. For checking the success of immunoprecipitation, 10 % of each IP (*Volvox* and *Arabidopsis*) were used for Western blotting.

The preparation of ^32^P-cap-labeled target RNA was performed as described before [8]. For VcAGO3 cleavage assays, targets were generated carrying a perfectly complementary site to the small RNAs tasiRNA#1, MIR357b and sRNA scaff 12, while target RNAs for AtAGO1 cleavage assays carried sites for MIR159a and MIR165. The *in vitro* cleavage reaction was carried out with 50 % (v/v) immunoprecipitated protein (beads) in 66.7 mM KCl, 6.7 mM MgCl_2_, 8.3 mM DTT, 1.7 mM ATP, 0.3 mM GTP and 3.2 U RiboLock RNase inhibitor (Thermo Scientific). The addition of target RNA (1–2 Bq/cm^2^) initiated the reaction which was carried out for 1.5 h at 25 °C. The RNA was subsequently extracted using Proteinase K digestion and phenol-chloroform extraction as described before [46].

To visualize the cleavage products, samples were run on an 8 % urea polyacrylamide sequencing gel (National diagnostics), dried on Whatman paper and exposed to a screen.

### Cloning and sequencing of small RNAs

Small RNAs from total RNA samples were converted into sequencing libraries as described before [30]. The libraries were sequenced by Fasteris SA (Geneva, Switzerland) on an Illumina HiSeq2000 in a 50 bp single-end run. The RNA that was extracted from a VcAGO3 immunoprecipitation was cloned as described before [47] and sequenced on a MiSeq (Illumina) in a 66 bp single-end run.

### β-elimination treatment of small RNAs

Total RNA from vegetative somatic cells and vegetative gonidia was mixed with 20 pmol of a random oligo RNA (5′-UUAGUGAGAGUCCAAUUAAUU-3′, Biomers). Beta-elimination was performed as described previously [48].

13.5 μl of total RNA (10–20 μg, vegetative somatic cells or vegetative gonidia) were mixed with 4.5 μl of 5x borate buffer (148 mM borax, 148 mM boric acid, pH 8.6) and 2.5 μl of freshly dissolved 200 mM NaIO_4_. After incubation for 10 min at room temperature, 2 μl of glycerol were added to quench unreacted NaIO_4_. Samples were incubated for another 10 min at room temperature and then dried by vacuum centrifugation for 1 h at room temperature.

Samples were dissolved in 50 μl 1x borax buffer (30 mM borax, 30 mM boric acid, 50 mM NaOH, pH 9.5) and incubated at 45 °C for 90 min. 20 μg glycogen was added to each sample and the RNA was precipitated with 2.5 volumes of ethanol at −20 °C over night. RNA was collected by centrifugation at 17000 *g*, 4 °C, 30 min. Pellets were directly dissolved in RNA loading dye.

## Additional files

Additional file 1: Table S1. Read count and mapping efficiencies of small RNA and RNA-Seq libraries used in this study. Most libraries could be mapped with more than 80 % of all reads. Rep = replicate. (PDF 165 kb)
Additional file 2: Figure S1. Gene structure and putative domain structure of proteins involved in small RNA biogenesis. (A) Description of a second full length Argonaute protein in *V. carteri*. Potential transcripts at this locus are shown in green, the annotation by the Joint Genome Institute (JGI) as well as our own transcriptome assembly (“Cufflinks assembly”) were analyzed. The transcripts marked by a blue rectangle are overlapping and could manually be assembled to yield the transcript shown in black and marked with a red rectangle. The putative domain structure of the protein is depicted below. (B) The domain structure of a Dicer-like protein was assembled using several transcripts marked here in red rectangles. (C) Transcript and domain structure of a putative RNA-dependent RNA Polymerase (RdRP). (D) Transcript and domain structure of a putative HEN-1 homolog. (PDF 58 kb)
Additional file 3: Table S2. Full list of identified miRNA sequences in this study. The table shows the location and sequence of each miRNA within the genome, also the position of the precursor (pre) is given. Since sometimes multiple miRNAs originated from one precursor, an assignment was made in order to be able to correctly pair and differentiate each mature and star sequence. (PDF 433 kb)
Additional file 4: Figure S2. Categorization of small RNA reads. (A) All six total small RNA libraries (vegetative somatic cells, induced somatic cells, female somatic cells, vegetative gonidia, induced gonidia and female egg cells were mapped according to Fig. 1E. In short, reads overlapping annotated exons of mRNA transcripts were assigned to the mRNA fraction. For the annotation of tRNAs and rRNAs, reads were mapped against the database entries for *C. reinhardtii* tRNAs and rRNAs from *A. thaliana* and the order Volvocales. Repeats were assigned using Repbase Update 19.02 [40], phased RNAs were predicted using the ta-si prediction tool from the UEA small RNA Workbench [41] which is based on the algorithm by Chen et al. [42]. MiRNAs were predicted using the tool miRA [19]. RE, repetitive elements. (B) Mapped reads from the libraries in (A) are shown according to Fig. 1F, i.e. categories are depicted without the putative intergenic reads. RE, repetitive elements. (PDF 42 kb)

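Of the categories of this figure, the miRNA fraction was recomputed for 5 of these libraries, as the share of estimated reads that have exactly a mature or a star sequence of Table S2. It was 2.21% in vegetative gonidia (Wilson 95% interval 2.20 to 2.22%), 2.06% in induced somatic cells (Wilson 95% interval 2.05 to 2.07%), 2.00% in induced gonidia (Wilson 95% interval 2.00 to 2.01%), 1.80% in female somatic cells (Wilson 95% interval 1.79 to 1.81%) and 2.72% in female egg cells (2.71 to 2.72%). The share was highest in female egg cells because of the MIR264 sequence. Without it, an alternative chosen after the data were seen, the shares were 1.50, 1.53, 1.60, 1.47 and 1.50% in the same order, and induced gonidia had the highest. With alignments in place of reads, it ranged from 2.34% in female somatic cells to 5.84% in female egg cells. Of the reads of all mature sequences, those of sequences that start with U made up 98.5% in vegetative gonidia, 99.4% in induced somatic cells, 93.7% in induced gonidia, 99.5% in female somatic cells and 99.3% in female egg cells. This counts the sequences of Table S2 after the repair, and not the first nucleotide of the reads. The repair changed the first nucleotide of some entries. MIR149, MIR133 and MIR128 start with U only after it. The fractions of mRNA, tRNA, rRNA, repetitive elements and phased RNA need annotations that were not used here.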

Additional file 5: Figure S3. MiRNA target sites on *Jordan*. Two exemplary target sites are shown, where a miRNA that originates from a Jordan element targets also a Jordan element. The miRNA is highlighted in grey and shown in 3′ to 5′ sequence. Part of the respective target sequence is shown below, lines indicate pairing of bases. The numbers on the right give the genome coordinates of the respective Jordan element. (PDF 36 kb)
Additional file 6: Figure S4. Small RNA coverage of repetitive elements. All seven small RNA libraries (VcAGO3 IP (“AgoIP”), vegetative somatic cells (“asx_som”), induced somatic cells (“ind_som”), female somatic cells (“fem_som”), vegetative gonidia (“asx_gon”), induced gonidia (“ind_gon”) and female egg cells (“fem_egg”) were mapped to the consensus sequence of all repetitive elements deposited in Repbase19.02 (see also main Figs. 3 and 4). Each page shows the coverage of one repetitive element. Each graph depicts the read abundance, i.e. coverage by nucleotide (y-axis) over the length of the repetitive element (x-axis). Coverage on the plus strand is depicted in red, coverage on the minus strand in blue. Ctot = total count. (PDF 2101 kb)
Additional file 7: Figure S5. Normalized expression of repetitive elements that are targeted by miRNAs. The diagrams show the normalized expression of the elements measured by RNA-Seq in the six conditions: Vegetative somatic cells (“som,veg”), induced somatic cells (“som,ind”), female somatic cells (“som,fem”), vegetative gonidia (“rep,veg”), induced gonidia (“rep,ind”) and female egg cells (“rep,fem”). (PDF 46 kb)
Additional file 8: Figure S6. Multiple sequence alignment of *V. carteri* miRNAs with (A) *C. reinhardtii* miRNAs or (B) miRNAs of the liverwort *Pellia endiviifolia*. The alignment was constructed using ClustalW [43]. The color code indicates the measure of similarity between the sequences. Red indicates no or low similarity, a light yellow or white shows a high similarity. The plot on the right depicts the frequencies of similarity over the whole data set. No sequence with conservation/high similarity could be found. (PDF 1889 kb)

## Abbreviations

*A. thaliana*: *Arabidopsis thaliana*
*C. reinhardtii*: *Chlamydomonas reinhardtii*
CrGFP: GFP codon-optimized for *C. reinhardtii*
miRNA: microRNA
nt: Nucleotide(s)
tasiRNA: Trans-acting short interfering RNA
*V. carteri*: *Volvox carteri*
VcAGO3: *Volvox carteri* ARGONAUTE 3

# Supplementary material for: Gene silencing pathways found in the green alga Volvox carteri reveal insights into evolution and origins of small RNA systems in plants
**Source:** BMC Genomics. 2016 Nov 2;17:853. doi: 10.1186/s12864-016-3202-4
**Supplement:** Additional file 1: Table S1. — Read count and mapping efficiencies of small RNA and RNA-Seq libraries used in this study. Most libraries could be mapped with more than 80 % of all reads. Rep = replicate.

Additional file 1: Table S1: Read count and mapping efficiencies of small RNA and RNA-Seq libraries used in this study.

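The mapped reads of this table count each read once, whereas the deposited counts of the small RNA libraries summed to 5.08 (female egg cells) to 6.10 (female somatic cells) times as many. The counts of a sequence and of its reverse complement were therefore added and compared between the 5 libraries. Of the 16021 pairs with at least 100 counts in every library, 89.5% had sums with a common divisor between 2 and 20, and 38.7% had the divisor 20. When the sums of the libraries were combined at random, 45.1% and 1.88% did. In 85.6% of the pairs, both orientations were present in every library. With the number of alignments per read estimated for each sequence, the reads came to 0.960 (female egg cells) to 1.01 (female somatic cells) times the mapped reads of the table. These totals were known when the estimate was made, so they are no independent check of it. Reads with 1 alignment made up 30.1% to 31.7% of a library. The mapping efficiency needs the reads that did not align, which were not used here.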

### Small RNA sequencing

| Library                   | Number of mapped reads | Mapping efficiency |
|---------------------------|------------------------|--------------------|
| Ago3 IP                   | $2.4 \times 10^6$      | 89.2%              |
| Vegetative, somatic cells | $4.4 \times 10^6$      | 91.5%              |
| Vegetative, gonidia       | $8.6 \times 10^6$      | 83.4%              |
| Induced, somatic cells    | $13.0 \times 10^6$     | 92.4%              |
| Induced, gonidia          | $17.0 \times 10^6$     | 90.3%              |
| Female, somatic cells     | $8.0 \times 10^6$      | 91.0%              |
| Female, egg cells         | $17.2 \times 10^6$     | 92.7%              |

### RNA-Seq

| Library                          | Number of mapped read pairs | Mapping efficiency |
|----------------------------------|-----------------------------|--------------------|
| Vegetative, somatic cells, rep 1 | $26.2 \times 10^6$          | 90.6%              |
| Vegetative, somatic cells, rep 2 | $26.3 \times 10^6$          | 83.3%              |
| Vegetative, gonidia, rep 1       | $26.0 \times 10^6$          | 89.8%              |
| Vegetative, gonidia, rep 2       | $18.9 \times 10^6$          | 83.0%              |
| Induced, somatic cells, rep 1    | $19.7 \times 10^6$          | 88.4%              |
| Induced, somatic cells, rep 2    | $20.0 \times 10^6$          | 78.5%              |
| Induced, gonidia, rep 1          | $4.6 \times 10^6$           | 69.4%              |
| Induced, gonidia, rep 2          | $3.0 \times 10^6$           | 65.2%              |
| Female, somatic cells, rep 1     | $16.4 \times 10^6$          | 87.5%              |
| Female, somatic cells, rep 2     | $22.3 \times 10^6$          | 81.5%              |
| Female, egg cells, rep 1         | $19.2 \times 10^6$          | 80.7%              |
| Female, egg cells, rep 2         | $33.3 \times 10^6$          | 87.3%              |

# Supplementary material for: Gene silencing pathways found in the green alga Volvox carteri reveal insights into evolution and origins of small RNA systems in plants
**Source:** BMC Genomics. 2016 Nov 2;17:853. doi: 10.1186/s12864-016-3202-4
**Supplement:** Additional file 3: Table S2. — Full list of identified miRNA sequences in this study. The table shows the location and sequence of each miRNA within the genome, also the position of the precursor (pre) is given. Since sometimes multiple miRNAs originated from one precursor, an assignment was made in order to be able to correctly pair and differentiate each mature and star sequence.

## Additional file 3: Table S2. Full list of identified miRNA sequences in this study.

|         |    |         |                     |       |         |                 |                          |
|---------|----|---------|---------------------|-------|---------|-----------------|--------------------------|
| MIR420c | 5p | 8192    | 8212 scaffold_38    | plus  | 8180    | 8256 mature1    | TTCTTCTTCTGGTTACGTAGC    |
| MIR421  | 3p | 432158  | 432179 scaffold_56  | plus  | 431937  | 432245 mature1  | TTGAACAAGTCGAGCGGCACTG   |
| MIR421* | 5p | 431998  | 432019 scaffold_56  | plus  | 431937  | 432245 star1    | TATTTACAGTGCCGCTCGACT    |
| MIR422  | 3p | 874574  | 874594 scaffold_24  | minus | 874558  | 874756 mature1  | TTGAAGGGCTTAATCCACTGG    |
| MIR423  | 5p | 4503386 | 4503408 scaffold_1  | minus | 4503196 | 4503466 mature2 | TTGACAGGGAAATACAGAAGATC  |
| MIR423* | 3p | 4503241 | 4503261 scaffold_1  | minus | 4503196 | 4503466 star2   | TGTATTTCCCTATCAAGGTTTC   |
| MIR424  | 3p | 1853006 | 1853026 scaffold_27 | minus | 1852911 | 1853359 mature1 | TTGACCAAGTGGAAATCCGAGC   |
| MIR424* | 5p | 1853241 | 1853262 scaffold_27 | minus | 1852911 | 1853359 star1   | TCGGAATTCATTGGTCAACGG    |
| MIR425  | 5p | 145576  | 145596 scaffold_40  | plus  | 145536  | 145839 mature1  | TTGACTTGTCGCAATGGACC     |
| MIR426  | 5p | 104855  | 104876 scaffold_78  | plus  | 104774  | 105084 mature1  | TTGAGCTGGGATTAGTGCAGA    |
| MIR427  | 5p | 1226785 | 1226807 scaffold_27 | plus  | 1226679 | 1227017 mature1 | TTGATGTAGAGCTTGCGACCCGGG |
| MIR428  | 5p | 1937459 | 1937479 scaffold_3  | plus  | 1937371 | 1937630 mature1 | TTGCATAACTGCCACCATAGA    |
| MIR429  | 5p | 1437642 | 1437663 scaffold_23 | minus | 1437556 | 1437665 mature1 | TTGCCACCGTCGCCATCCCTGC   |
| MIR429* | 3p | 1437557 | 1437578 scaffold_23 | minus | 1437556 | 1437665 star1   | GGGGATGGTGATGGCGGCAGTG   |
| MIR430  | 5p | 4834897 | 4834918 scaffold_1  | plus  | 4834891 | 4834951 mature1 | TTGCGTGCGGTGCCATCGGTAT   |
| MIR431  | 3p | 2822256 | 2822277 scaffold_5  | minus | 2822187 | 2822451 mature1 | TTGCTGTAGACCTCGGTCCGG    |
| MIR432  | 3p | 4726173 | 4726193 scaffold_3  | minus | 4726163 | 4726384 mature1 | TTGGCAAACTCTGCAAGGCA     |
| MIR432* | 5p | 4726350 | 4726371 scaffold_3  | minus | 4726163 | 4726384 star1   | TGCCTTGCAGAGATTTGCTAAG   |
| MIR433  | 5p | 3520136 | 3520157 scaffold_4  | plus  | 3520095 | 3520350 mature1 | TTGGCAGGCTCCGGAGCGGACT   |
| MIR434  | 3p | 9765    | 9785 scaffold_31    | plus  | 9583    | 9822 mature1    | TTGGGTCGCCGAAGACATTCC    |
| MIR434* | 5p | 9625    | 9645 scaffold_31    | plus  | 9583    | 9822 star1      | TGTCCTCGTCAACCAATGCA     |
| MIR435  | 3p | 7601    | 7621 scaffold_86    | plus  | 7511    | 7706 mature1    | TTGGTGGTGCTTTGACCGGCA    |
| MIR436  | 5p | 293642  | 293662 scaffold_54  | plus  | 293636  | 293695 mature1  | TTGTACTGTAAATTTTAGTT     |
| MIR437  | 5p | 430206  | 430226 scaffold_40  | minus | 430127  | 430227 mature1  | TTGTCAAAGTCAAAGAGTGGG    |
| MIR438  | 5p | 1728477 | 1728498 scaffold_27 | minus | 1728260 | 1728568 mature1 | TTGTCTGCGGACGAGGTCGAGA   |
| MIR438* | 3p | 1728336 | 1728357 scaffold_27 | minus | 1728260 | 1728568 star1   | TGCTCTTCTCGACCTCGTCCGC   |
| MIR439  | 5p | 516710  | 516730 scaffold_12  | minus | 516508  | 516786 mature1  | TTGTTGGTGTCAGTTTCCTGA    |
| MIR439* | 3p | 516562  | 516582 scaffold_12  | minus | 516508  | 516786 star1    | AGGAACTGACACCAACAAGT     |
| MIR440  | 5p | 2680793 | 2680812 scaffold_3  | plus  | 2680791 | 2680897 mature1 | TTGTTGTCGAGCTGATTGGG     |
| MIR441  | 5p | 238379  | 238400 scaffold_13  | plus  | 238352  | 238683 mature1  | TTTAAATGCTGTTGCCTTGGCC   |
| MIR442  | 3p | 173331  | 173351 scaffold_17  | plus  | 173107  | 173372 mature2  | TTTCAATCTCAACTTAGACTT    |
| MIR442* | 5p | 173128  | 173150 scaffold_17  | plus  | 173107  | 173372 star2    | TATGTCTAAGTTGAGATCGAAAT  |
| MIR443  | 3p | 7653905 | 7653926 scaffold_1  | minus | 7653849 | 7654271 mature1 | TTTCTGAACCGCAGTGGAAGC    |
| MIR444a | 3p | 430487  | 430508 scaffold_40  | plus  | 430264  | 430542 mature1  | TTTCTTCATCGCTACCTCTGAG   |
| MIR444b | 3p | 430300  | 430321 scaffold_40  | minus | 430258  | 430543 mature1  | TTTCTTCATCGCTACCTCTGAG   |
| MIR445a | 3p | 541208  | 541229 scaffold_20  | minus | 541204  | 541297 mature1  | TTTGAAGACGGTTGGAGTGGG    |
| MIR445b | 3p | 265280  | 265301 scaffold_31  | plus  | 265211  | 265304 mature1  | TTTGCAAGACGGTTGGAGTGGG   |
| MIR446a | 3p | 114981  | 115001 scaffold_49  | plus  | 114893  | 115038 mature1  | TTTGGCCTGTCTGCGGAGATG    |
| MIR446b | 3p | 1333521 | 1333541 scaffold_5  | plus  | 1333482 | 1333549 mature1 | TTTGGCCTGTCTGCGGAGATG    |
| MIR447a | 3p | 594518  | 594538 scaffold_38  | minus | 594473  | 594770 mature1  | TTTGGTAGCTGTGTTGAGACA    |
| MIR447b | 3p | 594706  | 594726 scaffold_38  | plus  | 594449  | 594794 mature1  | TTTGGTAGCTGTGTTGAGACA    |
| MIR448  | 5p | 842816  | 842837 scaffold_6   | plus  | 842709  | 843072 mature1  | TTGTGCATGTCAACGGTCTCGC   |
| MIR449  | 3p | 1326423 | 1326444 scaffold_2  | minus | 1326323 | 1326644 mature1 | TGAGTGTGAGTCTGAGCTGGG    |
| MIR449* | 5p | 1326516 | 1326538 scaffold_2  | minus | 1326323 | 1326644 star1   | TCAGGACTCACACTCATGTCTGT  |

# Supplementary material for: Gene silencing pathways found in the green alga Volvox carteri reveal insights into evolution and origins of small RNA systems in plants
**Source:** BMC Genomics. 2016 Nov 2;17:853. doi: 10.1186/s12864-016-3202-4

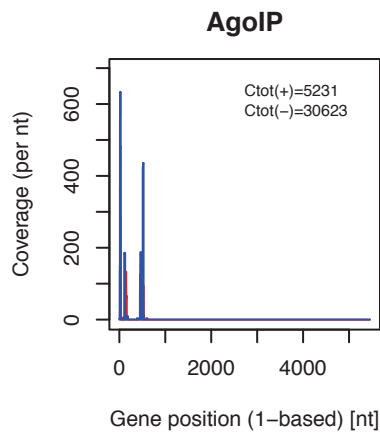

Copia2-I\_VC

Dueck\_FigS4

Red=plus strand  
Blue=minus strand

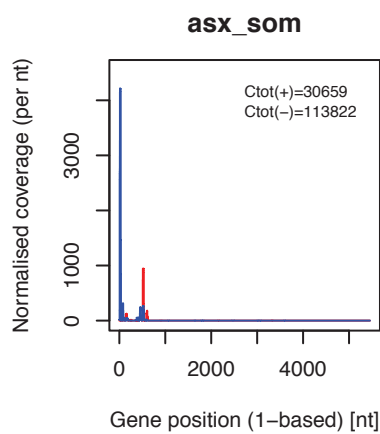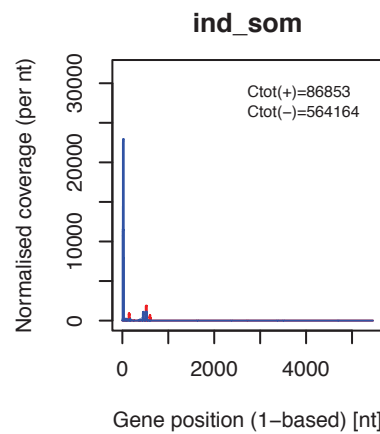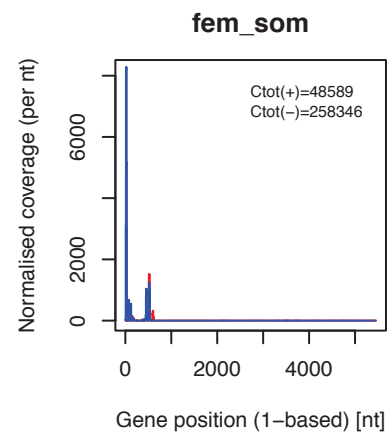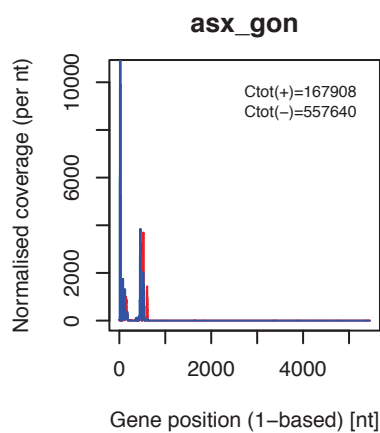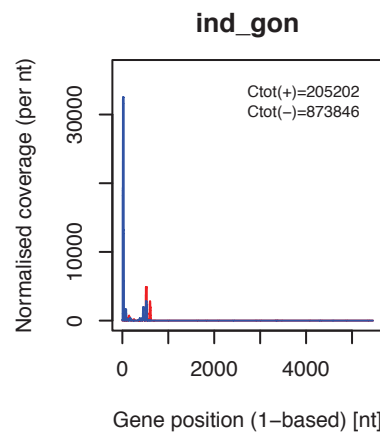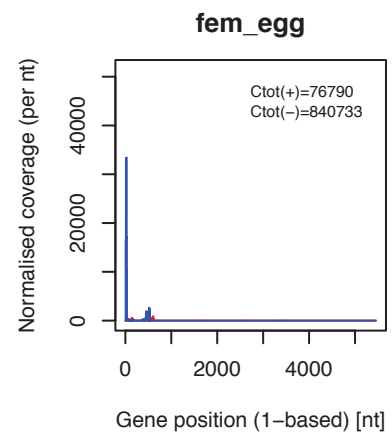

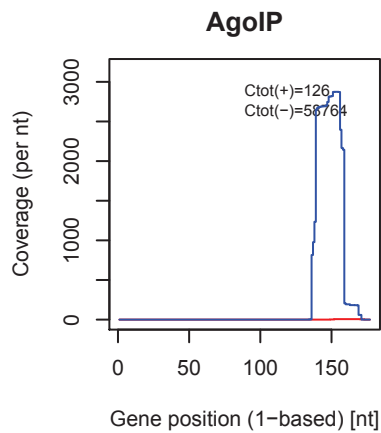

**Copia2-LTR\_VC**

Red=plus strand  
Blue=minus strand

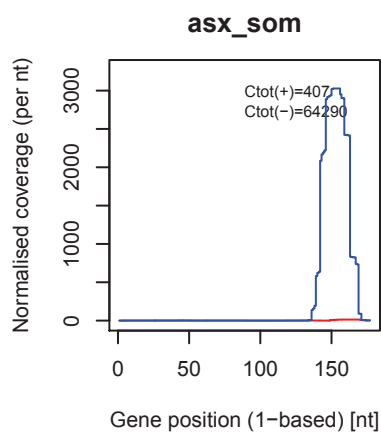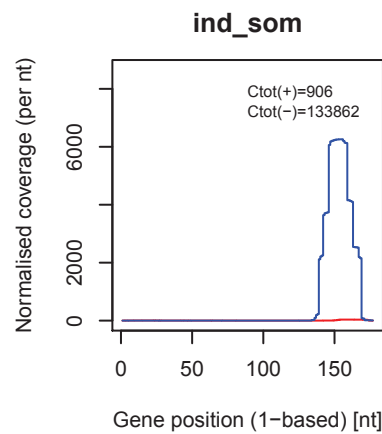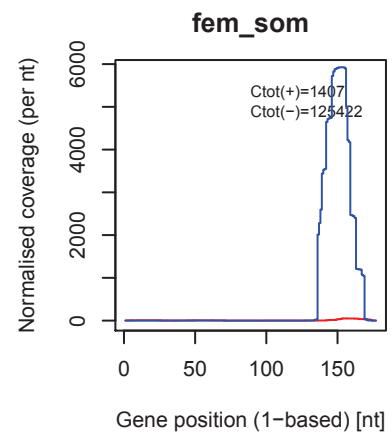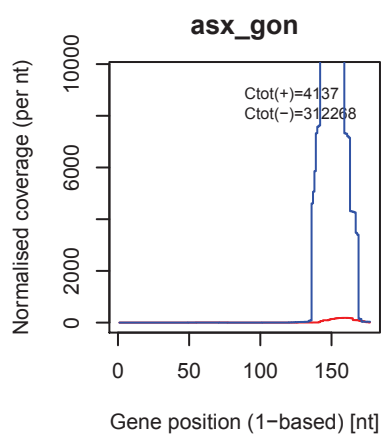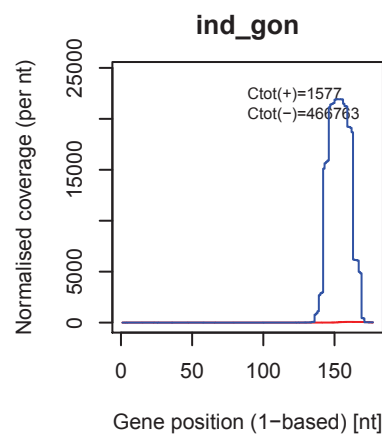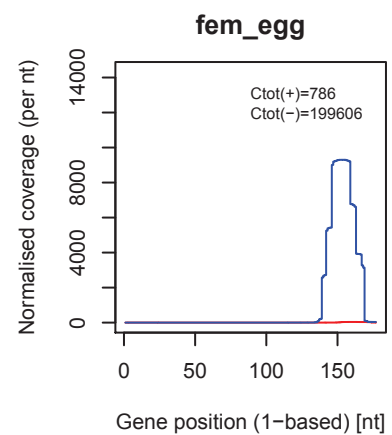

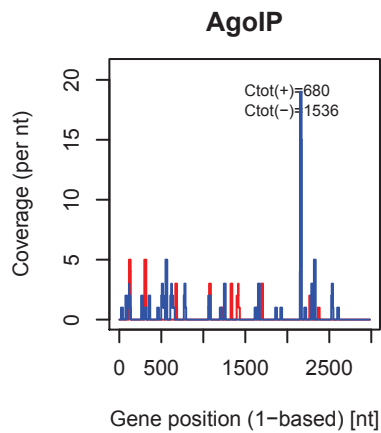

Copia3-I\_VC

Red=plus strand  
Blue=minus strand

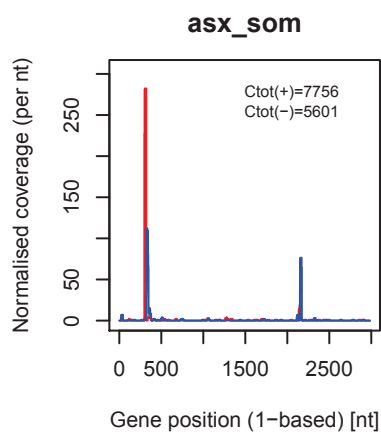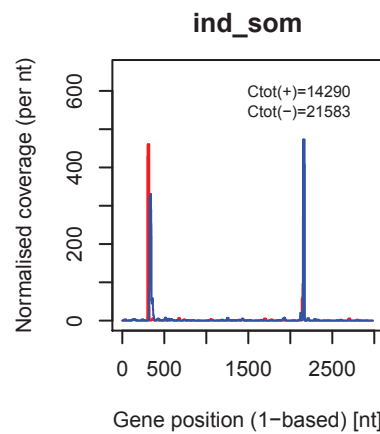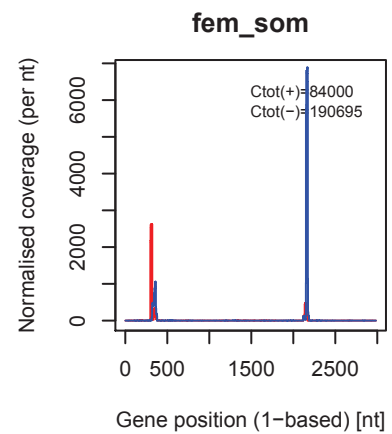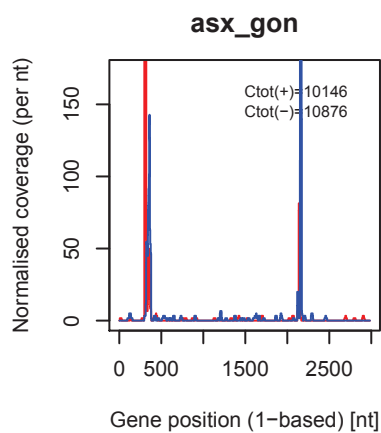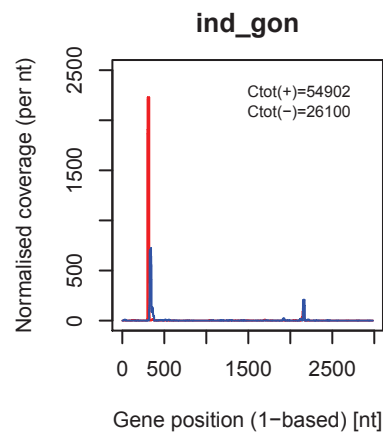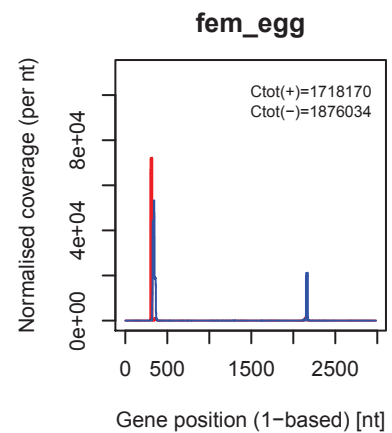

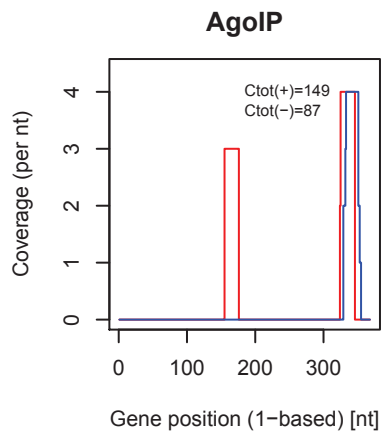

**Copia3-LTR\_VC**

Red=plus strand  
Blue=minus strand

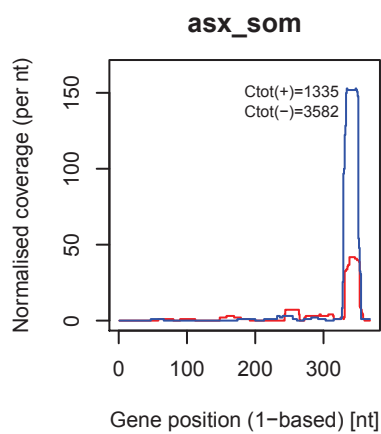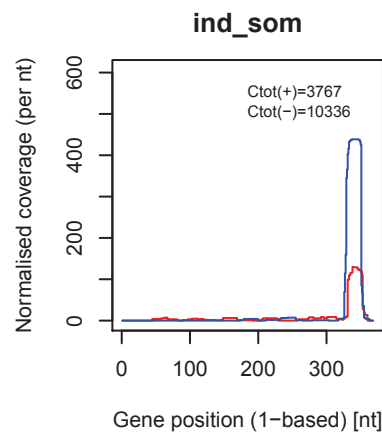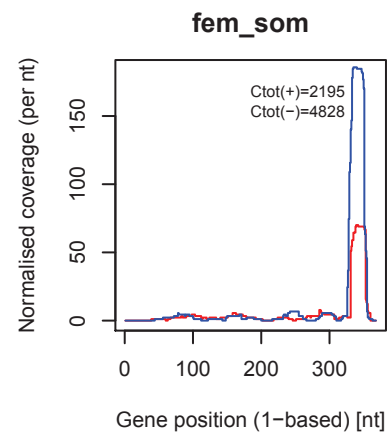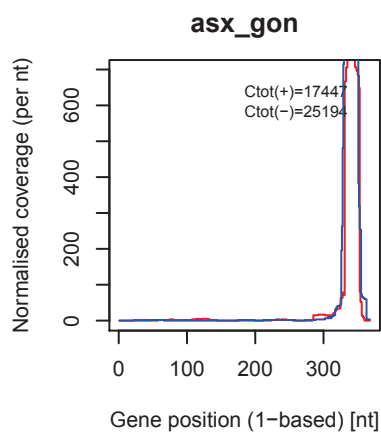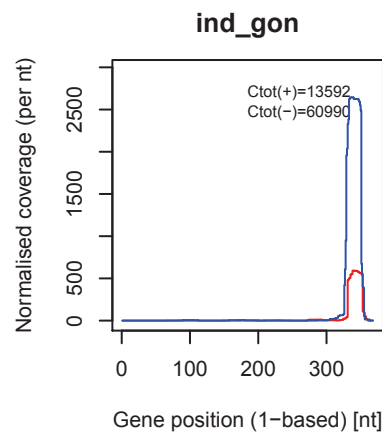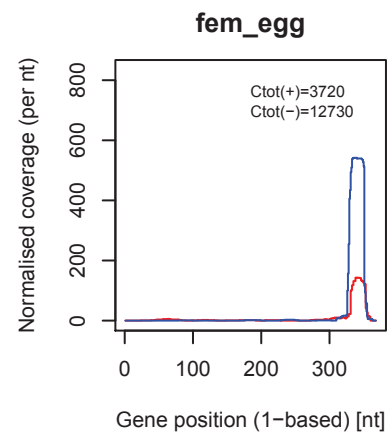

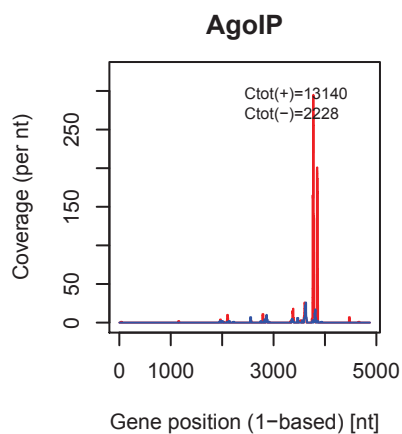

Copia4-I\_VC

Red=plus strand  
Blue=minus strand

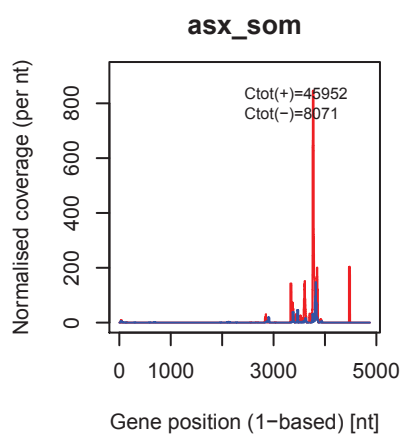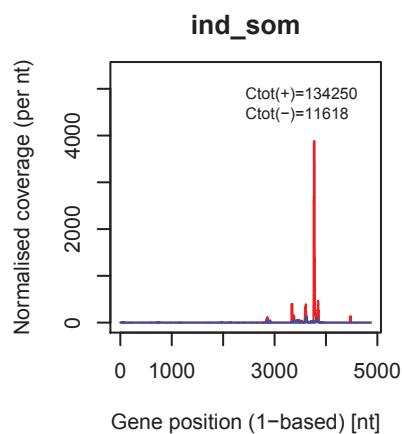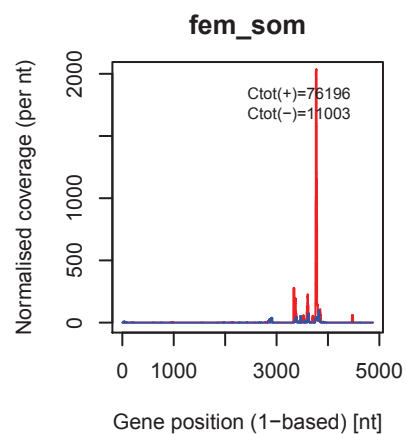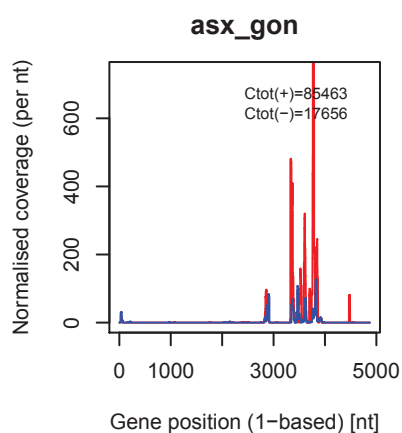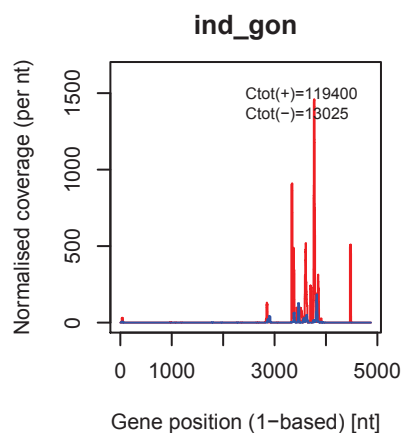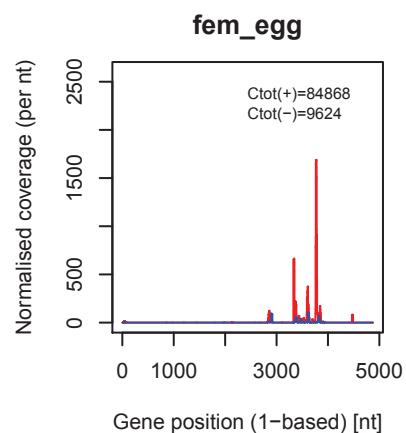

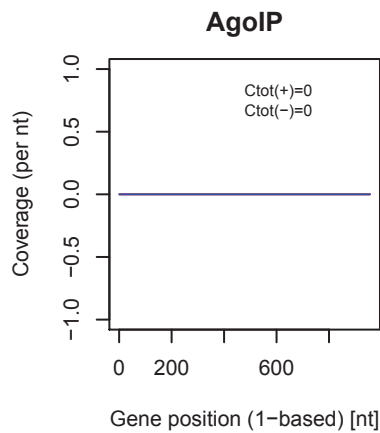

Copia4-LTR\_VC

Red=plus strand  
Blue=minus strand

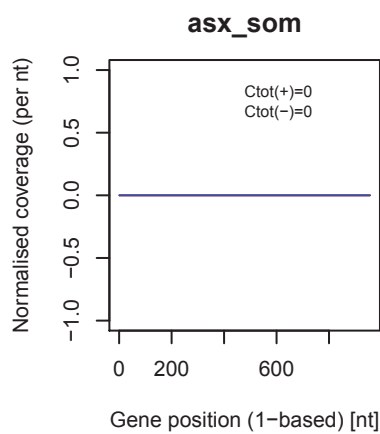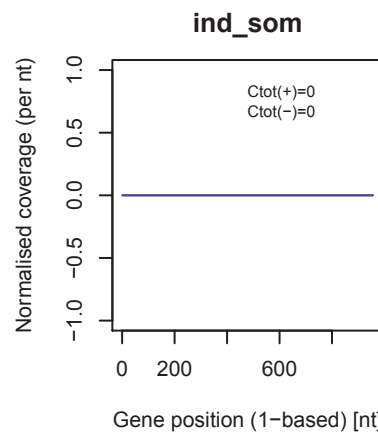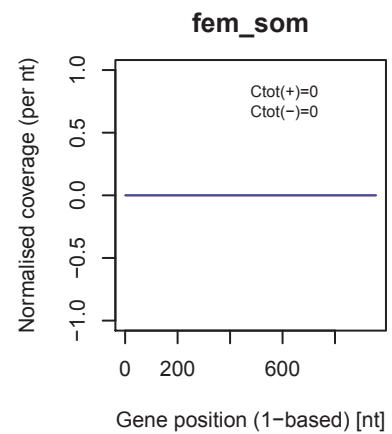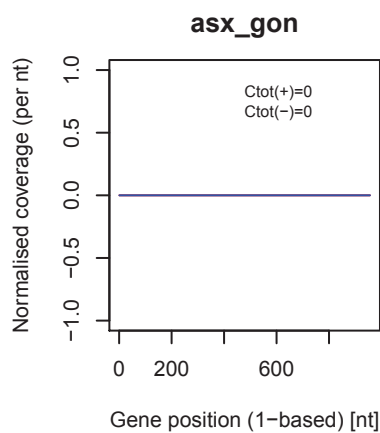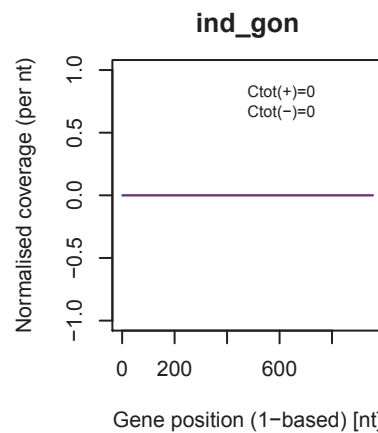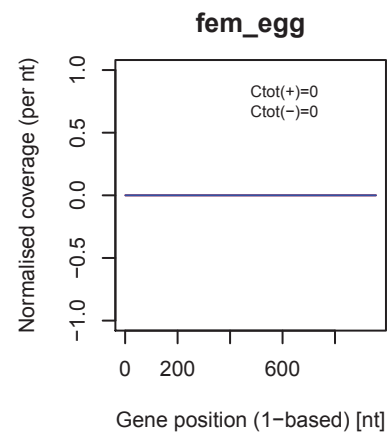

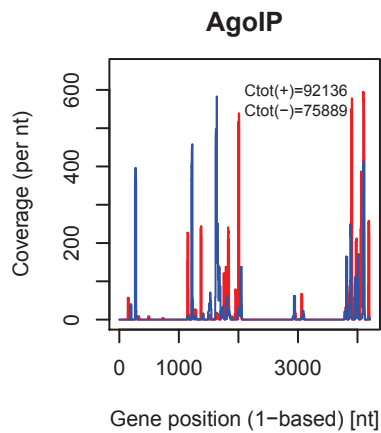

Copia6-I\_VC

Red=plus strand  
Blue=minus strand

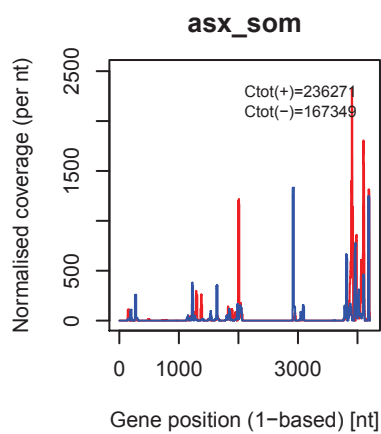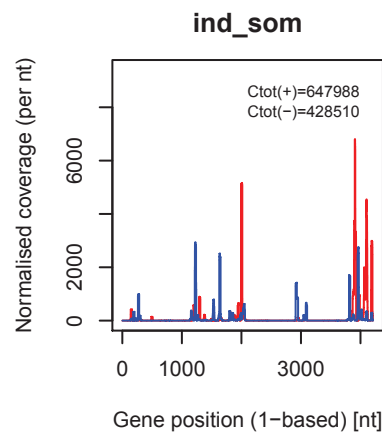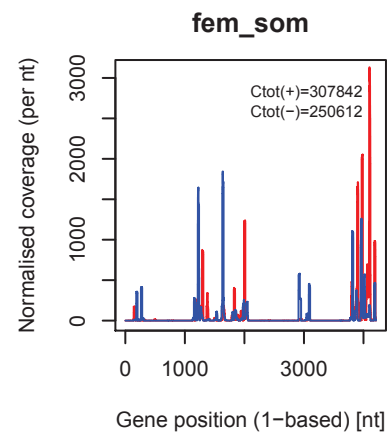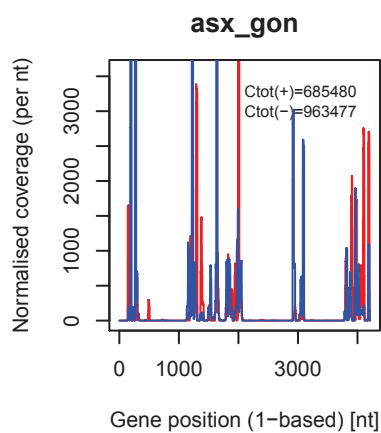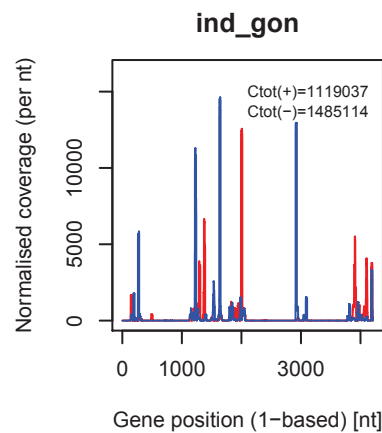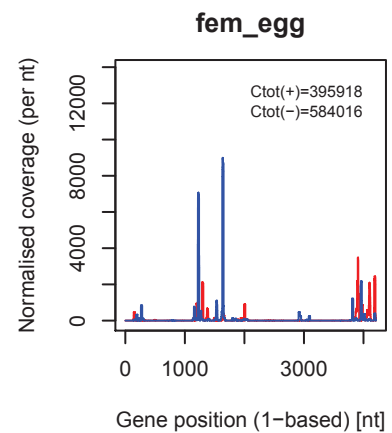

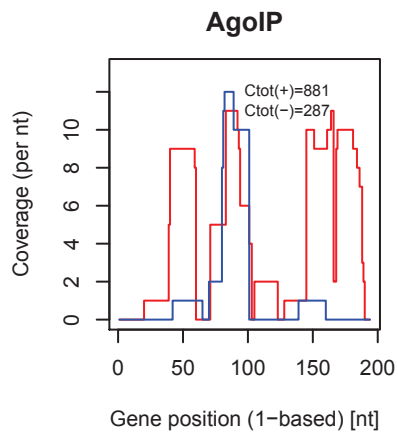

**Copia6-LTR\_VC**

Red=plus strand  
Blue=minus strand

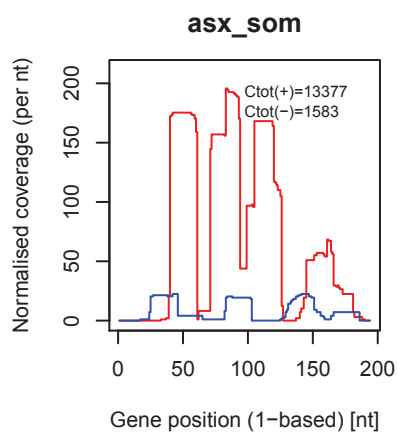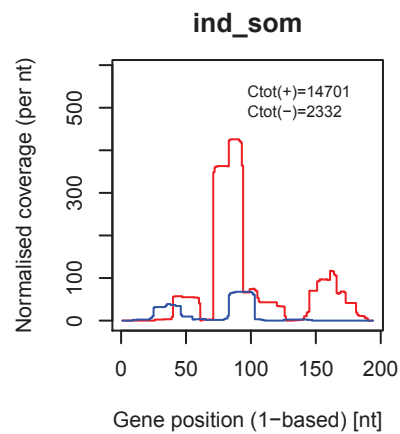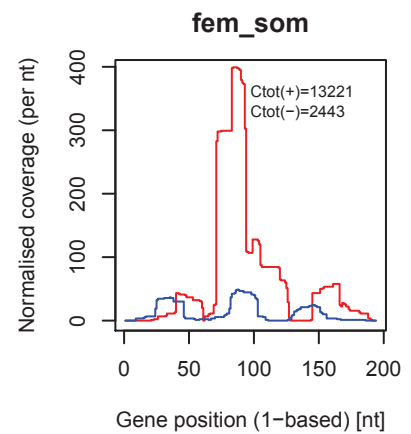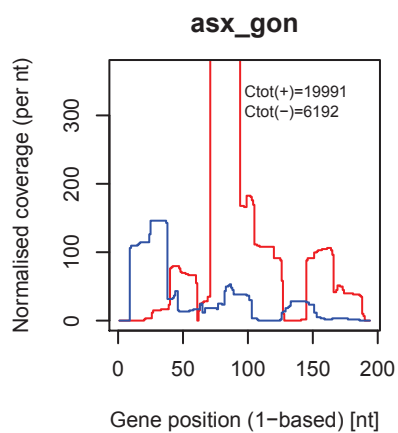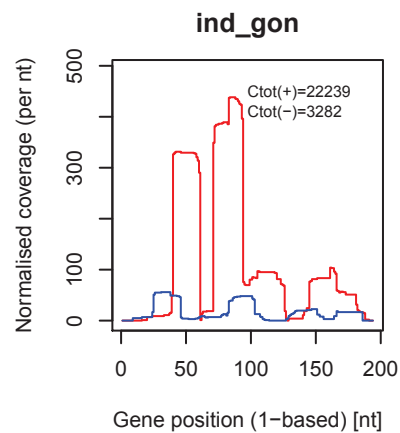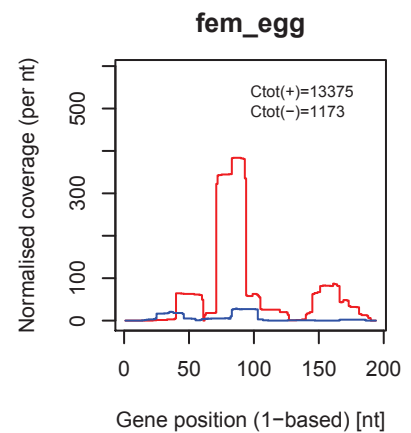

## Gypsy10-I\_VC

Red=plus strand  
Blue=minus strand

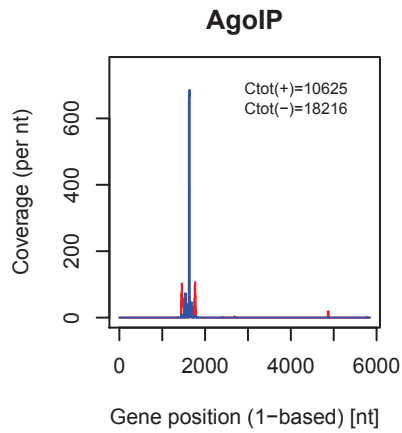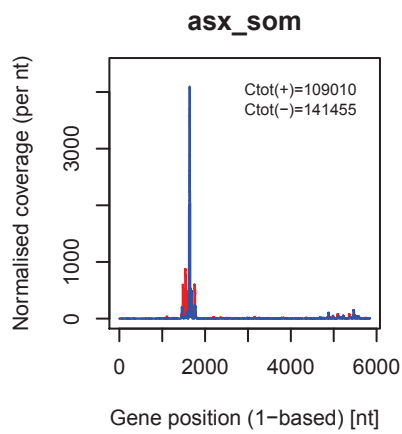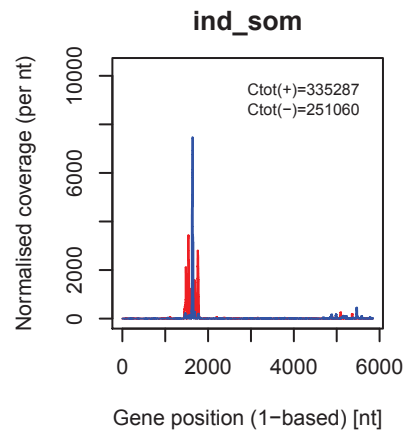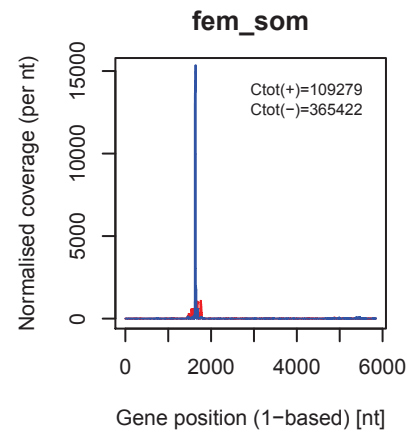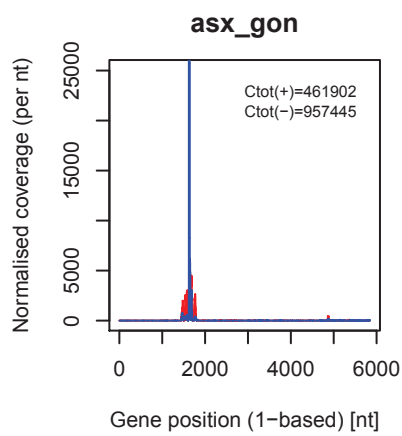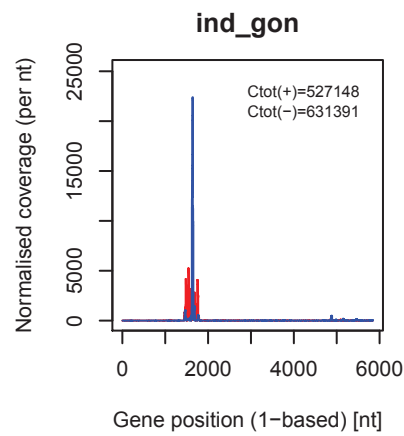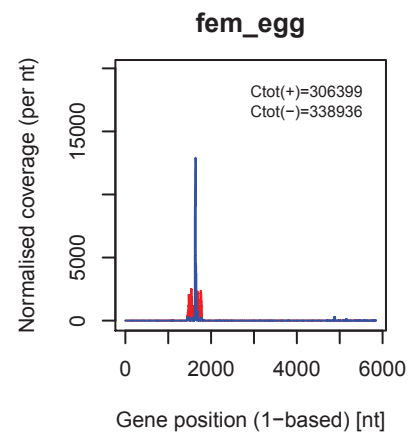

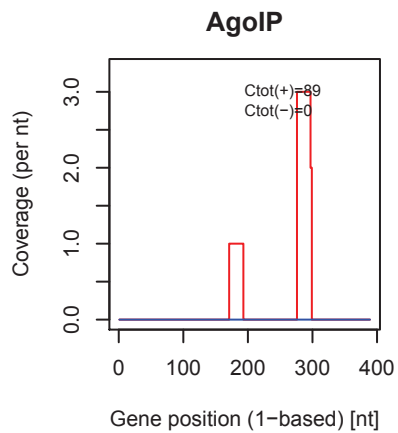

**Gypsy10-LTR\_VC**

Red=plus strand  
Blue=minus strand

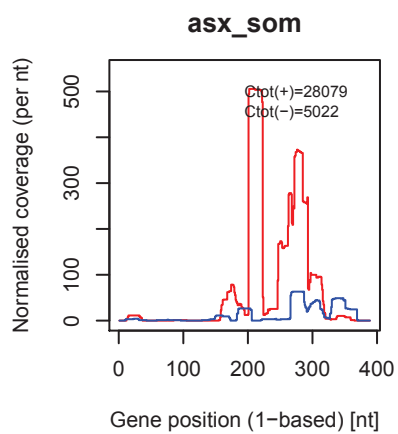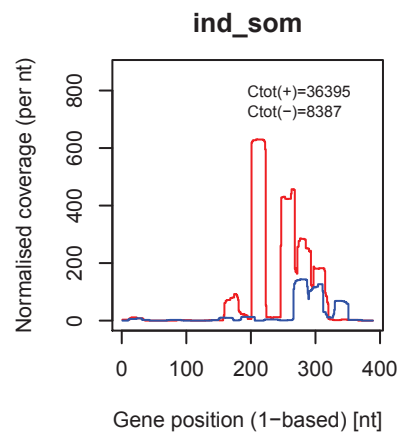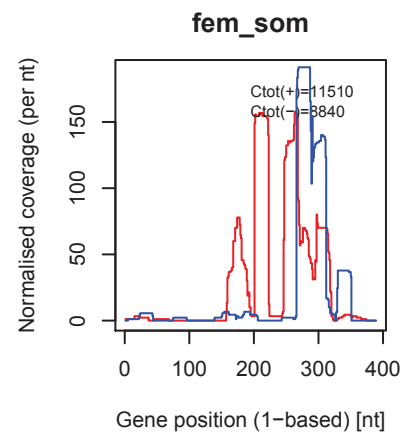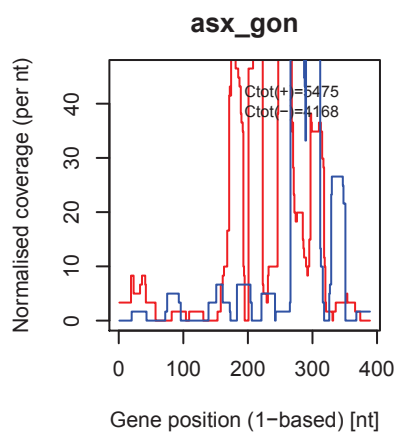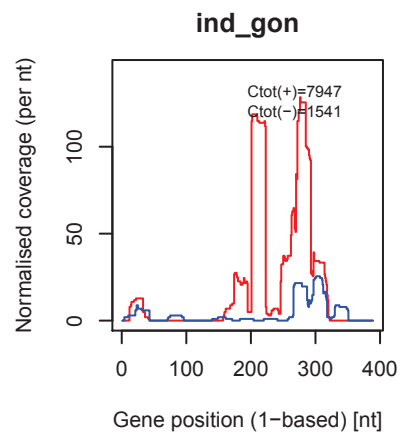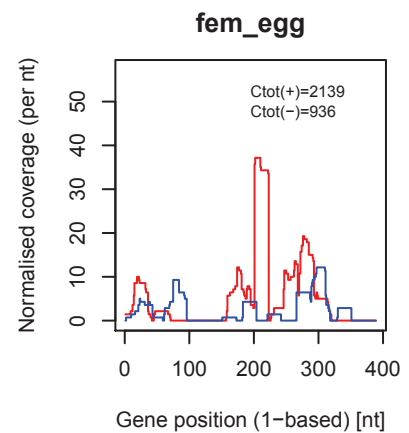

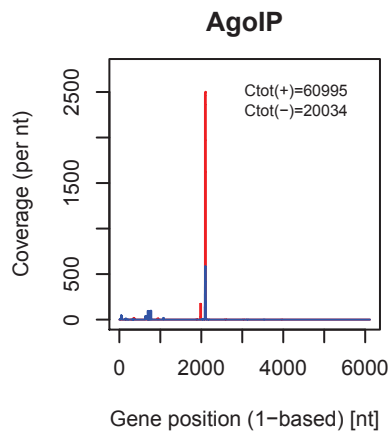

Gypsy11-I\_VC

Red=plus strand  
Blue=minus strand

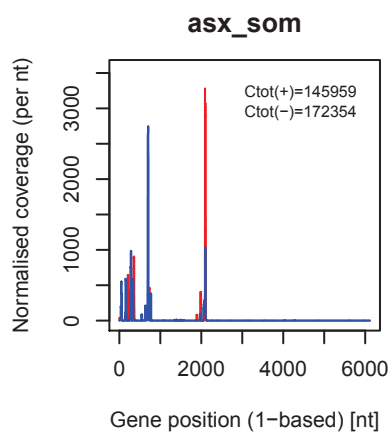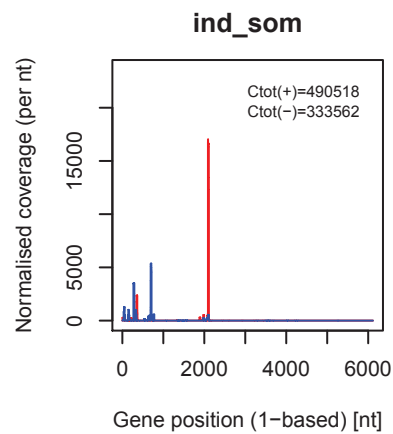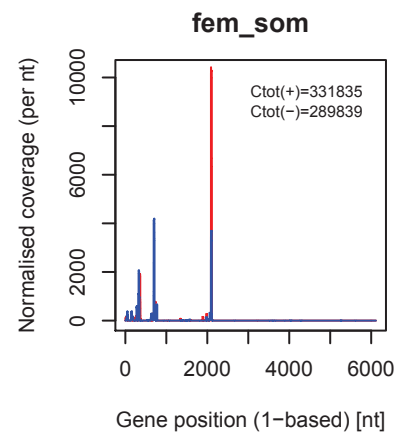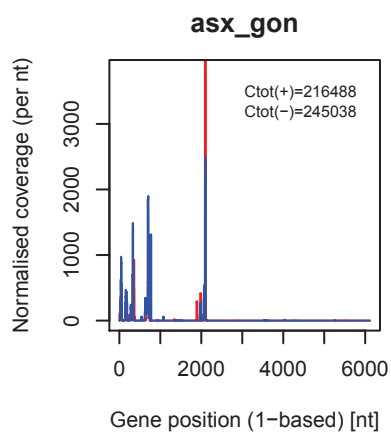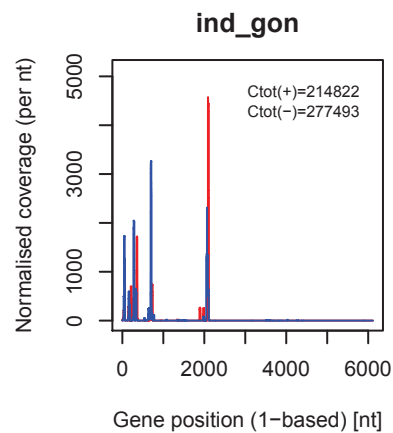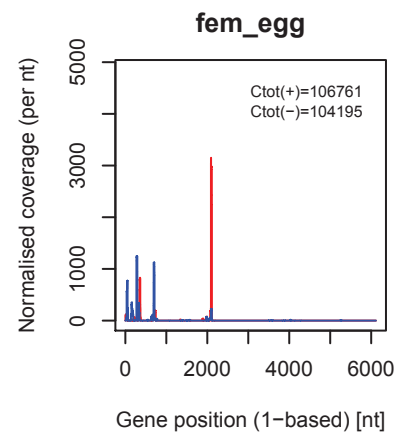

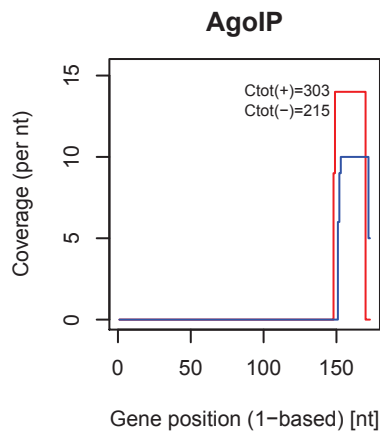

**Gypsy11-LTR\_VC**

Red=plus strand  
Blue=minus strand

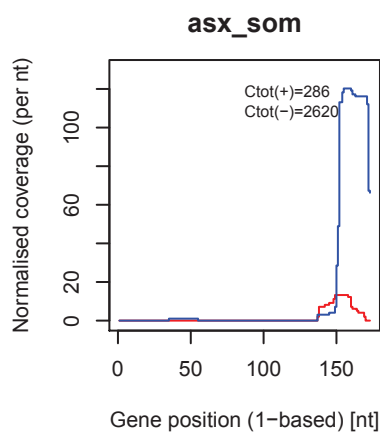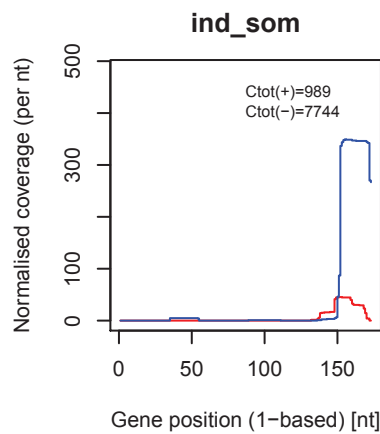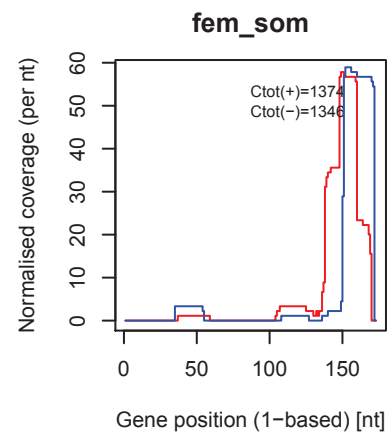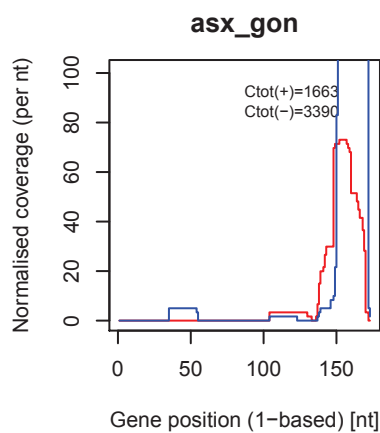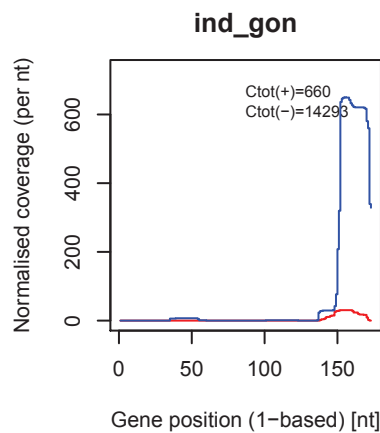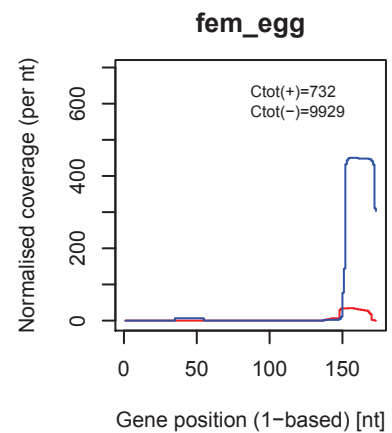

## Gypsy12-I\_VC

Red=plus strand  
Blue=minus strand

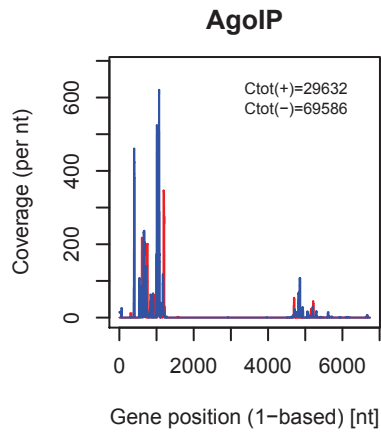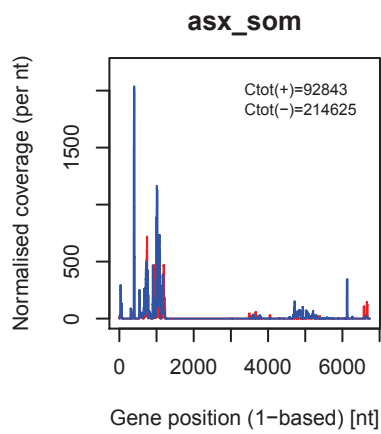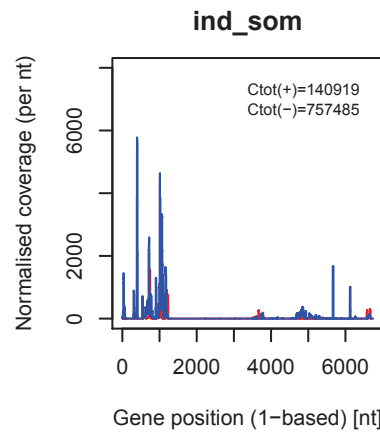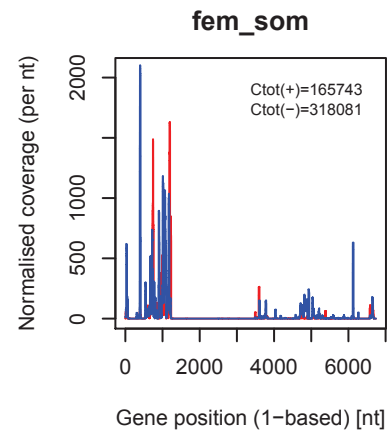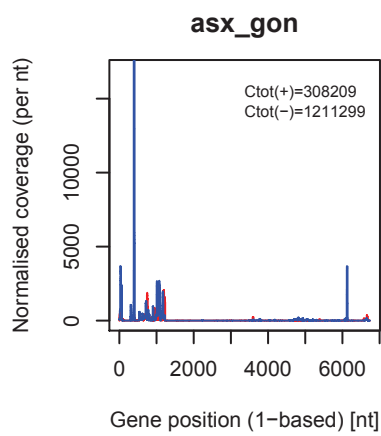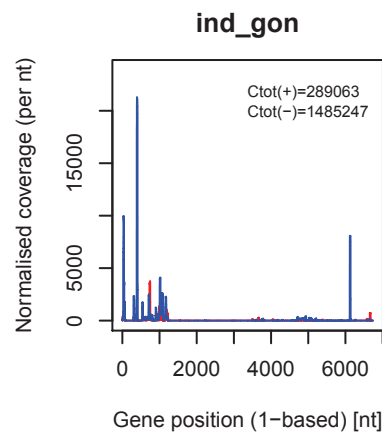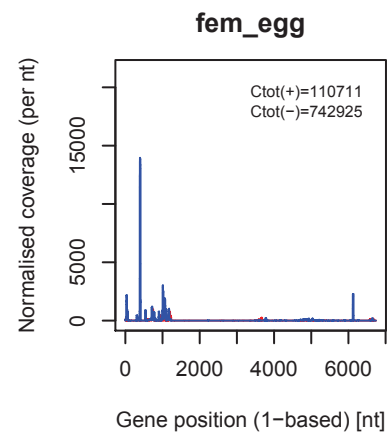

## Gypsy12-LTR\_VC

Red=plus strand  
Blue=minus strand

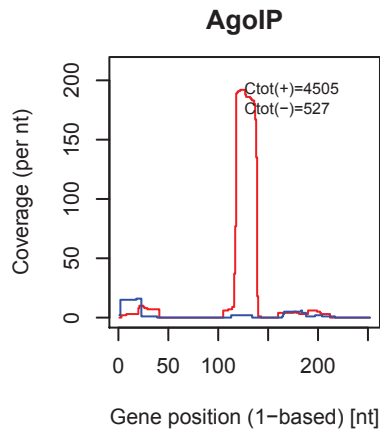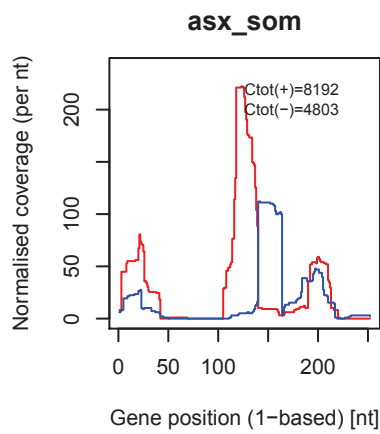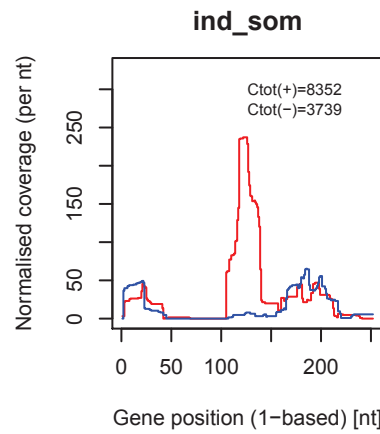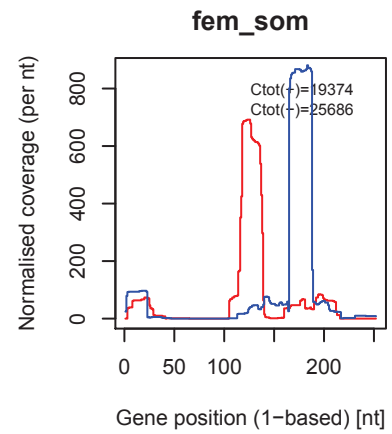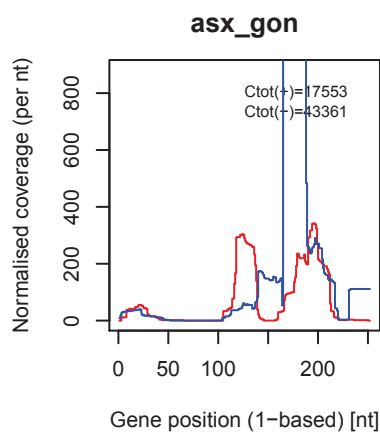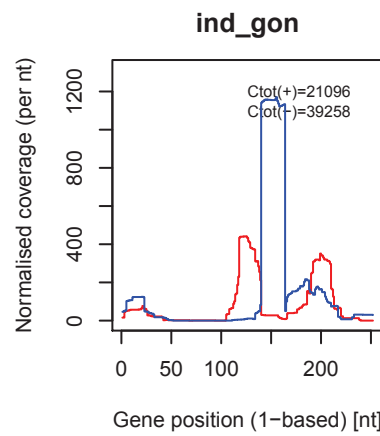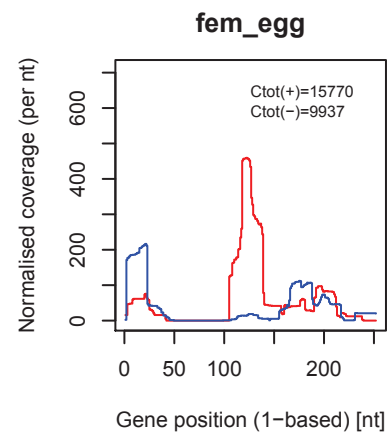

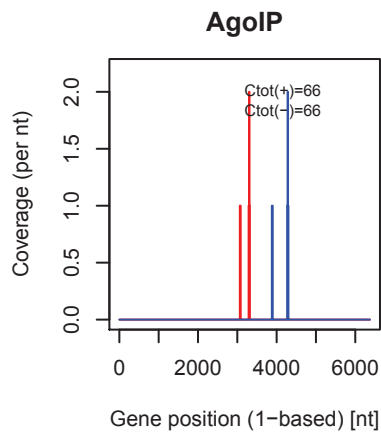

Gypsy13-I\_VC

Red=plus strand  
Blue=minus strand

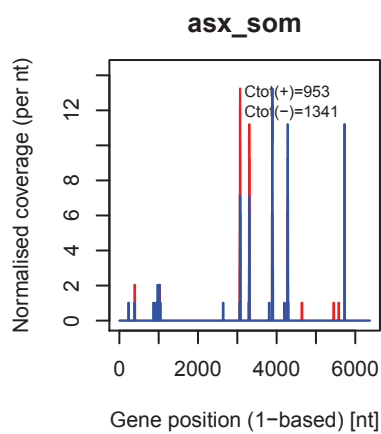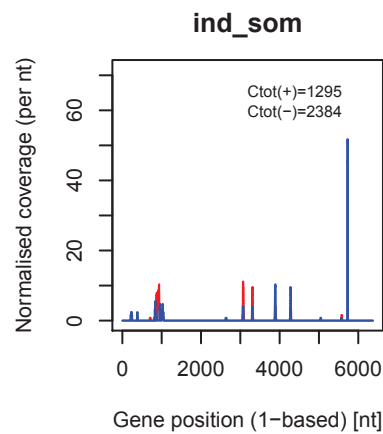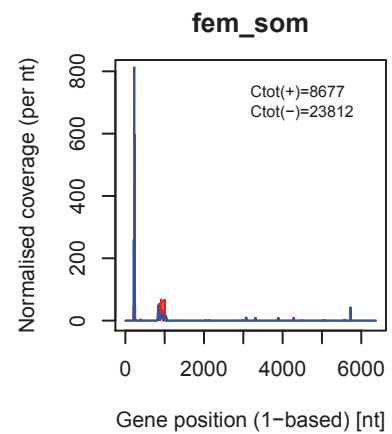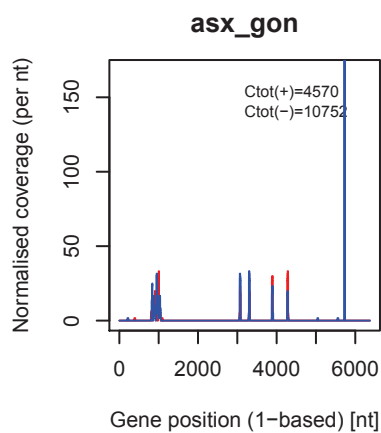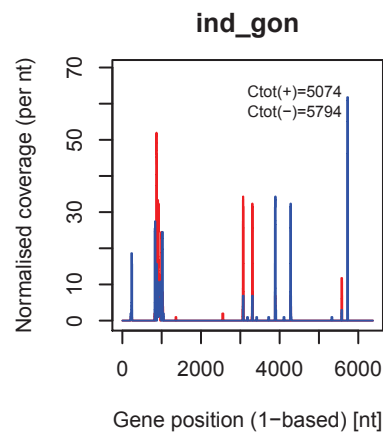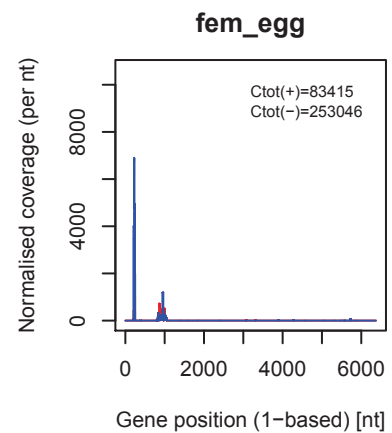

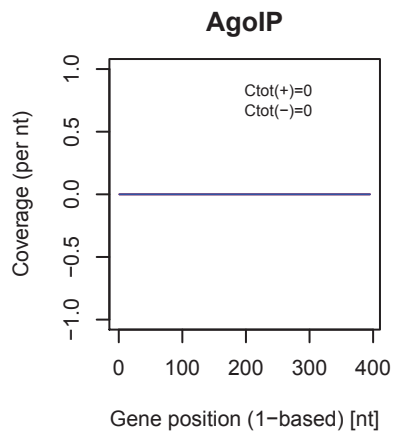

**Gypsy13-LTR\_VC**

Red=plus strand  
Blue=minus strand

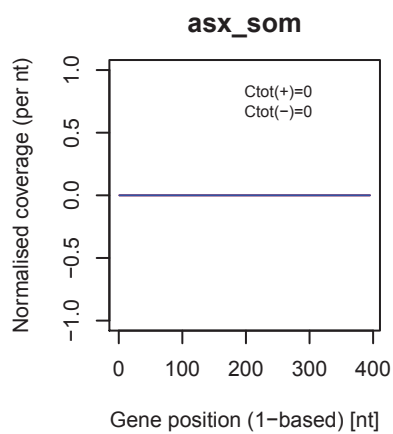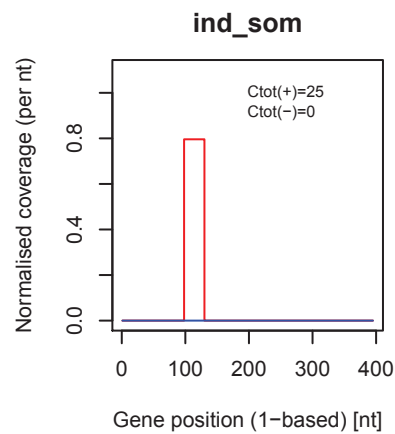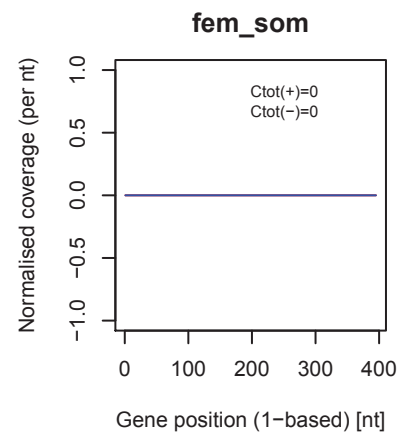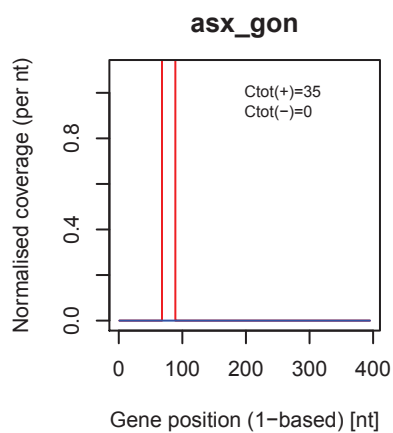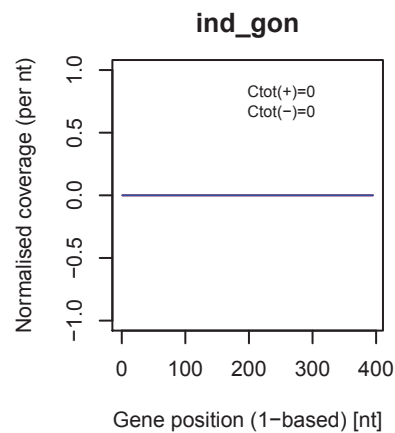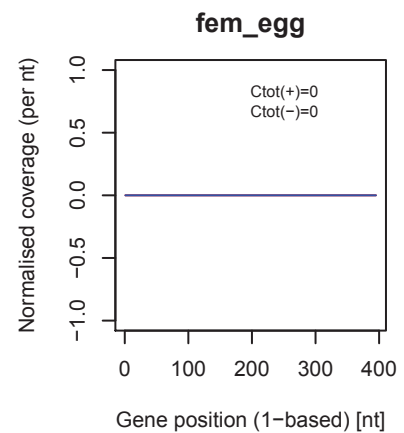

## Gypsy14-I\_VC

Red=plus strand  
Blue=minus strand

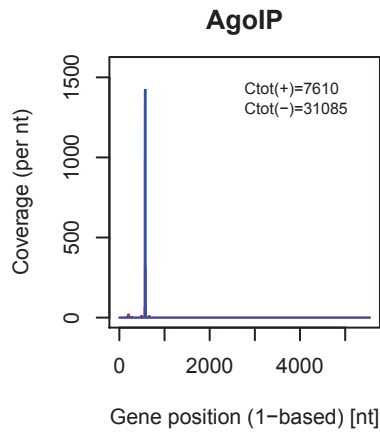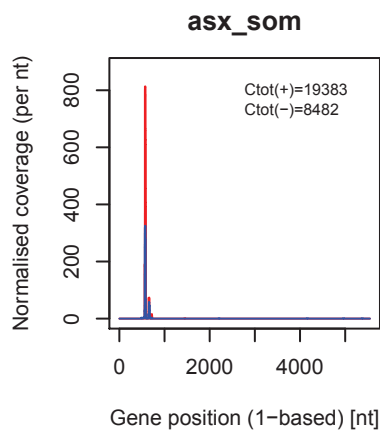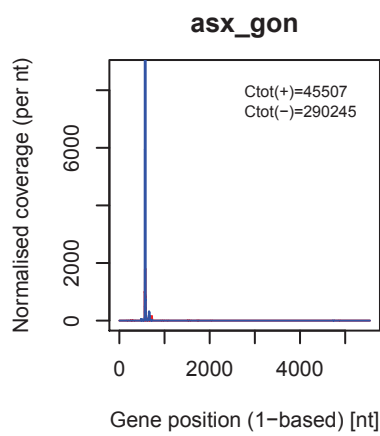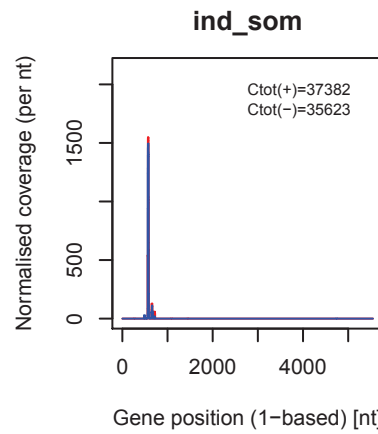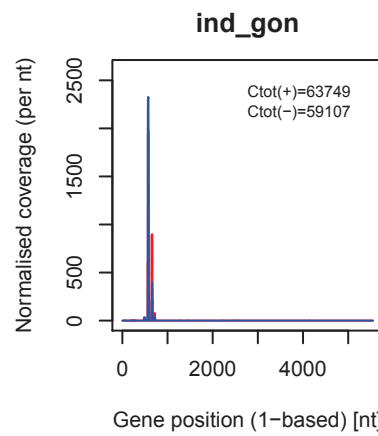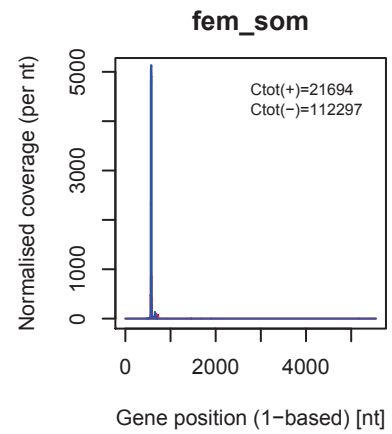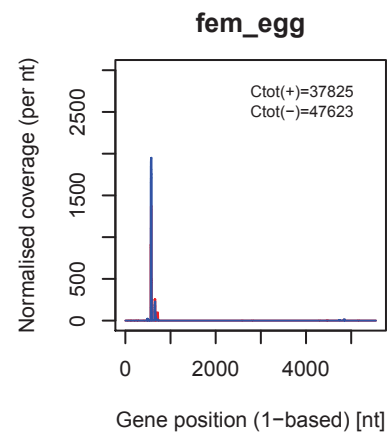

## Gypsy14-LTR\_VC

Red=plus strand  
Blue=minus strand

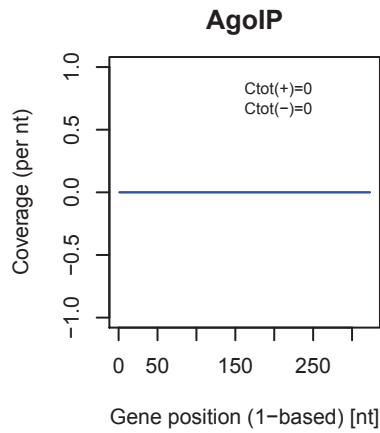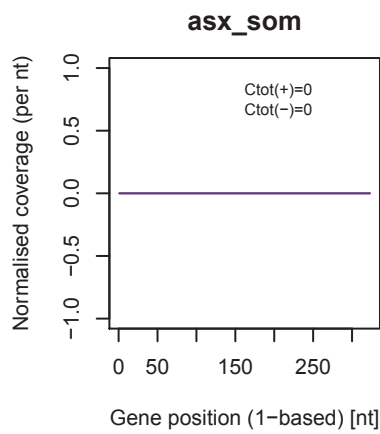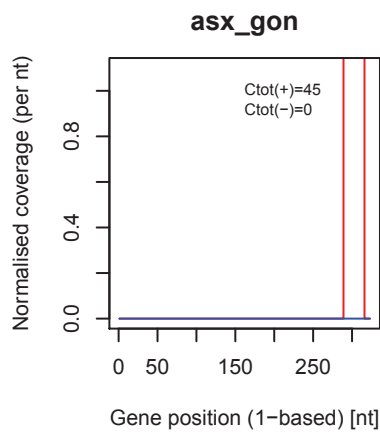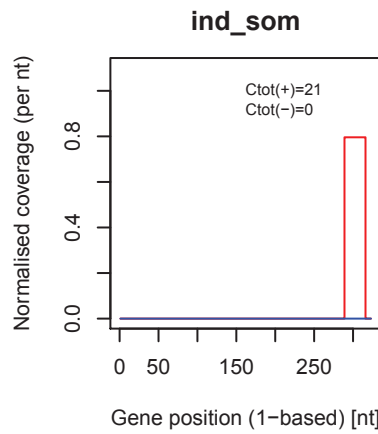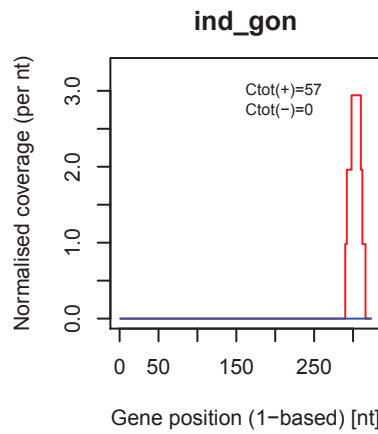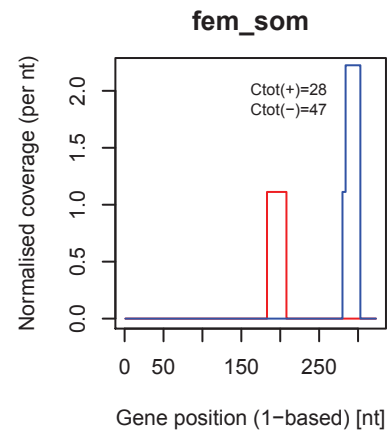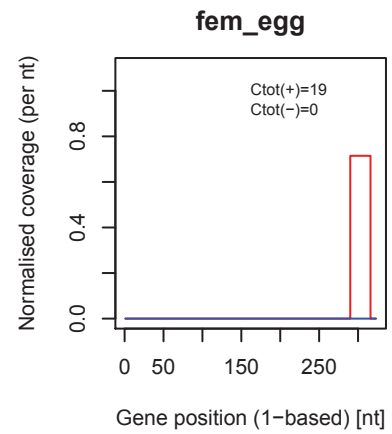

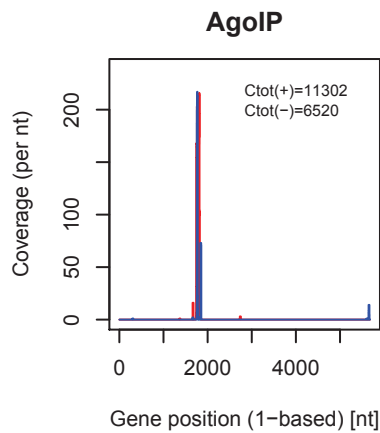

**Gypsy15-I\_VC**

Red=plus strand  
Blue=minus strand

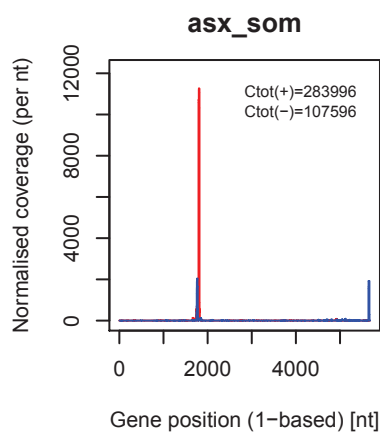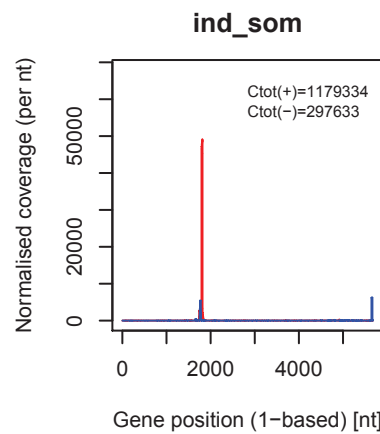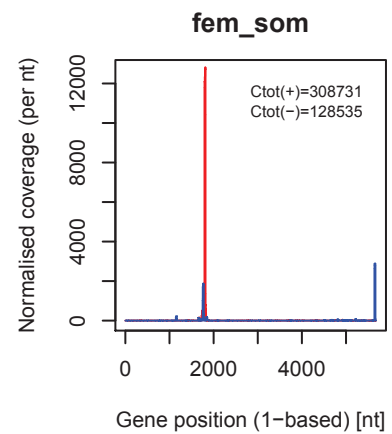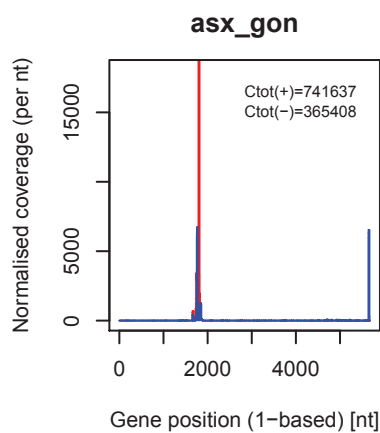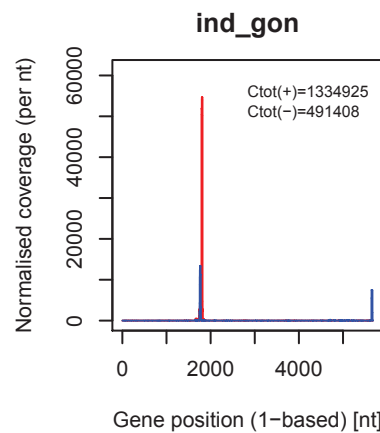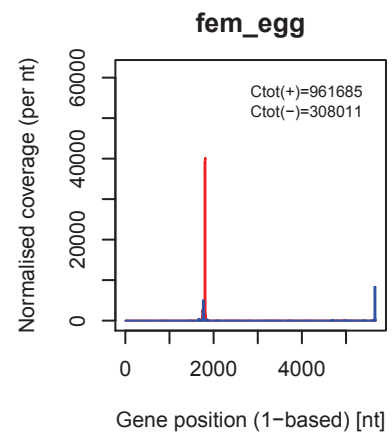

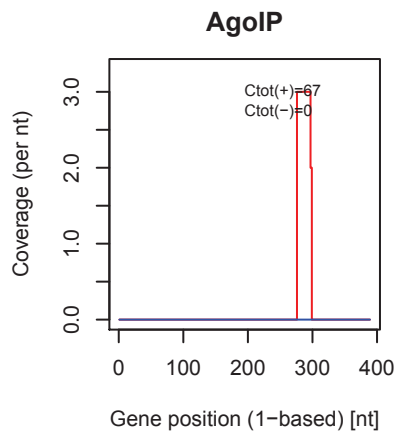

**Gypsy15-LTR\_VC**

Red=plus strand  
Blue=minus strand

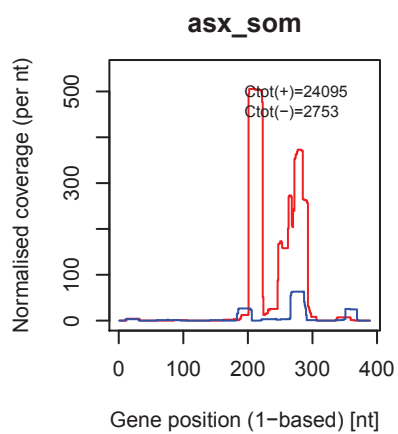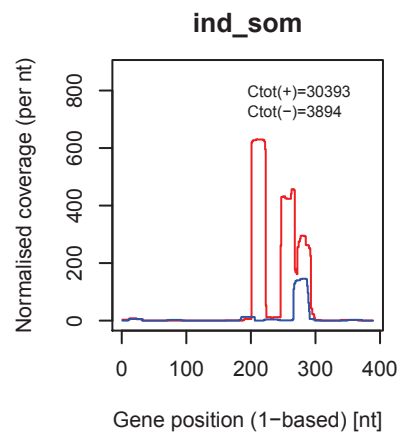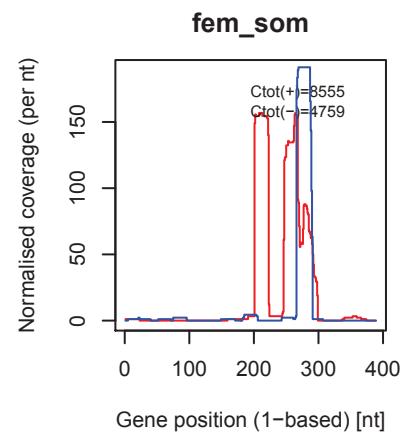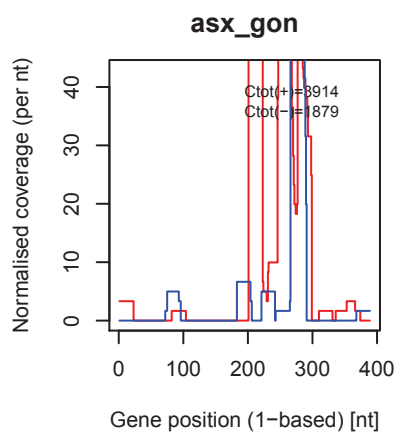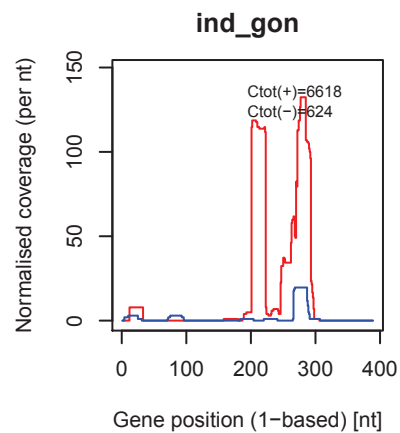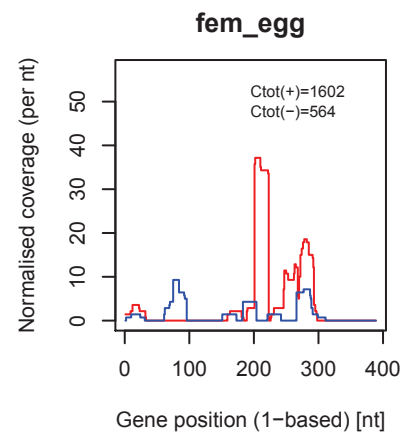

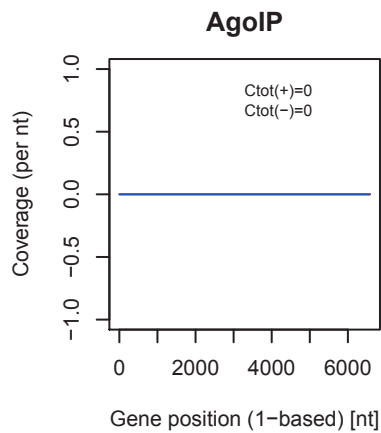

Gypsy16-I\_VC

Red=plus strand  
Blue=minus strand

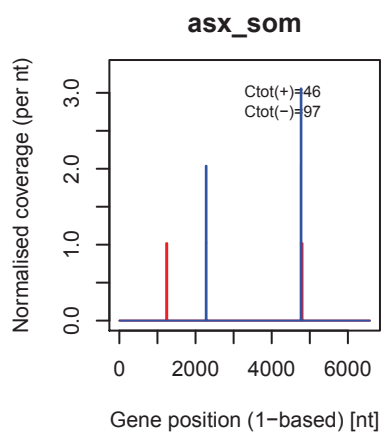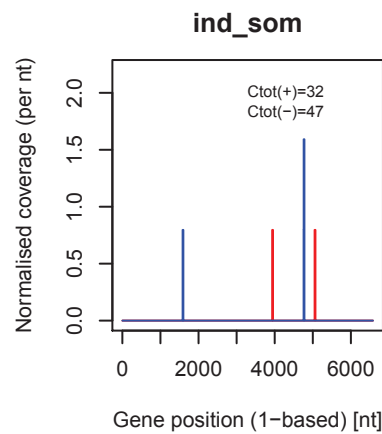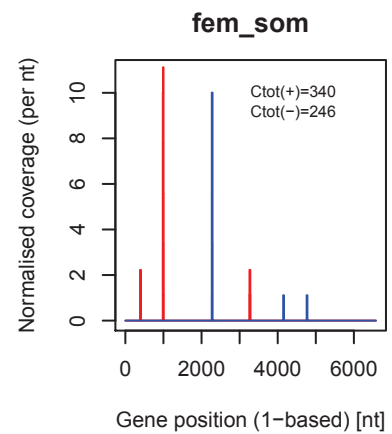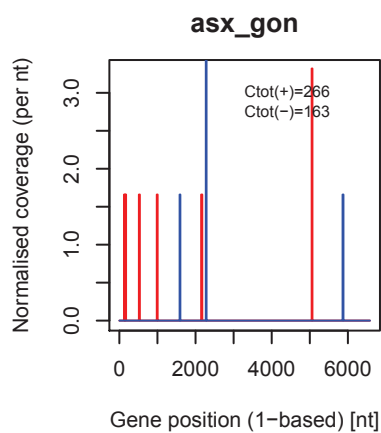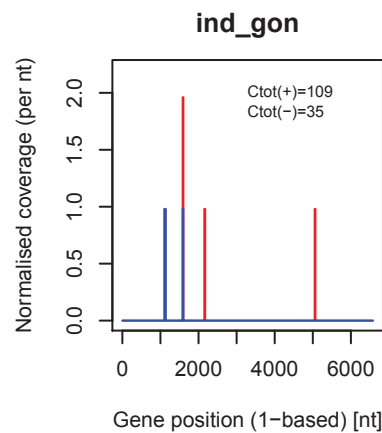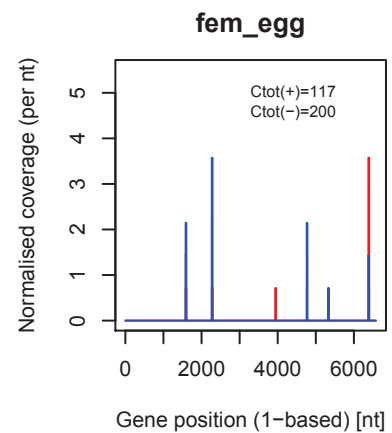

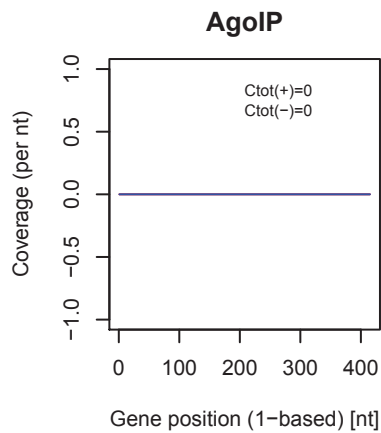

**Gypsy16-LTR\_VC**

Red=plus strand  
Blue=minus strand

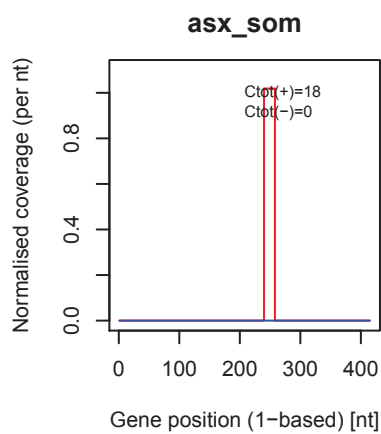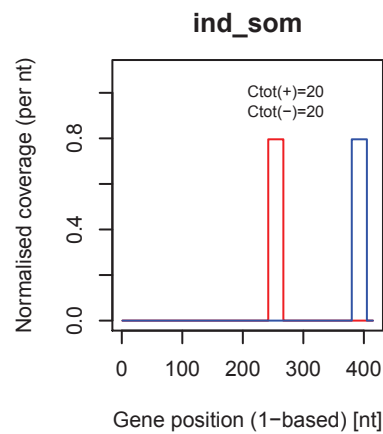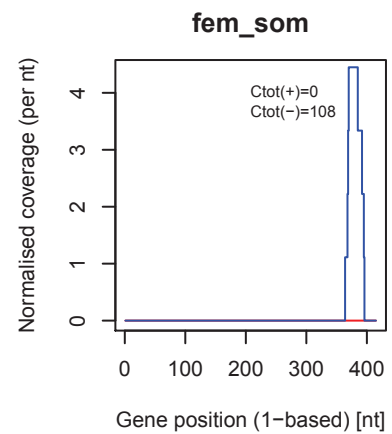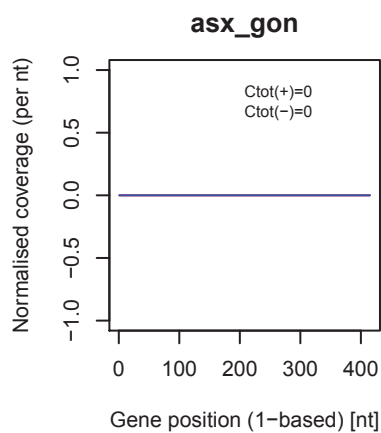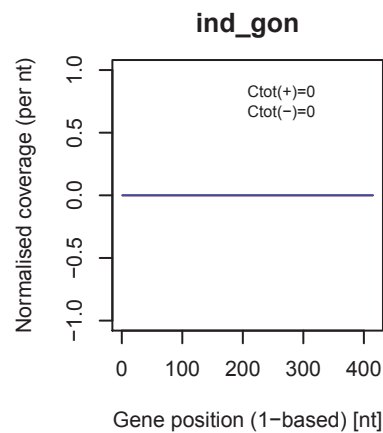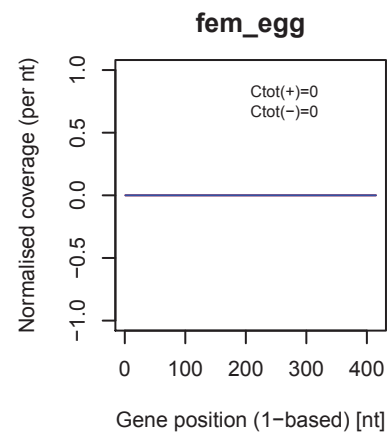

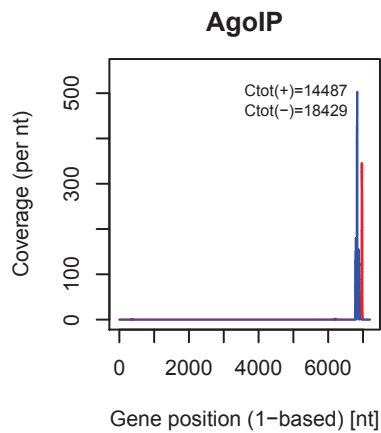

Gypsy2-I\_VC

Red=plus strand  
Blue=minus strand

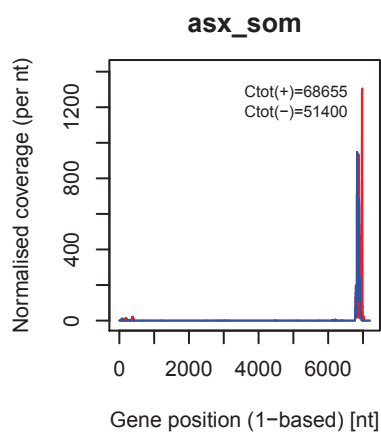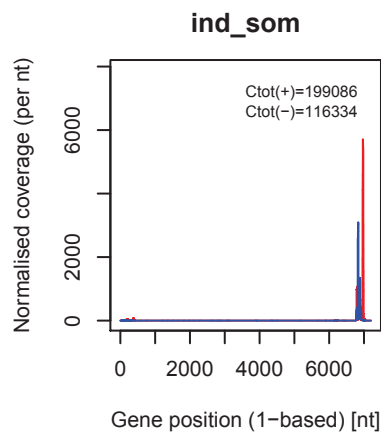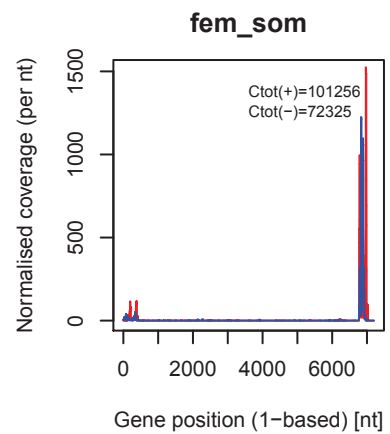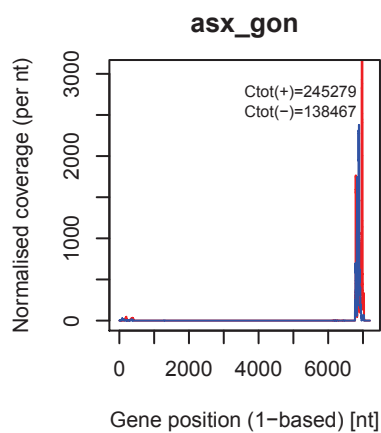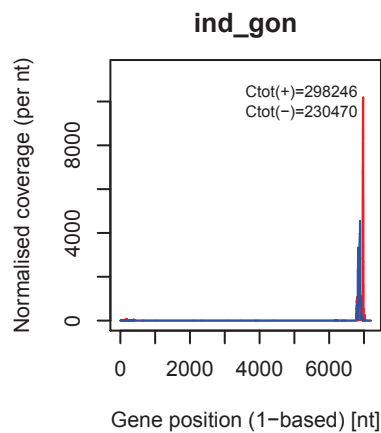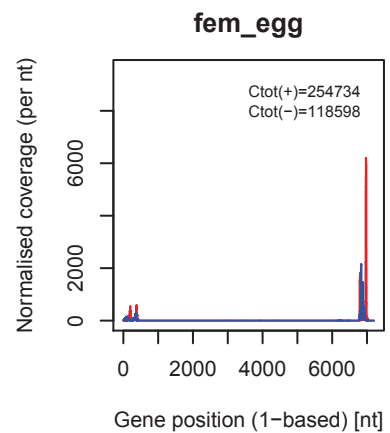

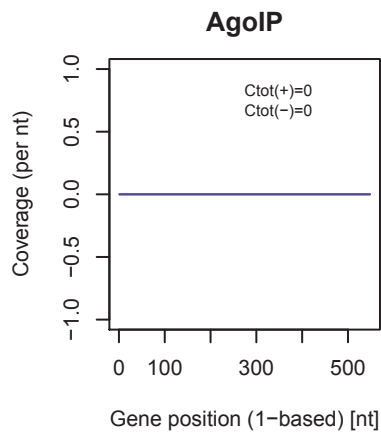

**Gypsy2-LTR\_VC**

Red=plus strand  
Blue=minus strand

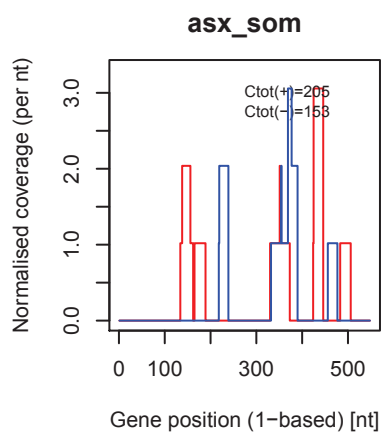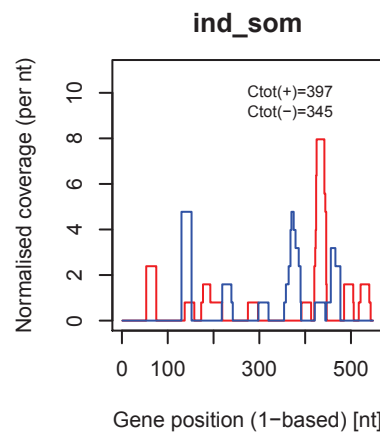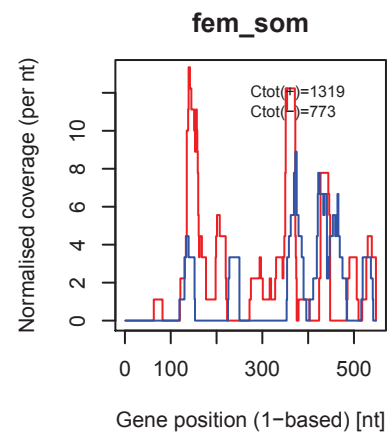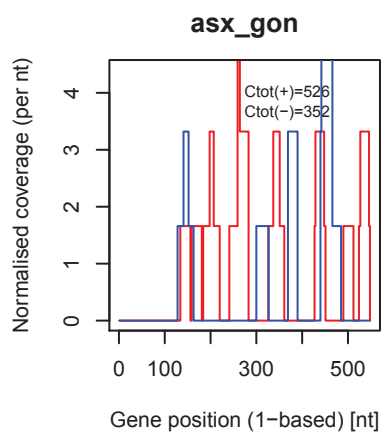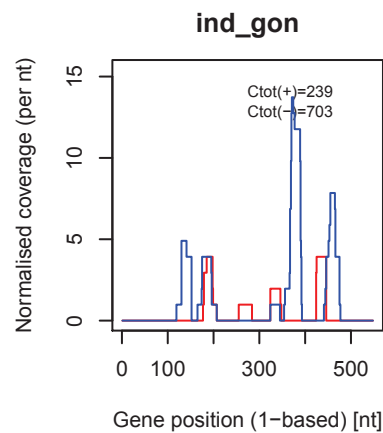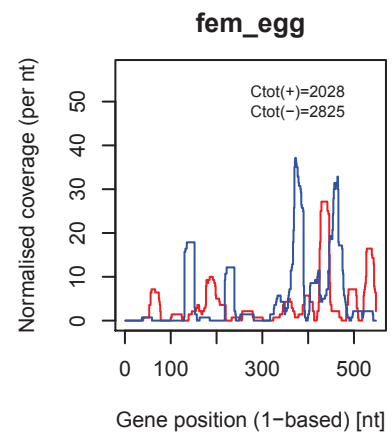

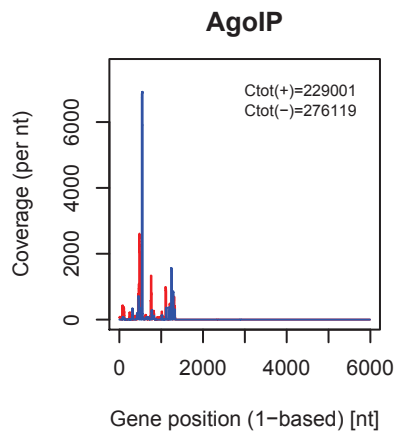

**Gypsy3-I\_VC**

Red=plus strand  
Blue=minus strand

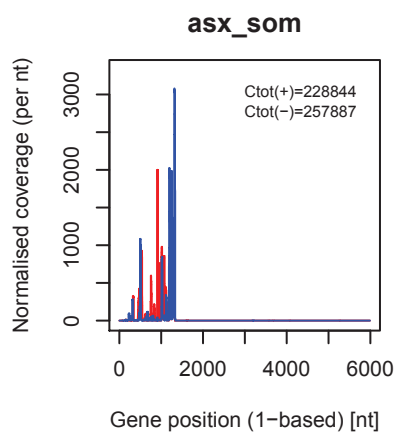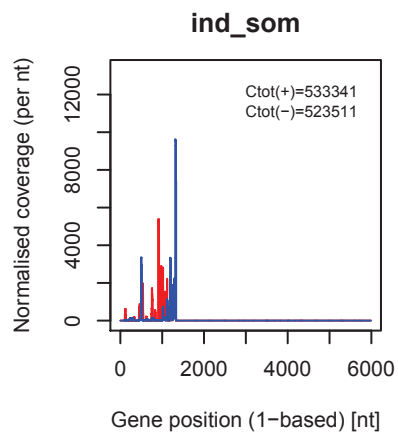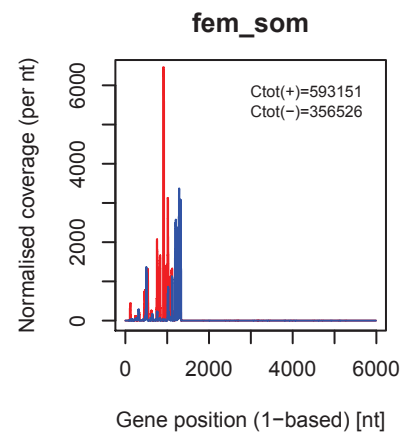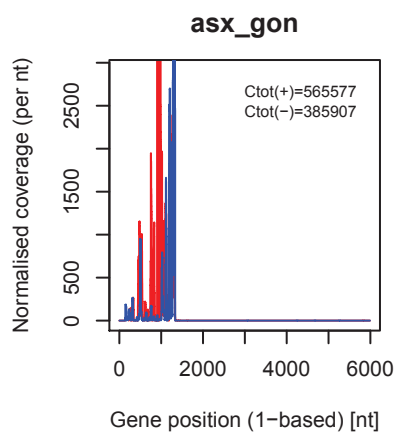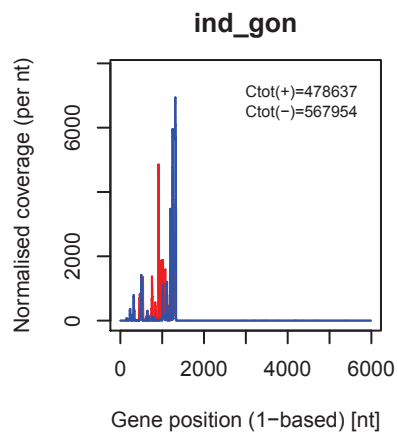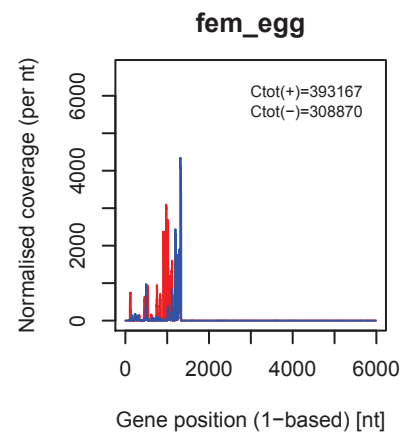

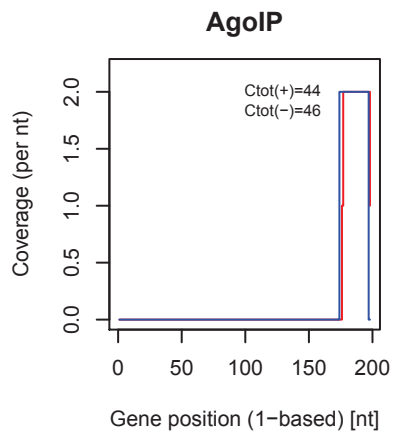

**Gypsy3-LTR\_VC**

Red=plus strand  
Blue=minus strand

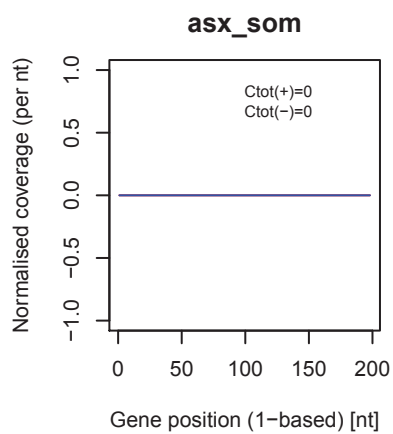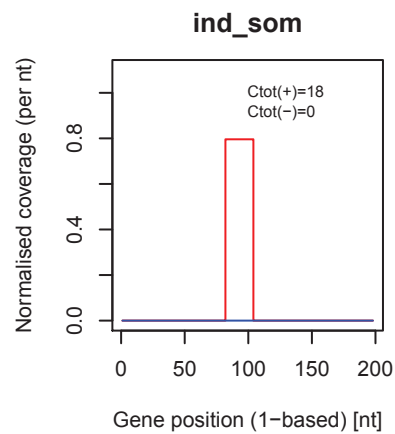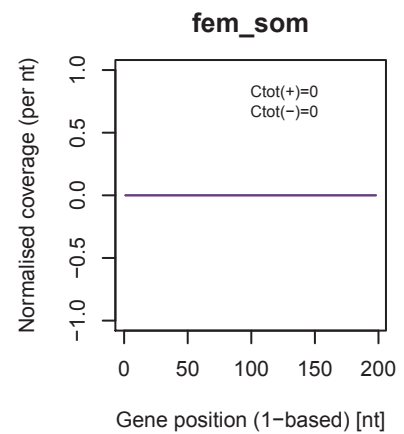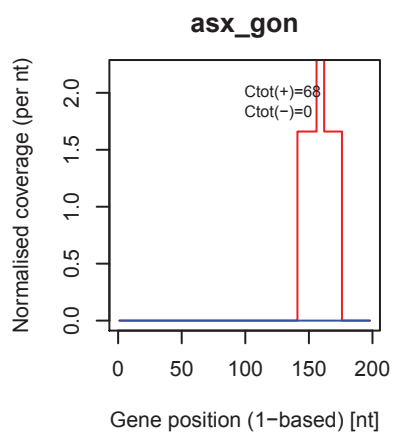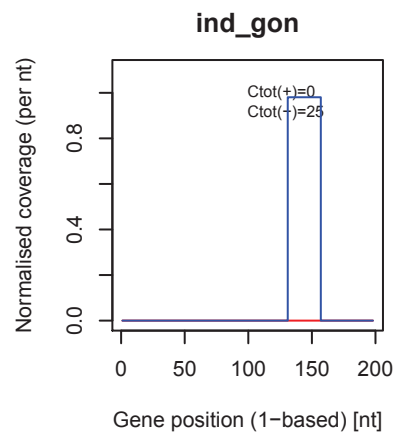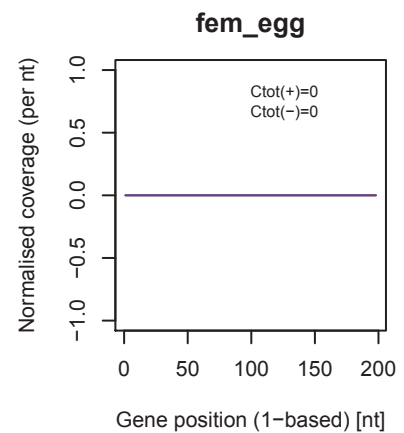

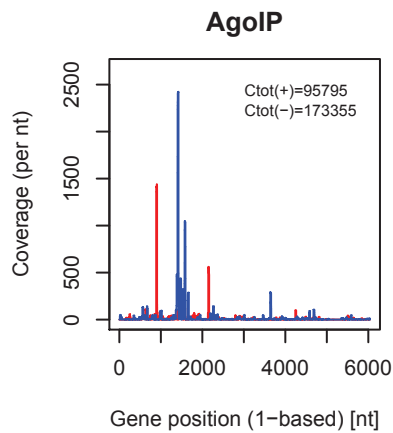

Gypsy4-I\_VC

Red=plus strand  
Blue=minus strand

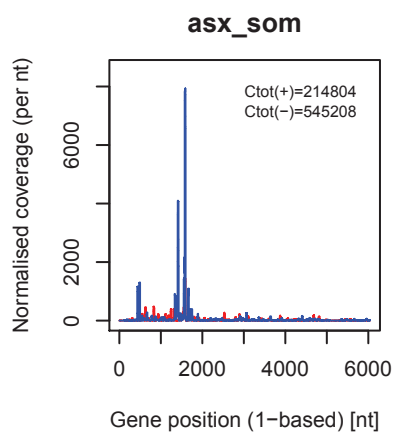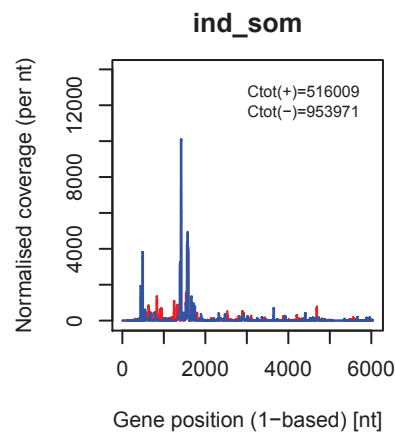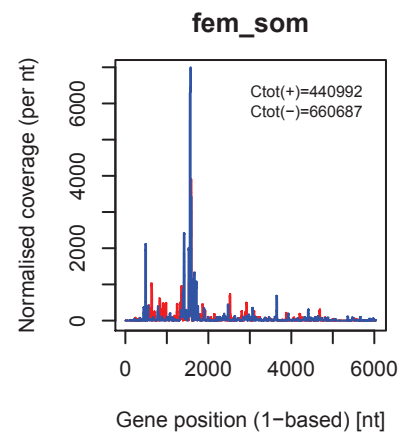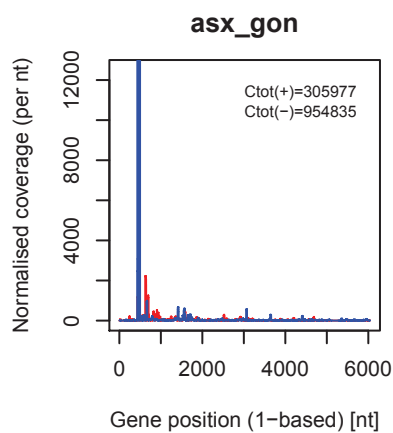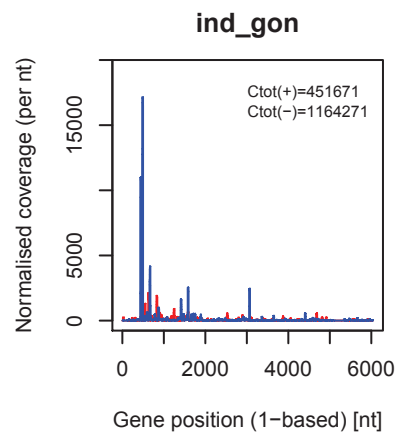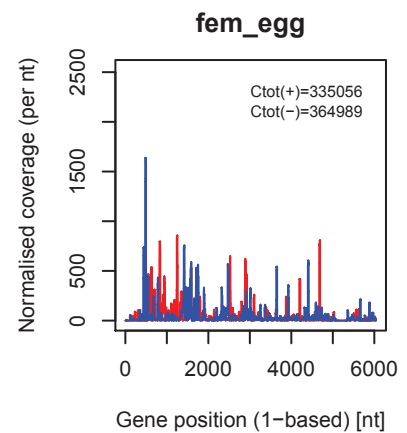

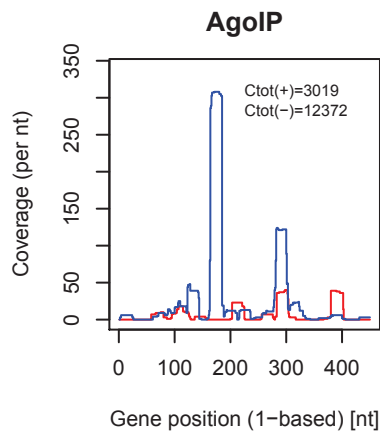

**Gypsy4-LTR\_VC**

Red=plus strand  
Blue=minus strand

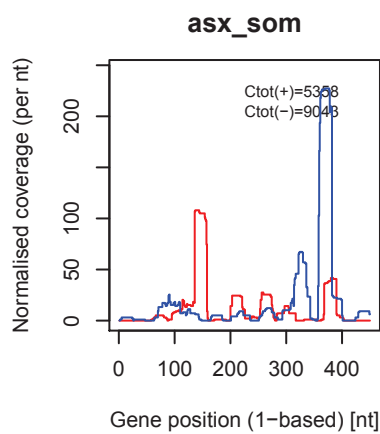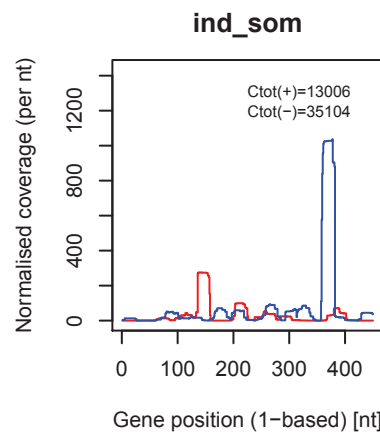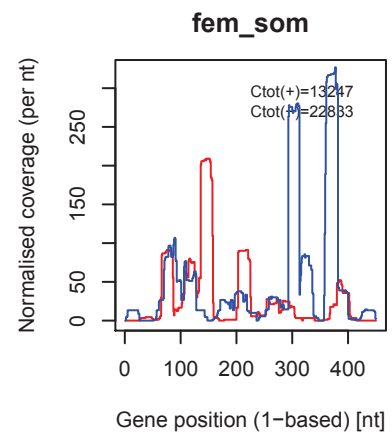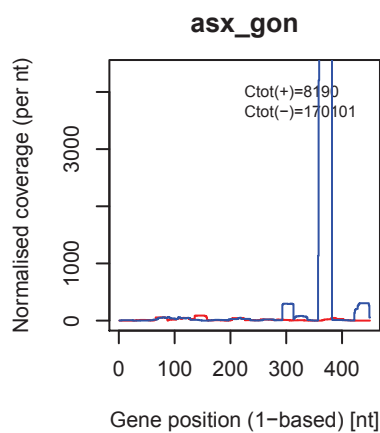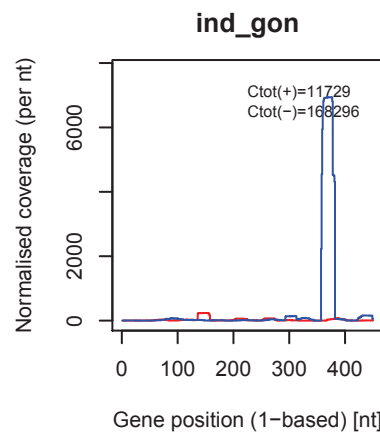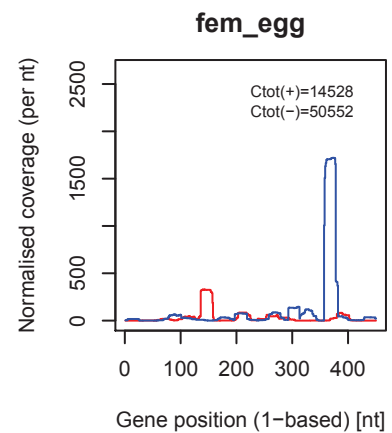

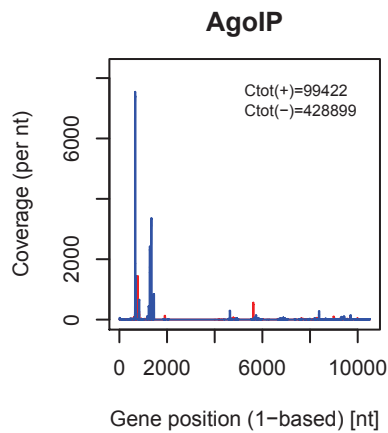

Gypsy5-I\_VC

Red=plus strand  
Blue=minus strand

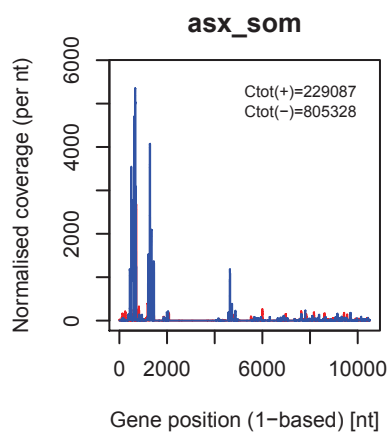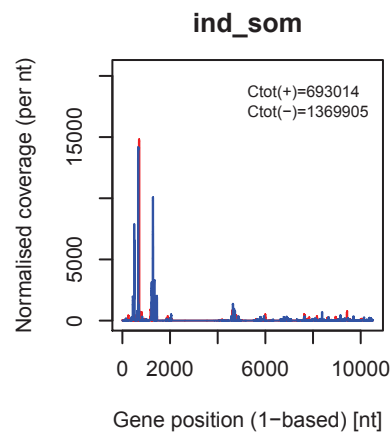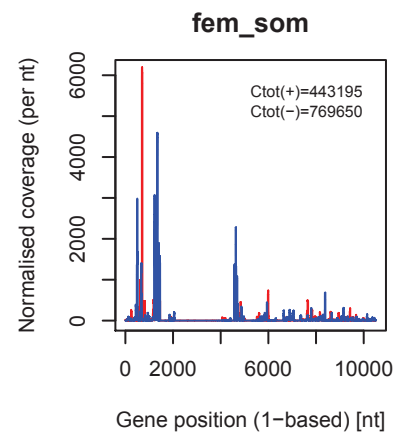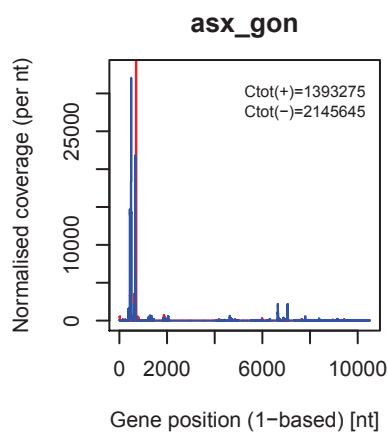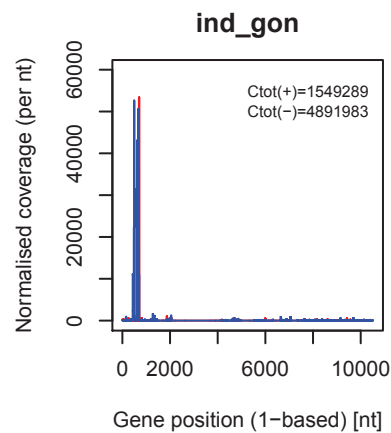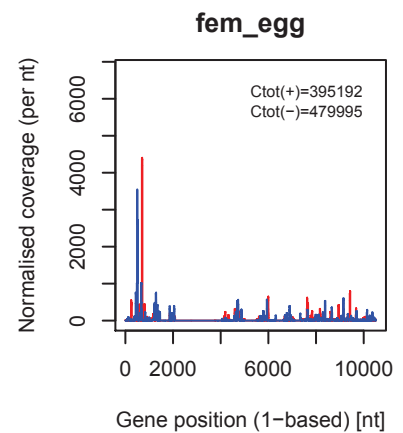

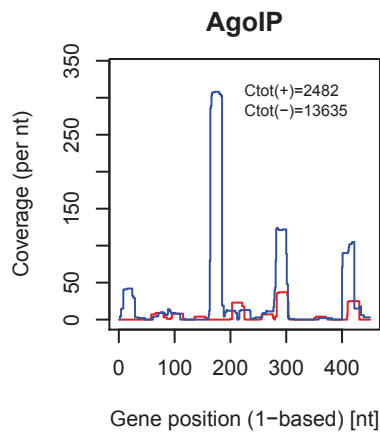

**Gypsy5-LTR\_VC**

Red=plus strand  
Blue=minus strand

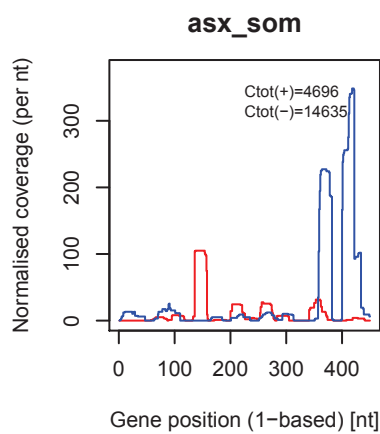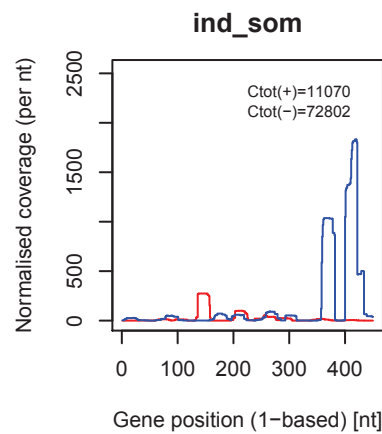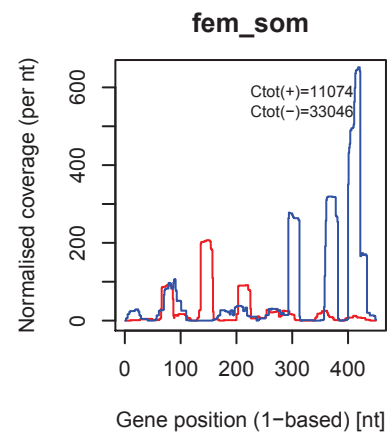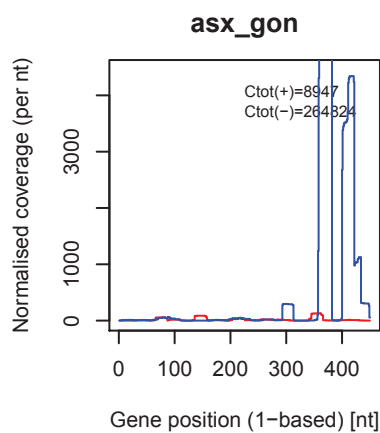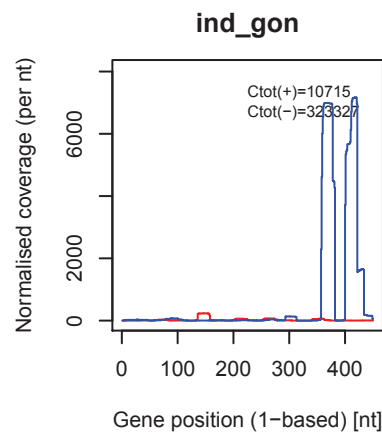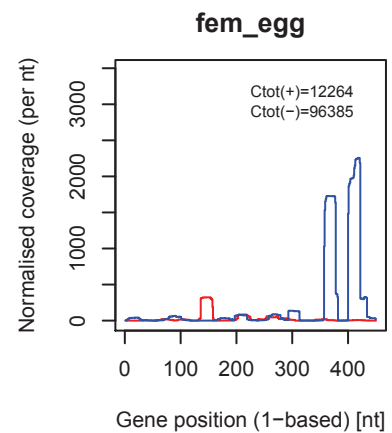

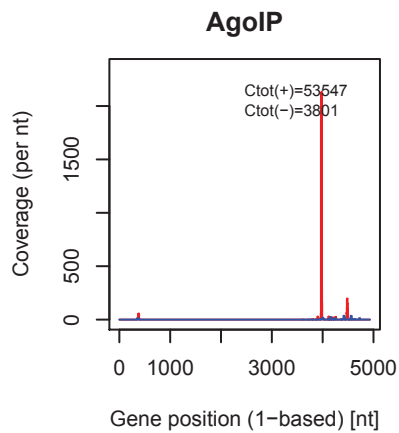

**Gypsy6-I\_VC**

Red=plus strand  
Blue=minus strand

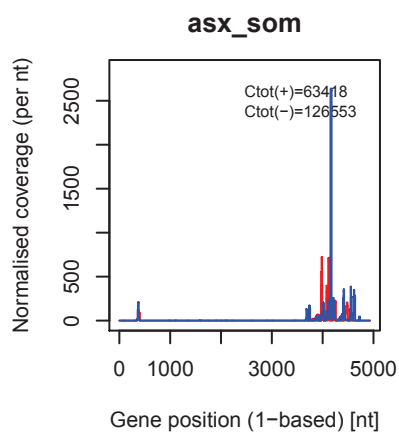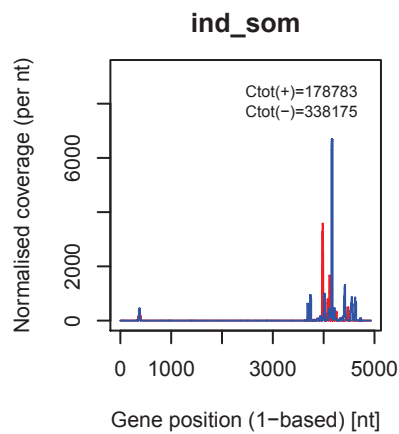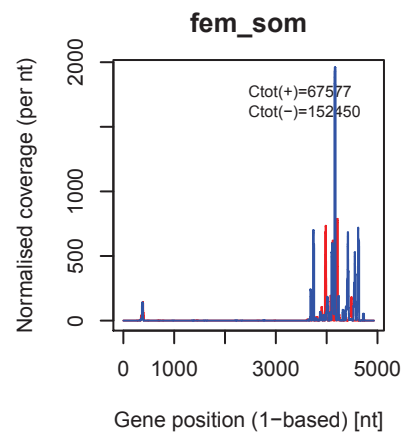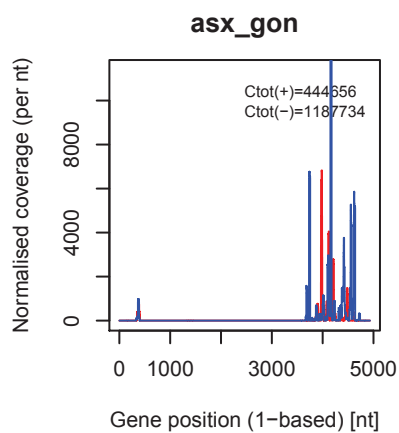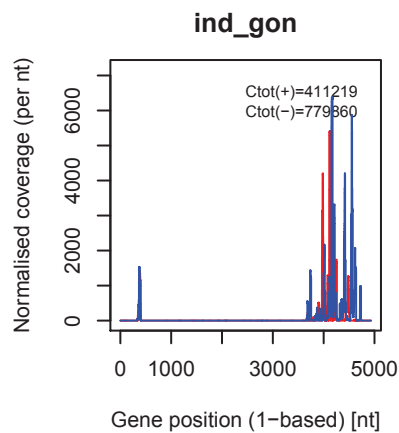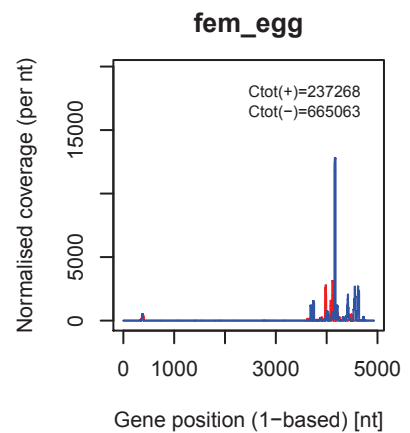

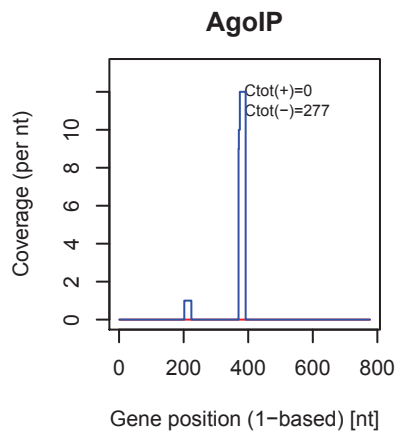

**Gypsy6-LTR\_VC**

Red=plus strand  
Blue=minus strand

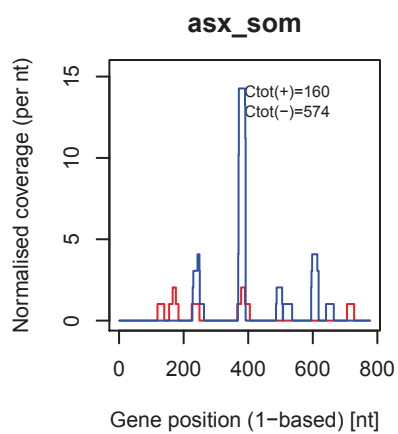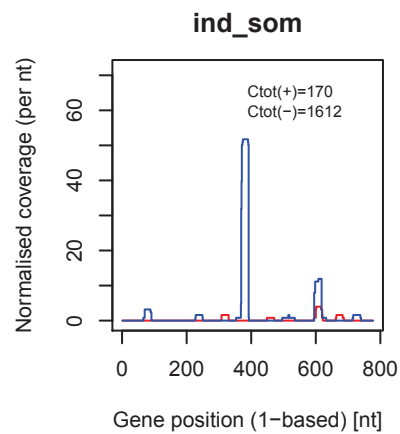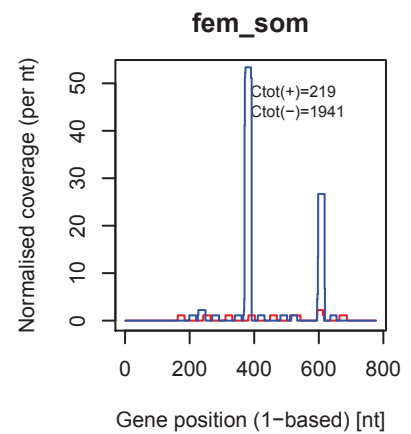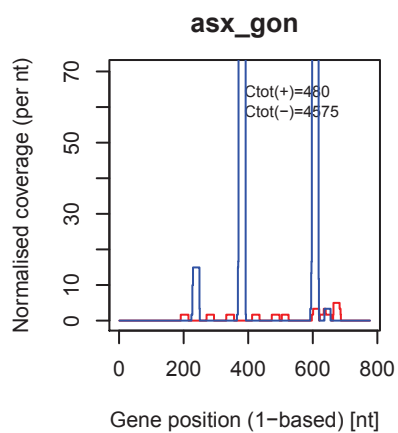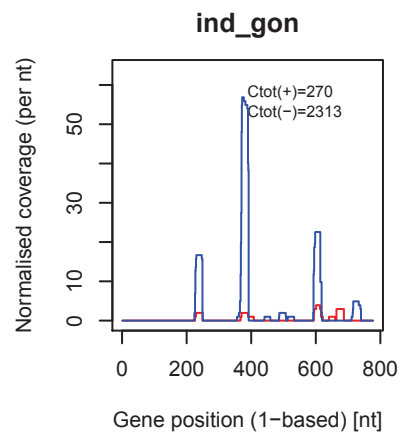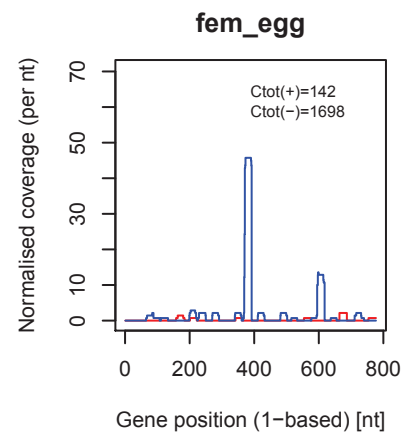

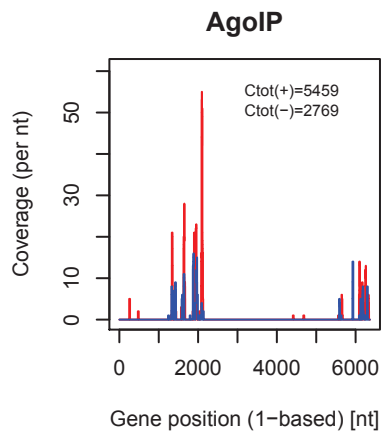

Gypsy7-I\_VC

Red=plus strand  
Blue=minus strand

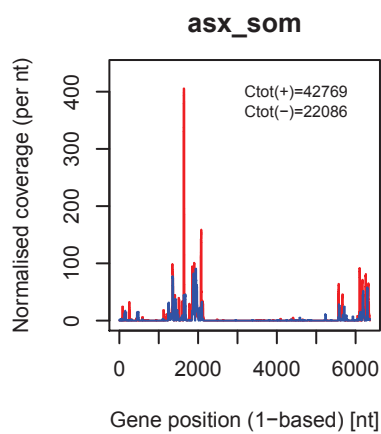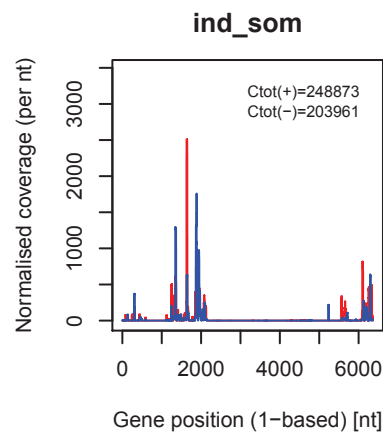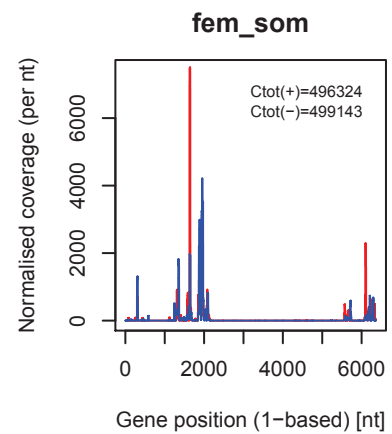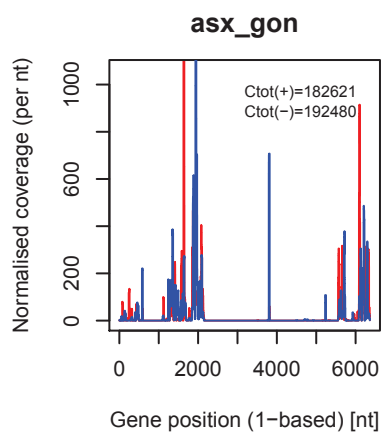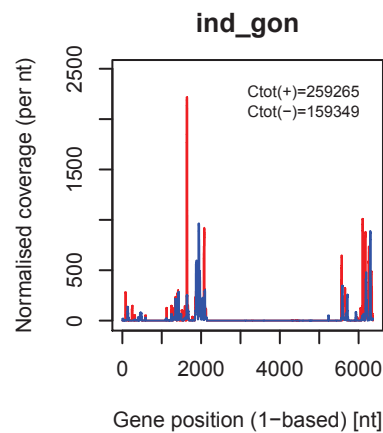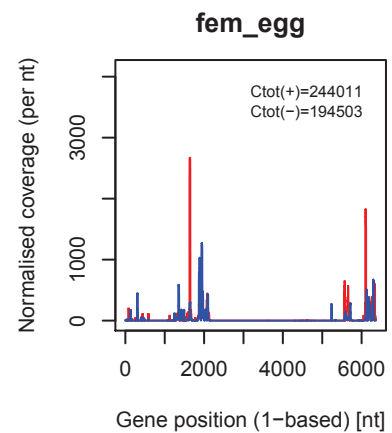

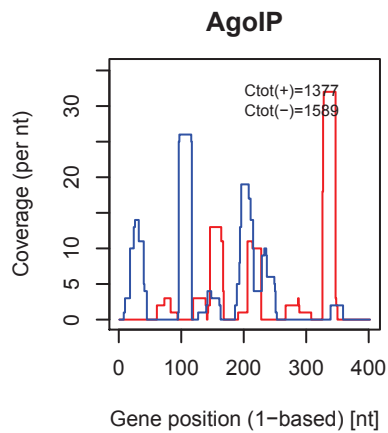

**Gypsy7-LTR\_VC**

Red=plus strand  
Blue=minus strand

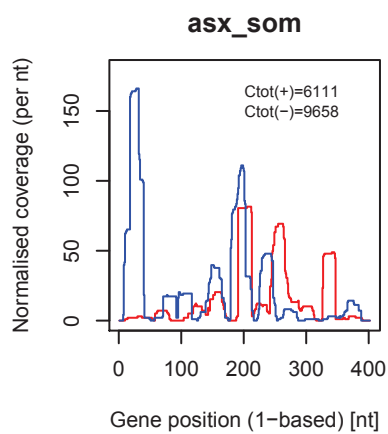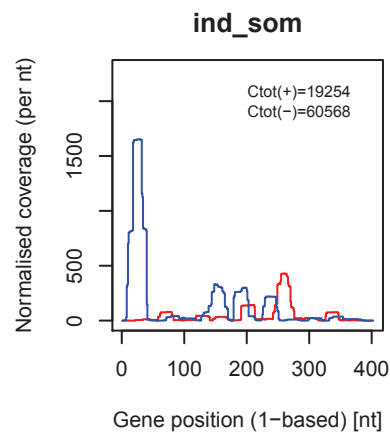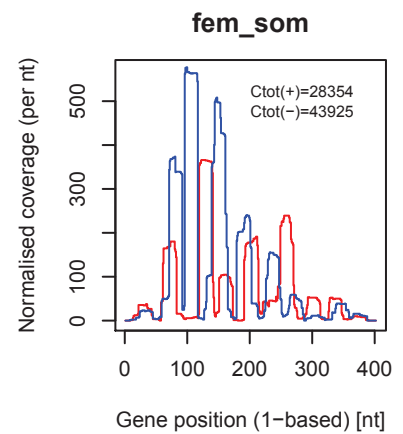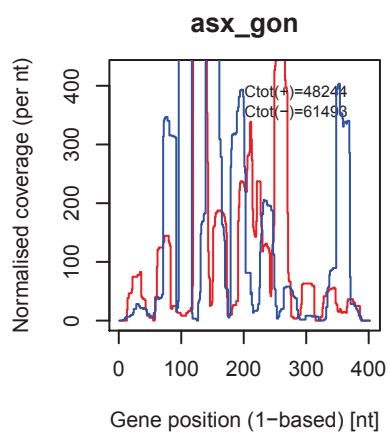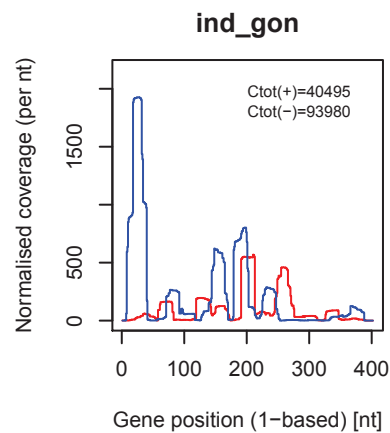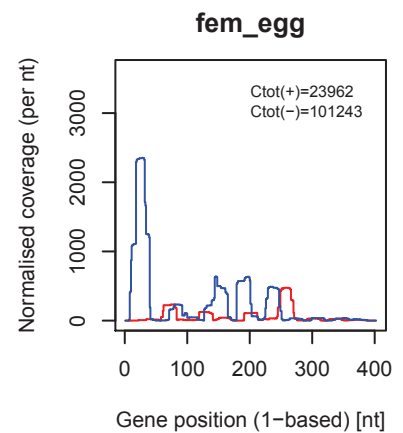

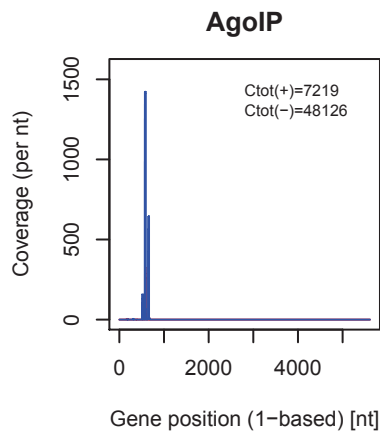

Gypsy8-I\_VC

Red=plus strand  
Blue=minus strand

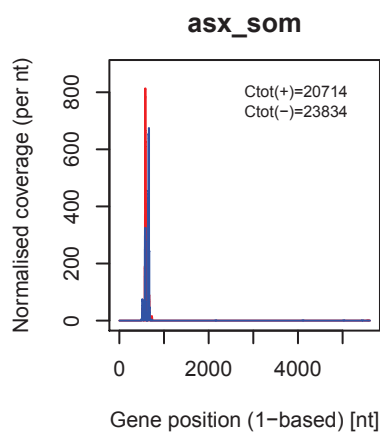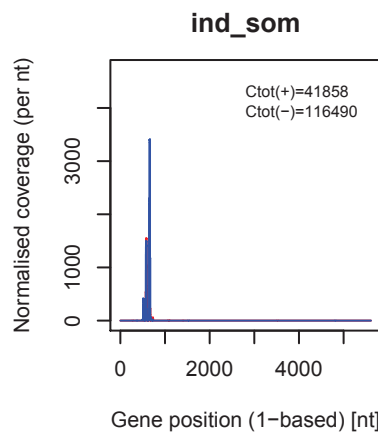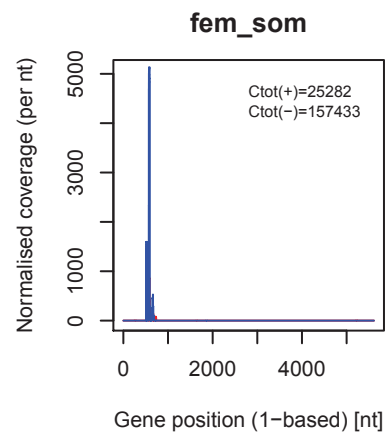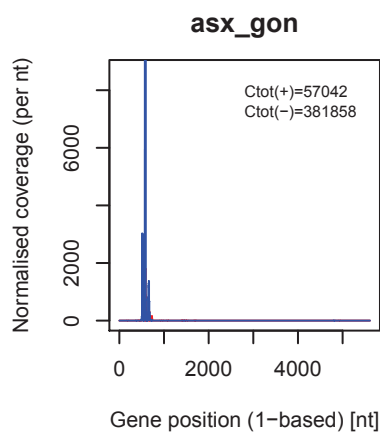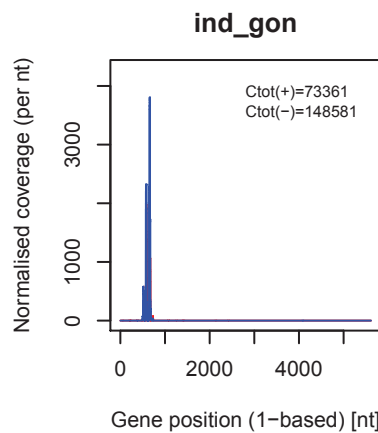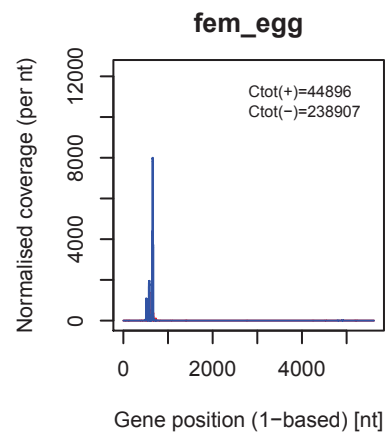

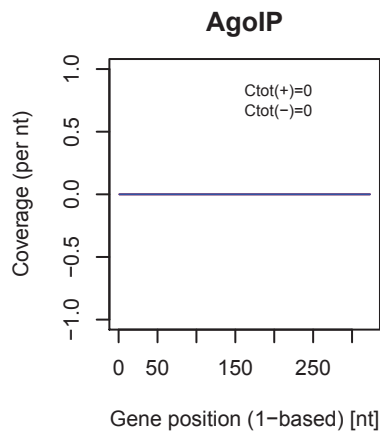

**Gypsy8-LTR\_VC**

Red=plus strand  
Blue=minus strand

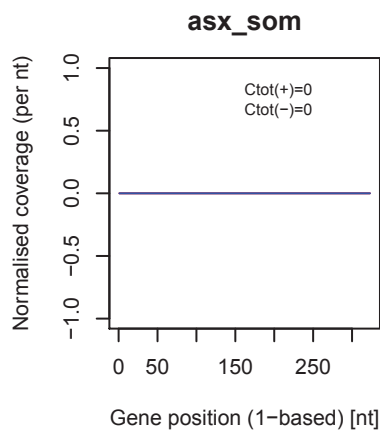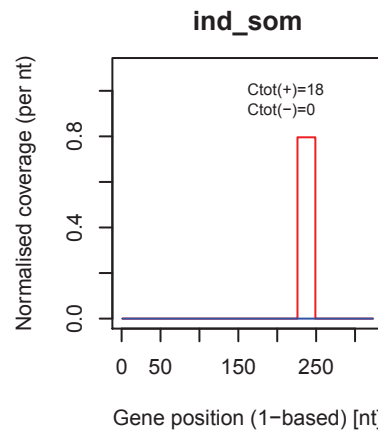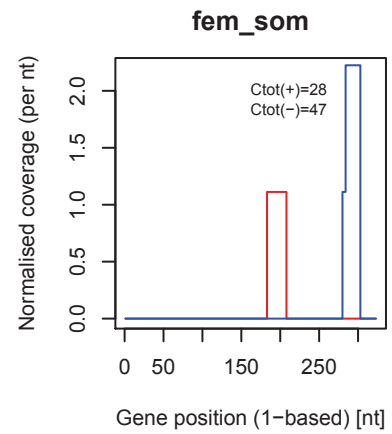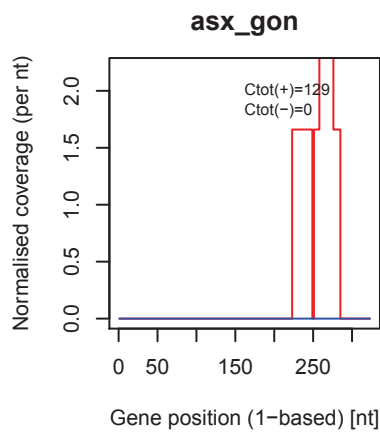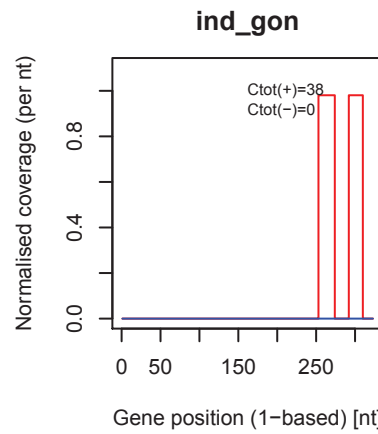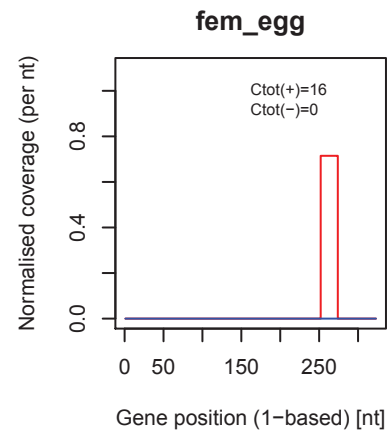

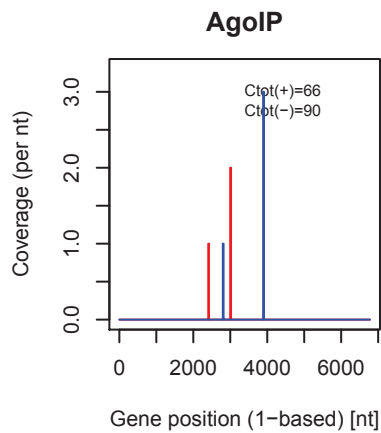

Gypsy9-I\_VC

Red=plus strand  
Blue=minus strand

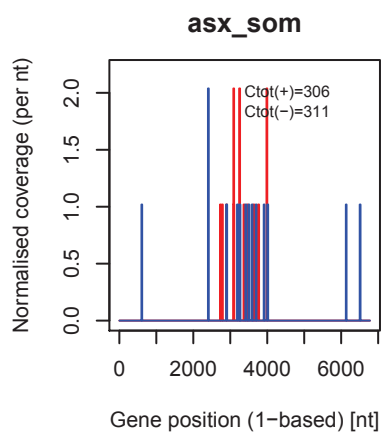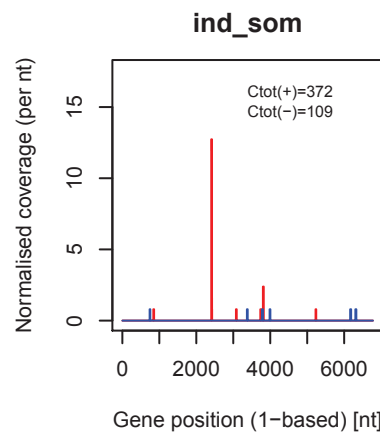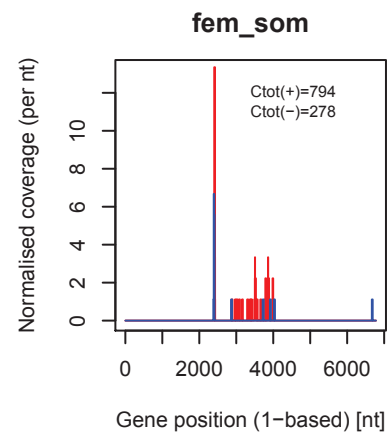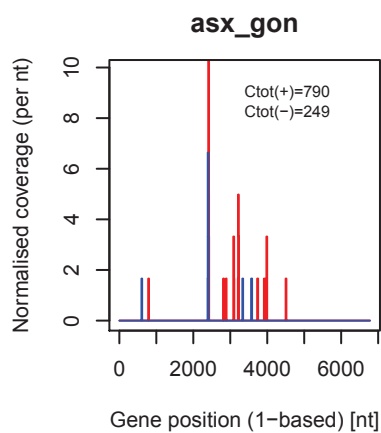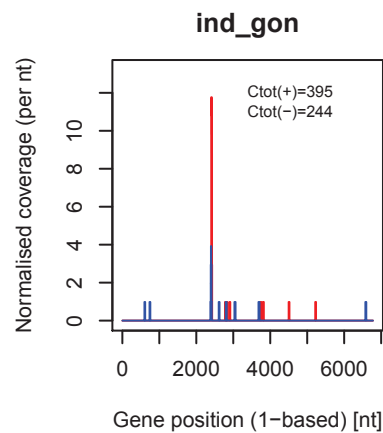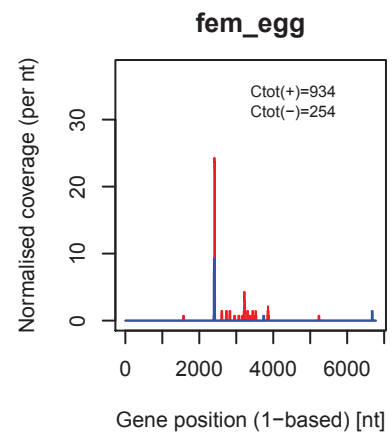

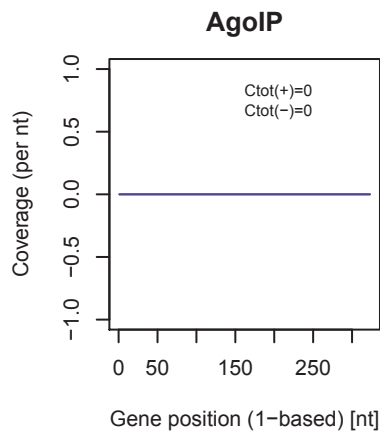

Gypsy9-LTR\_VC

Red=plus strand  
Blue=minus strand

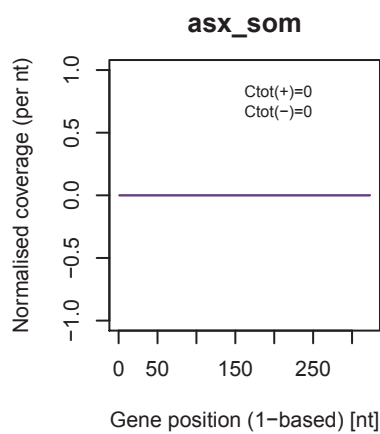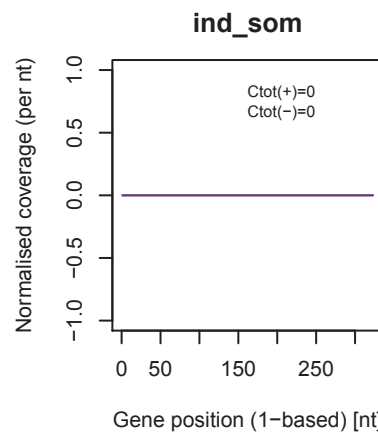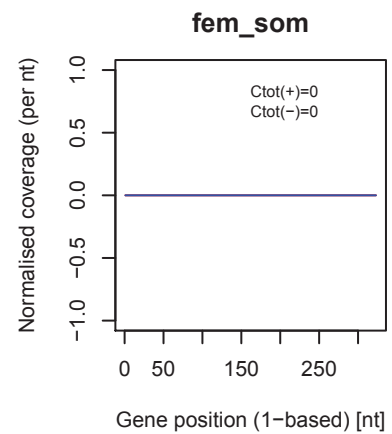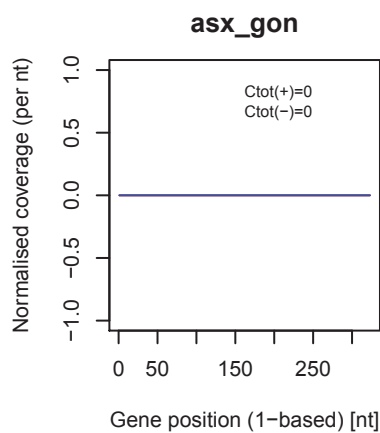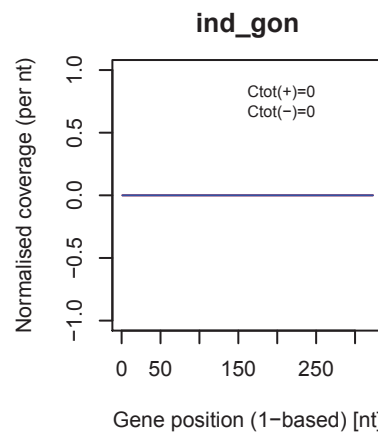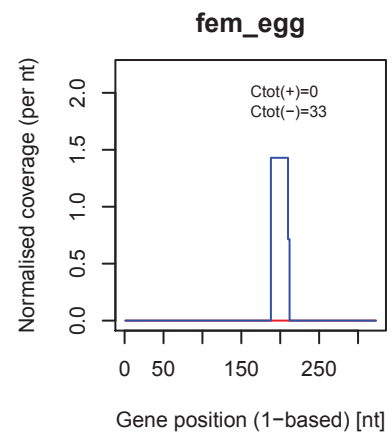

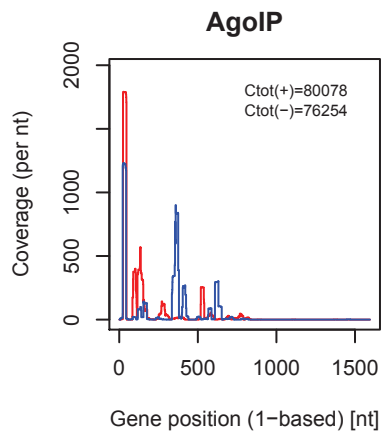

JORDAN

Red=plus strand  
Blue=minus strand

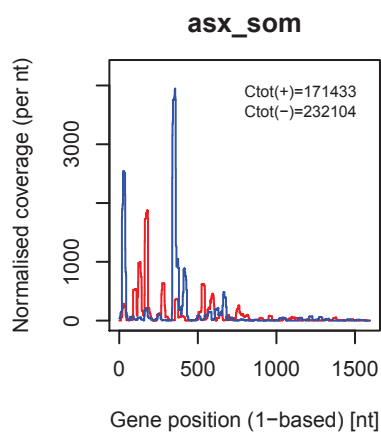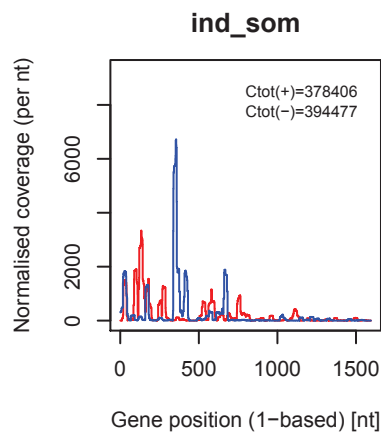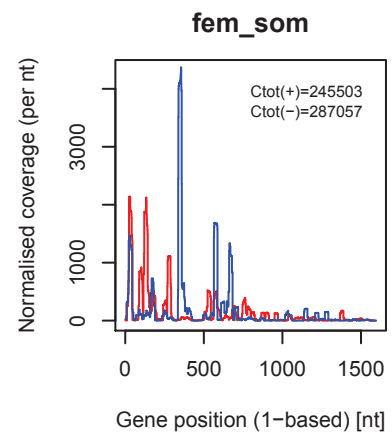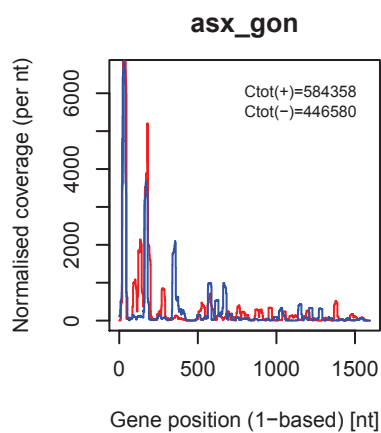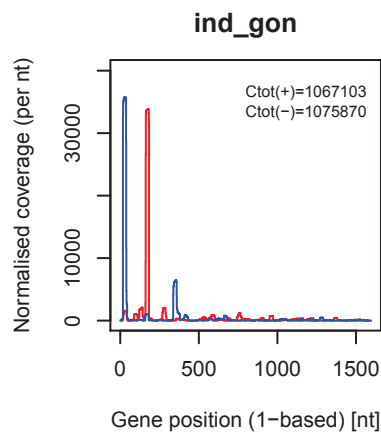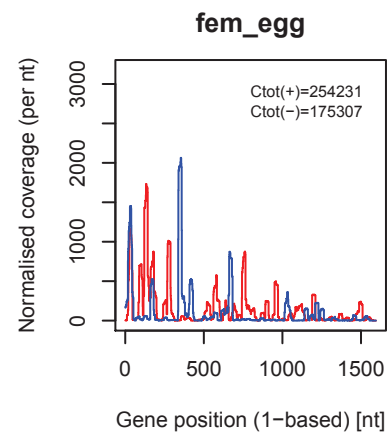

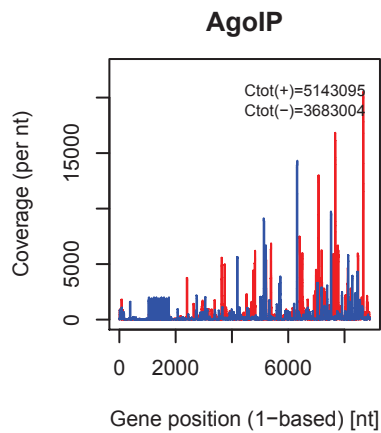

**KANGAROO-1\_VC**

Red=plus strand  
Blue=minus strand

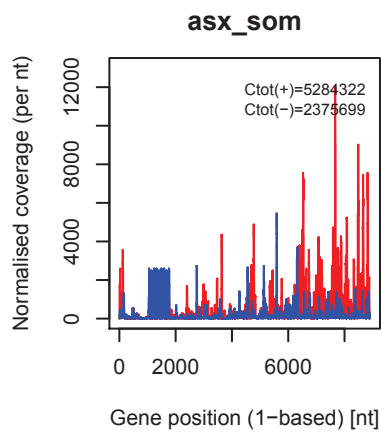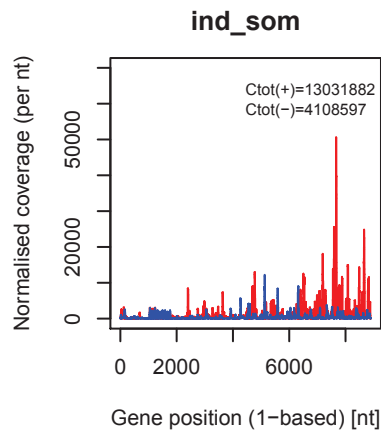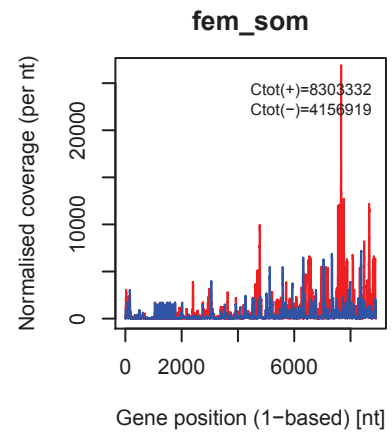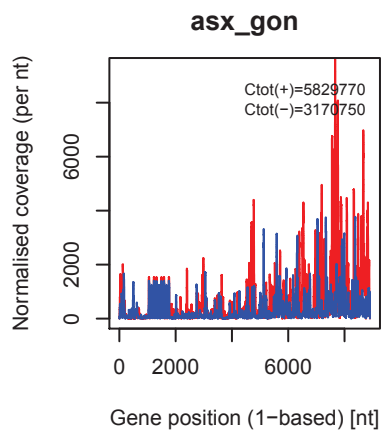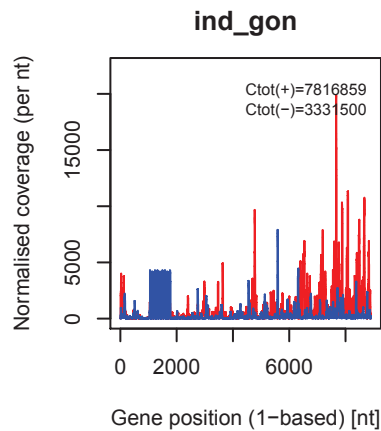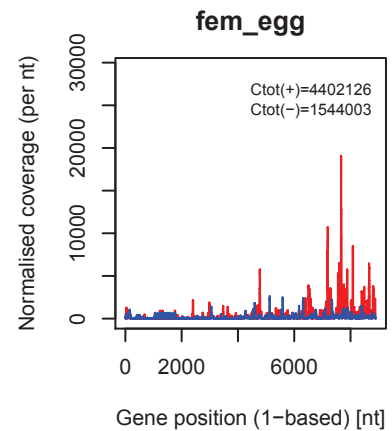

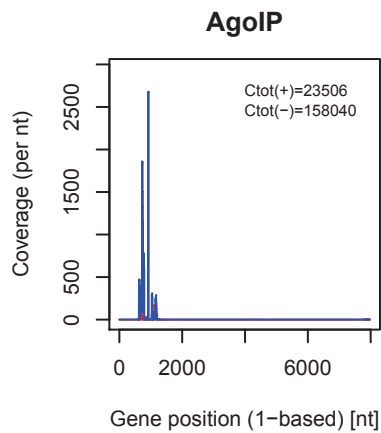

L1-1\_VC

Red=plus strand  
Blue=minus strand

How the deposited data were processed for this re-analysis (not part of the article)

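Small RNAs of total RNA were sequenced from 5 preparations of *V. carteri* cells, namely vegetative gonidia, induced somatic cells, induced gonidia, female somatic cells and female egg cells, with 1 library each. The libraries of vegetative somatic cells and of VcAGO3 immunoprecipitates, and the RNA-Seq libraries, were not analysed here. The sample labels give the time of 16 h for the induced cultures, and the 64 h of the female cultures are from the methods of the paper. Sequencing batches are not named in the labels or the paper's text. The barcodes in the labels repeat, so the libraries came from at least 2 pools, but the labels do not tie the barcodes to the libraries by name, and a difference between batches was not tested.

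The authors trimmed adapters and bases of low quality, aligned the reads to genome version 9.0 with tophat2/bowtie2 and deposited, for each library, every distinct sequence of 18 to 45 nt with a whole-number count. The deposited counts are not normalized. The paper's text does not say how reads with several alignments were counted. From the values, the counts are reported alignments: a read is counted once per alignment, up to 20 times, and alignments to the minus strand stand as the reverse complement. The plan made before the data were examined had taken the counts as reads in their own orientation. The share of reads that start with U was therefore not computed, and the results that need a genome sequence, which was not used here, were left out.

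Reads were estimated from the counts. For each sequence, the sum of its count and that of its reverse complement is the number of alignments per read times the number of reads. The number of alignments per read was estimated by a mixture model over the 5 libraries, in which it is either shared by the libraries or drawn for each, with the distribution of reads per sequence fitted for each library (20 iterations on every 10th pair, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1). This was the last of 3 estimates. The largest common divisor of the 5 sums gave 1.13 to 1.44 times the mapped reads of Table S1. A flat model with a fixed prior on the reads gave 1.20 to 1.25 times, and the final model 0.960 to 1.01 times. The totals of Table S1 had been seen before the final model was written. It replaced the flat model because that overestimated the totals of simulated libraries. The values of 1.35 to 1.48 times come from a simulation drawn from the final model. That simulation favours the final model and is no independent ground for the choice. An early, unconverged fit of the flat model to part of the sequences had also come near the totals of Table S1 and was not used. The 3 estimates and the count check were made after the data had been seen.

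On simulated data, the final model gave totals of 0.978 to 0.998 times the true ones over 154615 simulated pairs, and the exact number of alignments per read for 96.0% of the 3932 abundant ones and 76.4% of all. The largest common divisor gave 0.948 to 0.961 times. The simulation drew its reads and alignments per read from the final model as fitted to the same libraries, so it tests the computation and not the model. On the deposited counts, the largest common divisor gave 1.13 to 1.44 times the mapped reads of Table S1, so the simulated pairs differ from the real ones. The first version of this test failed with the flat model. With the final model, the list step failed when it drew a single list, and it now takes the median over 50. The number of simulated pairs was raised at the same time, because with fewer pairs the totals came out lower and more variable. The fold calls recovered 100% of 200 sequences changed 4-fold and called 0.0556% of 1800 unchanged ones. These sequences were abundant, with known reads and totals and Poisson noise only. The rates therefore do not carry over to the calls made here, which start at 10 estimated reads and compare single libraries. A simulated list of 9 shifted sequences had a median percentile of 100, and an unshifted one of 35.

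miRNA sequences are those of Table S2. Its text copy has 735 entries, of which 431 were used as printed. Another 270, with another length or without a read, were replaced by a sequence of the length of the coordinates within 2 edits. The one with the most alignments over the 5 libraries pooled was taken. The number with 1 edit was 180 and with 2 edits 91, counting MIR414. 33 entries could not be repaired. The candidates numbered 70 for MIR178al, 74 for MIR201, 31 for MIR268, 20 for MIR360e and 7 each for MIR163 and MIR381. Ranking by alignments in place of estimated reads favours abundant sequences and those with many positions in the genome. It also makes a repaired sequence detected by construction. MIR414 was taken as drawn in Fig. 3c, which was decided after its printed sequence had shown 1 read in all libraries. Identical mature sequences at several loci were counted once.

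Values per miRNA are RPM of the estimated reads of the library, for the exact sequence and its exact reverse complement together. Ratios are log2 with 1 read added, with intervals from a normal approximation to 2 Poisson counts. Shares have Wilson 95% intervals. A fold against a library with at most 3 reads is given as a lower bound, computed with 3 reads for a count of 0 and with the one-sided 95% Poisson limit of the observed reads for 1 to 3 reads. With 1 library per condition no test across conditions was run, and no p-values are given. A sequence was compared when it had at least 10 reads in one of the 2 libraries and was called at 2-fold. The correlation between libraries is Spearman's rho across sequences, with intervals from 1000 bootstrap samples. The miRNAs that Fig. 3a places on *Jordan* were compared with 10000 random lists of the same size, each member drawn from its 20 neighbours in mean RPM.

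The miRNAs named in the text were fixed by a rule. They are all miRNAs that the paper names, the 5 with the highest mean RPM, and the 3 most above and the 3 most below in reproductive cells by the smaller of their 2 stage ratios, among those with the same direction at both stages and at least 100 reads in the 4 libraries. Alternatives were other totals (mapped reads of Table S1, reads of 18 to 30 nt, alignments), TMM factors (edgeR 4.0.16 in R 4.3.3) and median-of-ratios factors, the count of all sequences of 18 to 26 nt with the same first 18 nt, other read minimums, folds and pseudocounts, and the counts as deposited in the listed orientation. The results to compute, the repair rule, the comparisons with their minimums and folds, and most of the alternatives were fixed before the data were examined. The estimate of reads and the addition of the reverse complement, on which nearly all values rest, were chosen afterwards. Alternatives chosen afterwards are named with their effect.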

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

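All tests below were chosen after the results were seen. Of the 26 miRNAs named by the rule, 5 changed in opposite directions between reproductive and somatic cells at the 2 stages, with both intervals excluding 0. With 1 library per condition, the difference between the stages was not tested against replicates, and the intervals cover counting error only.

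The log2 ratio of female minus that of induced cultures was 2.29 (95% interval 2.26 to 2.31) for MIR264a and 1.95 (95% interval 1.88 to 2.01) for MIR201, and -2.40 (95% interval -2.71 to -2.10) for MIR178al, -1.09 (95% interval -1.14 to -1.05) for MIR315 and -1.09 (95% interval -1.26 to -0.92) for MIR256. One scaling factor per library would shift all of them alike, but the differences have both signs and span 4.69 log2 units, which argues against library scaling as the only cause. MIR264a, the most abundant miRNA, took at most 1.21% of the reads of a library, too little to lower the others by its own abundance. The induced change of MIR264a is small, and its sign depends on the scaling, with 0.04 under median-of-ratios factors. With 1 number of alignments per read for all libraries, the induced ratio of MIR256 fell by 0.219, beyond its interval. The sign of that ratio did not change.

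Length variants were tested by counting all sequences with the same first 18 nt. For MIR178al, MIR256 and MIR264a the directions stayed opposite, with a smallest difference of 1.93. For MIR201 and MIR315 the directions were no longer opposite in either of the 2, with log2 ratios of 0.84 and 1.75 for MIR201 and of -0.19 and -0.36 for MIR315 in induced and female cultures, so that a shift between length variants may explain the flip of these miRNAs. Reads with 20 alignments are shared by the copies of the MIR178 and MIR264 families, and a change in which copies are expressed was not tested. A difference between the stages in biology, and between library batches, stays open for MIR178al, MIR256 and MIR264a.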

How the results depend on the processing

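No paired test was run. The induced and the female stage each give 1 pair of somatic and reproductive libraries, and such a test would rest on these pairs alone. Each condition has 1 library, and no result comes from a test across replicates. The shares of reads that start with U (3 alternatives) were not run, since the deposited orientation does not give the 5′ end of a read. The alternatives that need a genome sequence (reads that match the genome, mismatches allowed, the peaks of Fig. 4d) were not run. The estimate of reads itself was chosen after the data were seen. The omission of the MIR264 sequence, the use of alignments in place of reads or as the total, of the counts in the listed orientation, of 1 number of alignments per read for all libraries, all alternatives for the *Jordan* list, and Table S1 totals, median-of-ratios factors and length variants for the comparisons between stages were likewise chosen then.

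Of the 49 log2 ratios of named miRNAs, 4 reversed with both intervals excluding 0 when sequences with the same first 18 nt were counted: MIR328a (-0.32 induced, -0.67 female), MIR315 (-0.19 induced) and MIR201 (0.84 induced). Another 18 moved beyond their intervals. Median-of-ratios factors reversed the log2 ratio of MIR264a, induced (0.0397), and moved 17. TMM factors moved 18, the totals of Table S1 5, the pseudocount of 1 RPM 5, and that of 0.5 read 0. The counts in the listed orientation moved 15, changed the sign of 4 and shifted a ratio by up to 3.44. Alignments as the total moved 12. The use of 1 number of alignments per read for all libraries moved 1, the induced ratio of MIR256, by 0.219. For MIR278, which is not named by the rule, 66870 alignments in egg cells were taken as 26217 reads. In female somatic cells, 25410 alignments were taken as 2310 reads. The female log2 ratio of MIR278, 2.48, thus rests on unlike numbers of alignments per read. With 1 number for all libraries, 84 sequences were called higher and 75 lower in egg cells than in female somatic cells. The causes were not tested. Of the 130 RPM values of named miRNAs, length variants moved 109, the listed orientation 103 and TMM factors 33.

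In both cultures, the direction with more calls depends on the scaling. Of the calls in the induced cultures, 40.6% were higher in gonidia, against 53.5% with median-of-ratios factors (91 higher and 79 lower) and 48.8% with TMM factors. In the female cultures, 53.1% were higher in egg cells, against 48.1% with TMM factors (75 higher and 81 lower). The median log2 ratio shifted from -0.39 to -0.12 with TMM factors and to 0.03 with median-of-ratios factors, and in the female cultures from 0.09 to -0.12 with TMM factors. Female against induced somatic cells had 68 higher and 73 lower with TMM factors.

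The 4-fold limit was applied to the same sequences, whereas the minimum of 100 reads left 180 sequences in the induced and 155 in the female cultures. At 4-fold, 29 were higher and 46 lower in induced gonidia, 38 higher and 40 lower in egg cells, 6 higher and 12 lower at both stages, and 5 opposite. With at least 100 reads, 52 were higher and 66 lower in induced gonidia, 49 higher and 45 lower in egg cells, 12 higher and 20 lower at both stages, and 16 opposite. Between stages with that minimum, 49 were higher and 39 lower in induced than in vegetative gonidia, 45 higher and 53 lower in egg cells than in vegetative gonidia, and 31 higher and 59 lower in female than in induced somatic cells. At 4-fold, chosen for the stages after the data were seen, these counts were 38 and 42, 29 and 49, and 22 and 46. The other settings kept every count of calls within 1.5 times.

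In the order vegetative gonidia, induced somatic cells, induced gonidia, female somatic cells and female egg cells, the sequences detected were 186, 190, 188, 181 and 185 when only the 237 distinct printed sequences with the length of their coordinates were used, a smaller share than of the 327. Taken as they are, the deposited counts sum to 50660904, 75696173, 94894372, 48824399 and 87448777 in place of the estimated reads, as each read is counted at up to 20 positions. Thinning all libraries to the size of the smallest and the other read minimums stayed within 1.5 times. The miRNA share of reads in % was 2.94, 3.19, 3.10, 2.67 and 3.57 with length variants, 2.11, 1.89, 1.77, 1.60 and 2.60 for mature sequences only, 1.76, 1.66, 1.65, 1.46 and 2.19 for printed sequences with the length of their coordinates, 3.93, 3.23, 3.57, 2.34 and 5.84 with alignments in place of reads, 1.97, 1.65, 1.84, 1.11 and 2.91 with the counts in the listed orientation, and 2.20, 2.04, 1.99, 1.82 and 2.61 with the totals of Table S1. Without the MIR264 sequence it was 1.50, 1.53, 1.60, 1.47 and 1.50, and female egg cells were no longer highest. With reads of 18 to 30 nt as the total it was 2.23 in vegetative gonidia and 1.81 in female somatic cells. The share of 20 to 22 nt in % was 48.5, 57.7, 55.7, 53.6 and 60.7 with every distinct sequence counted once, and 62.9, 72.5, 72.5, 65.6 and 72.8 with alignments, for which the most frequent length was 21 nt in female somatic and egg cells. The share of MIR178 among MIR178 and MIR357 in % was 74.1, 29.2, 48.5, 56.4 and 57.1 with length variants, which count the fragment of 20 nt common to the 2 for both. With the listed orientation it was 78.0 in vegetative gonidia, 67.1 in induced gonidia, 63.4 in female somatic and 56.5 in egg cells.

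Over the 198 sequences with at least 100 reads, all rhos were lower: 0.524 for vegetative gonidia and induced somatic cells, 0.627 for vegetative gonidia and induced gonidia, 0.572 for vegetative gonidia and female somatic cells, 0.593 for vegetative gonidia and female egg cells, 0.607 for induced somatic cells and induced gonidia, 0.704 for induced somatic cells and female somatic cells, 0.769 for induced somatic cells and female egg cells, 0.427 for induced gonidia and female somatic cells, 0.628 for induced gonidia and female egg cells, 0.624 for female somatic cells and female egg cells. The percentile of the *Jordan* list in female cultures was 2.10 with length variants, and in induced cultures 41.0. The causes were not tested.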

Differences from the paper's values

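None of the values that the paper states for Table S2 and for the mapped reads of these libraries differs from the one computed here by more than 1.5 times. From Table S2, 491 mature entries were read against the paper's 490, 327 groups of identical sequences against the paper's 324, 67 groups of 2 or more entries against the paper's 67, and a largest group of 48 against the paper's 48. Of the alternatives set before the data were examined, the use of printed sequences with the length of their coordinates gave a largest group of 12. The deposited counts, taken as they are in place of reads, summed to 5.08 to 6.10 times the mapped reads of Table S1, a comparison chosen after the data were seen. The mapped reads were known before the final estimate of reads was made, and the repair of Table S2 used the same libraries, so neither comparison is independent.

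The blots of Fig. 3b show MIR178al more strongly in reproductive than in somatic cells at every stage. In the sequencing data, MIR178al was higher in induced gonidia than in induced somatic cells (log2 ratio 0.79) but lower in female egg cells than in female somatic cells (-1.61), and none of the alternatives changed the latter sign. Fig. 3b shows MIR357b at about the same strength in induced cells of both types, whereas its reads were lower in reproductive cells (log2 ratio -1.61). The U6 control of Fig. 2b is much weaker in reproductive cells, for which the paper limits such comparisons.

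In Fig. 2b, MIR328a has bands in somatic cells and none visible in reproductive cells, whereas its reads were higher in reproductive cells at both stages (log2 ratios 2.35 and 1.09). When sequences with the same first 18 nt were counted, an alternative set before the data were examined, the ratios were -0.32 and -0.67, in the direction of the blot. MIR360e is stronger in reproductive cells at the female stage in Fig. 2b, whereas its log2 ratio was -0.09, with an interval that includes 0. MIR414 has no visible band in female cells of either type in Fig. 2b, whereas 126 reads were found in female somatic cells and 462 in egg cells, less than at the other stages (15.5 and 28.0 RPM against 143 RPM in vegetative gonidia). MIR256 has a band in induced somatic cells and in induced reproductive cells and is faint at the female stage. Its reads fell likewise from 1114 RPM in induced gonidia to 39.3 RPM in egg cells.

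The paper's text names MIR254 beside MIR414 as targeting *Gypsy5-I*, whereas Fig. 3c draws MIR256 at the second site. MIR256 pairs with 21 of its 21 nucleotides at the site drawn, and MIR254 pairs with at most 10 of 20 at either site. The rest of *Gypsy5-I* was not tested. Grey arrows in Fig. 3c mark further sites, of miRNAs with rather low expression, so a site of MIR254 elsewhere in the element is not excluded.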

Other observations

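The tests of reads with 20 alignments were written before their results were seen, and all others below were chosen afterwards.

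Reads of 27 to 29 nt made up 5.72% in vegetative gonidia, 1.28% in induced somatic cells, 1.36% in induced gonidia, 4.22% in female somatic cells and 1.73% in female egg cells. Vegetative gonidia had the largest share. Without the 10 most abundant sequences of this length, the share was 4.12% in vegetative gonidia, still above the 1.36% and 1.73% of all such reads in induced gonidia and egg cells, which argues against a few abundant sequences. Female somatic cells came close, with 2.98% without their 10 most abundant sequences. Among reads with 1 alignment, 15.9% were 25 nt or longer in vegetative gonidia against 6.66% in induced gonidia and 6.92% in egg cells, but 11.7% in female somatic cells, which argues against high-copy RNA such as rRNA as the only source. Vegetative gonidia also have the lowest mapping efficiency among the small RNA libraries of Table S1 (83.4%). Since female somatic cells share the pattern in part, it is not one of cell type alone. A difference in RNA quality or size selection between libraries stays open, as does one between stages, and neither was tested.

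Reads with 20 alignments made up 15.0% in vegetative gonidia, 16.0% in induced somatic cells, 13.6% in induced gonidia, 17.5% in female somatic cells and 12.4% in female egg cells. The difference of reproductive minus somatic cells was -2.43 percentage points in induced and -5.04 in female cultures. Without the 100 most abundant sequences of each library, it was -2.68 and -5.55, and among reads of 20 to 22 nt -2.25 and -3.45, which argues against a few sequences or longer fragments of structural RNA as the cause. The number of alignments is capped at 20 and does not name the elements. Whether the reads come from transposons was not tested, nor was a difference between library batches.

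For the 6 miRNAs most above or below in reproductive cells by the smaller of their 2 stage ratios, a possible explanation is the amplification of a single molecule during library preparation. Other sequences that contain positions 3 to 18 of the miRNA changed at least 2-fold in the same direction at both stages for 5 of the 6. The exception is MIR138 in the female cultures, where they had a log2 ratio of 0.46 against 2.33 for the exact sequence. Since shortened or misread copies of an amplified molecule carry the same stretch, amplification and expression cannot be told apart for these miRNAs. In vegetative gonidia, which took no part in the choice, MIR126 had 75.5 RPM, MIR138 75.3, MIR258 3.04, MIR163 0.935, MIR268 0.584 and MIR170 9.35 RPM. All but MIR258 are nearer to the mean log2 RPM of the reproductive libraries than to that of the somatic ones.

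Of the sequences past 2-fold in the same direction at both stages, 57 followed the cell type. When the 4 libraries were paired by cell type and compared by stage, 44 changed in the same direction, and in the third pairing 30. With only 3 pairings, chance and cell type cannot be told apart. In vegetative gonidia, 35 of the 57 were nearer to the mean of the reproductive libraries and 22 nearer to that of the somatic ones.

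Across the 295 sequences with at least 10 reads in a library, Spearman's rho ranged from 0.642 between induced gonidia and female somatic cells (95% interval 0.562 to 0.713) to 0.856 between induced somatic cells and female egg cells (0.813 to 0.890), over 10 pairs of libraries. Sequences are not independent replicates. The library most like female egg cells was thus one of somatic cells of another stage.

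Of the 9 miRNAs that Fig. 3a places on *Jordan*, 8 could be compared, as MIR403 had 1 read in each of 2 libraries. Their median log2 ratio was -1.28 in induced cultures, at percentile 9.15 of the random lists, and -1.01 in female cultures, at percentile 3.97. The middle 95% of the random medians ranged from -1.65 to 1.16 and from -1.17 to 1.35, which include both. With length variants, an alternative chosen after the data were seen, the list was at percentile 2.10 in female cultures, outside this range, and at 41.0 in induced cultures. In induced cultures 5 of the 8 were lower in reproductive cells, and in female cultures 6. MIR178al and MIR357b are complementary over 20 nt, so the members are not independent.

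Of the miRNAs in the blots of Fig. 2b, MIR422 had log2 ratios of -3.12 and -0.21, MIR381 (repaired by 2 edits) of -1.51 and -1.39, MIR360e of 2.42 and -0.09 and MIR414 of 0.01 and 0.84 in induced and female cultures. MIR422 had 107, 456, 52.5, 257 and 222 RPM in vegetative gonidia, induced somatic cells, induced gonidia, female somatic cells and egg cells.

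At the sites drawn in Fig. 3c, MIR414 pairs with 20 of its 22 nucleotides. MIR254 had 0, 3, 1, 22 and 40 reads in the 5 libraries in the same order, and MIR256 had 5902, 10661, 18831, 504 and 649.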
